# Selective Janus kinase 1 inhibition resolves inflammation and restores hair growth offering a viable treatment option for alopecia areata

**DOI:** 10.1002/ski2.209

**Published:** 2023-01-29

**Authors:** Johan Mattsson, Elisabeth Israelsson, Karin Björhall, Linda Fahlén Yrlid, Kristoffer Thörn, Anna Thorén, Emelie Andersén Toledo, Lisa Jinton, Lisa Öberg, Cecilia Wingren, Sofia Tapani, Sonya G. Jackson, Gabriel Skogberg, Anders J. Lundqvist, Ramon Hendrickx, Anders Cavallin, Torben Österlund, Neil P. Grimster, Magnus Nilsson, Annika Åstrand

## Abstract

**Background:**

Janus Kinase (JAK) inhibition has recently demonstrated therapeutic efficacy in both restoring hair growth and resolving inflammation in Alopecia Areata (AA). These effects are dose dependent and mainly efficacious at ranges close to a questionable risk profile.

**Objectives:**

We explored the possibility to separate the beneficial and adverse effects of JAK inhibition by selectively inhibiting JAK1 and thereby avoiding side effects associated with JAK2 blockade.

**Methods:**

The C3H/HeJ mouse model of AA was used to demonstrate therapeutic efficacy in vivo with different regimens of a selection of JAK inhibitors in regards to systemic versus local drug exposure. Human peripheral blood lymphocytes were stimulated in vitro to demonstrate translation to the human situation.

**Results:**

We demonstrate that selective inhibition of JAK1 produces fast resolution of inflammation and complete restoration of hair growth in the C3H/HeJ mouse model of AA. Furthermore, we show that topical treatment does not restore hair growth and that treatment needs to be extended well beyond that of restored hair growth in order to reach treatment‐free remission. For translatability to human disease, we show that cytokines involved in AA pathogenesis are similarly inhibited by selective JAK1 and pan‐JAK inhibition in stimulated human peripheral lymphocytes and specifically in CD8^+^ T cells.

**Conclusion:**

This study demonstrates that systemic exposure is required for efficacy in AA and we propose that a selective JAK1 inhibitor will offer a treatment option with a superior safety profile to pan‐JAK inhibitors for these patients.

1

**What is already known?**

- Janus kinase (JAK) inhibitors have been shown efficacious in restoring hair growth in patients with Alopecia Areata.
- Relapses are common after cessation of treatment.
- Improved risk:benefit profile with JAK inhibitors is warranted.

**What does this study add?**

- Systemic JAK inhibition is needed for efficacy, topical/local inhibition is not sufficient unless it spills over systemically.
- Selective JAK1 inhibition is as efficacious as pan‐JAK inhibition.
- An extensive treatment period, beyond remission, is needed for maintained effect.

**What is the translational message?**

- Human T‐cells are as responsive to selective JAK1 inhibition as pan‐PAK inhibition with regards to cytokine release and gene expression profile known to be of importance in Alopecia Areata.
- In vivo effects by JAK inhibitors in the C3H/HeJ mouse model translate well into clinical efficacy.

## 2 INTRODUCTION

Alopecia Areata (AA) is a common autoimmune disease worldwide that affects men and women equally^1^{McElwee, 2013 #41}. The disease progression is unpredictable and can strike at any age but often manifests in children and adolescents (<30 years in >60% of the cases) and is frequently triggered by a stressful, traumatic or infectious period.^2^, ^3^ AA often starts as coin‐sized patches that spontaneously resolve but can progress to the more severe type, Alopecia Universalis (AU), where all body hair is attacked. Because of the nature of this non‐life‐threatening disease, finding a cure and optimizing treatment regimens is perceived as of low importance. However, AA patients have an increased risk of developing other autoimmune diseases such as atopic dermatitis, thyroid dysfunction, vitiligo, diabetes mellitus, rheumatoid arthritis, systemic lupus erythematosus, irritable bowel disease, psoriasis, psoriatic arthritis, besides psychological disorders like depression and anxiety.^4^, ^5^ This is not surprising given that there is a notable overlap in the underlying genetic predisposition in many of these diseases.^6^ Understanding and treating the underlying immune disorder would be beneficial in AA and could potentially also have a positive impact on other severe comorbidities.^7^, ^8^

Recently, several milestones in understanding the underlying mechanism in the manifestation and progression of AA have been achieved and this has accelerated the development of new and effective treatment options for AA patients. The involvement and importance of the JAK‐STAT (Janus Kinase‐Signal Transducer and Activator of Transcription) pathway was published by Xing et al. in 2014 showing efficacious treatment of AA mice as well as human patients with Tofacitinib (CP‐690,550, pan‐JAK inhibitor, Xeljanz) or Ruxolitinib (INCB018424, JAK1/JAK2 inhibitor, Jakafi).^9^ They presented a translational cytotoxic gene signature in mouse and human skin and demonstrated the importance of JAK signalling cytokines and NKG2D^+^ CD8^+^ T cells in AA. In fact, adoptive transfer of NKG2D^+^ CD8^+^ T cells from mice with AA to healthy recipients was sufficient to induce disease. The contribution of these cytotoxic cells in human disease has been further supported by the identification of SNP risk factors in the NKG2D ligands ULPB6, ULBP3 and MICA in an AA genome‐wide association study.^6^ Concomitant to disease induction is the loss of immune privilege (IP) of the hair follicles (HF). HF IP is normally characterized by low expression of major histocompatibility complex (MHC) class I molecules, NKG2D ligands as well as the upregulated expression of immunosuppressants.^10^, ^11^, ^12^ The loss of IP can be induced by inflammation, and IFN‐γ in particular, has been suggested to be an important trigger in the early stages of AA.^10^, ^13^ The self‐antigen that is recognized by the auto‐reactive T cells in AA remains elusive, although antigens such as trichohyalin and certain keratins, only expressed during the susceptible anagen (growth) phase, have been suggested as potential targets.^14^, ^15^, ^16^ Nonetheless, with the loss of IP, the induction of MHC I molecules and NKG2D ligands on HF cells make them vulnerable to attack by cytotoxic cell types such as CD8^+^ T cells and NK cells. However, only the base of the HF is affected, sparing the stem cells of the bulge region, resulting in non‐scarring and potentially reversible hair loss.^17^

Variable efficacy by different JAK inhibitors has since been demonstrated in several clinical studies and case reports^9^, ^18^, ^19^, ^20^, ^21^, ^22^, ^23^, ^24^, ^25^, ^26^, ^27^, ^28^, ^29^ with the observation that relatively high doses (equivalent to what is given in the treatment of rheumatoid arthritis) are required for adequate efficacy. Even though no serious side effects were reported by the use of ruxolitinib or tofacitinib in relatively small clinical studies, there is a previously described increased risk of respiratory infections due to the immunosuppressive effects following long term use. The safety profile for Baricitinib (10 and 100‐fold selectivity over TYK2 and JAK3, respectively^30^) in AA was recently presented to be similar to that found in RA and AD^31^ (Press release https://investor.lilly.com/node/44896/pdf). Moreover, the efficacy and safety of the JAK3/TEC inhibitor, ritlecitinib (PF‐06651600), has recently been released,^32^, ^33^ https://www.pfizer.com/news/press-release/press-release-detail/pfizer-announces-positive-top-line-results-phase-2b3-trial]. Thrombocytopaenia, anaemia and neutropenia, resulting from inhibition of the JAK2‐signalling thrombopoietin, erythropoietin and G‐CSF/GM‐CSF respectively, have been described,^34^, ^35^, ^36^ which promotes the notion that selectivity against JAK2 may be desirable to improve safety. Recently, an overview of the JAK/STAT pathways and JAK inhibition in AA was elegantly reviewed by Lensing and Jabbari which highlights the potential selectivity preferences for JAK inhibition in this disease.^37^ Evaluation of pulsed protocols, different induction and maintenance dosing regimens, as well as topical delivery have been proposed to minimize the risk profile of JAK inhibitors for the treatment of AA. Recently, a systematic meta‐analysis of prospective clinical trials of JAK inhibition in AA by Yan et al.^38^ demonstrated efficacious and generally well‐tolerated treatments with oral administration, whereas topical or sublingual administration lack efficacy. Encouragingly, the efficacy and safety of a number of JAK inhibitors in AA are currently under evaluation.^39^

Here, we hypothesized that selective JAK1 inhibition would be as efficacious as tofacitinib and ruxolitinib to reverse AA, as JAK1 inhibitors can block the signalling of CD8^+^ T cell survival factors such as IL‐2 and IL‐15 as well as the effector cytokine IFN‐γ, known to be central to the pathogenesis of AA. Moreover, we set to investigate whether local delivery without systemic exposure would be sufficient for efficacy, as that would also improve the safety risk profile of a potential drug.

## 3 MATERIALS AND METHODS

### 3.1 Study design

The objective was to investigate the efficacy of selective JAK1 inhibition in the C3H/HeJ mouse model of AA as both ruxolitinib and tofacitinib had demonstrated complete resolution of inflammation and restoration of hair growth in both mice and humans with AA. Moreover, to investigate whether local JAK1 inhibition (adequate exposure in the skin, but none in circulating plasma) would be an efficacious treatment regimen to further reduce the risk of the known systemic side effects driven by JAK1 inhibition, we used small molecule JAK1 inhibitors with either good bioavailability after oral administration for systemic exposure or with excellent tissue retention, dosed topically by means of a transdermal cream formulation, for local exposure only.^40^, ^41^, ^42^ To translate the efficacy and potential for selective JAK1 inhibition in clinical practice for the treatment of AA, we compared concentration‐dependent action of ruxolitinib^43^ and tofacitinib^44^ to a selective JAK1 inhibitor in human peripheral blood mononuclear cells (PBMCs) and cytotoxic CD8^+^ cells, with regards to cytokine release and mRNA expression.

### 3.2 Chemical tools

The physiochemical properties of tofacitinib,^44^ ruxolitinib^43^ and the three selective JAK1 tool compounds^40^, ^41^, ^42^ were thoroughly investigated by means of potency, selectivity and pharmacokinetic profiles.

#### 3.2.1 Kinase inhibition

JAK inhibition and selectivity of the JAK inhibitors was determined at physiological conditions in a Calliper assay as previously described.^41^

#### 3.2.2 Cell assays

For functional cell assays we employed a U937 stable cell line expressing the firefly luciferase gene controlled by three STAT6 response elements. The U937 cell is known to respond strongly to both IL‐4 and IL‐13 inducing STAT6 phosphorylation and activation, and dose‐response curves were obtained for these interleukins. Both EC_50_ and EC_80_ values were determined and the interleukin concentration inducing 80% of Emax (EC_80_) activity was used for inhibition assays. JAK inhibitors were tested in dose‐response assays and the inhibitory dose‐response curves were used for determination of IC_50_ values for the JAK inhibition.

#### 3.2.3 Pharmacokinetic profile

Male C57Bl6 mice were dosed either intravenously (0.5–1 mg/kg) or by gavage (1–300 mg/kg) and blood was sampled from the metatarsal vein repeatedly from 2 min to 24 h after administration to acquire pharmacokinetic properties such as oral bioavailability, plasma clearance etc for each compound. Satellite animals treated via the same route of administration as the study animals were run upfront to set adequate doses and establish exposure profiles for the study animals. Plasma protein binding was obtained by equilibrium dialysis to link potency and efficacy to free fractions of compound in the different compartments, blood and skin (using the Gillette equation for skin exposures). Detailed description in Supplementary materials.

### 3.3 In vivo experiments

All preclinical procedures were approved by the local Ethical committee in Gothenburg.

#### 3.3.1 Mice

Female C3H/HeJ graft‐induced mice were used as a preclinical model of Alopecia Areata (AA) according to previous publications.^45^, ^46^, ^47^ Healthy C3H/HeJ and mice with fully developed AA (16–24 weeks after induction of disease) were monitored by means of body weight and hair index score on a weekly basis for 12 weeks, with free access to food and water (Healthy and AA groups, respectively).

#### 3.3.2 Hair scoring

Hair growth was evaluated using a scoring index (Hair Index Score, HIS). A score from 0 to 3 (0 = no fur, 1 = stubble, short broken hairs, 2 = sparse, intermediate length hairs, 3 = normal length and density hairs) was taken times the surface area of the mouse with each respective score (dorsal area = 50%, ventral area = 50%). A HIS of 0 indicated no fur and a score of 300 demonstrated complete, normal densed hair.

#### 3.3.3 Treatments and groups

12 mice were given once daily servings of Cmpd A for free eating at approximately 100 mg/kg (compound dissolved in 10 ml tap water and mixed with 5 g grounded R70 standard rodent chow from Lantmännen, Sweden) for 4 weeks. Typically, these servings were finished within 2 h. Six mice were terminated at the end of the treatment period, blood and skin taken for determination of drug concentration and skin sampled for histopathological evaluation (see below, these mice are representing the systemic JAK1 inhibition group in histopathological evaluations). Skin biopsies for mRNA expression and blood was sampled from the other 6 mice where after these mice were followed off treatment for an additional 8 weeks when terminal samples were taken (8w off Tx group).

Another set of 6 mice were treated topically on the right side of their back with Cmpd B (0.1% cream formulation, Eucerin Aquaporin rich) for 12 weeks (local JAK1 inhibition group). Initially, twice weekly for 2 weeks followed by once weekly due to high tissue retention. Plasma exposure was evaluated during the course of the study as well as at termination when also skin was sampled for exposure, histopathological evaluation and mRNA expression.

In order to confirm the systemic versus local in vivo experiments with Cmpd A and B, we initiated a study with Cmpd C that exhibit the right properties required for both oral delivery and topical application. The aim of the study was to achieve similar skin exposures by both routes of administration but only systemic exposure after oral administration. Six mice were treated once daily with oral servings as described above (12.5 mg/kg/day, systemic JAK1 inhibition group) and 6 mice treated topically once daily (0.01% cream formulation, local JAK1 inhibition group) for 2 weeks to reach steady state efficacy and achieve a clear readout of hair growth. Blood, skin, lymph nodes and spleens were collected at termination for evaluation of exposure, mRNA expression, histopathology (RNAScope) and cell differentials (flow cytometry). Untreated healthy and alopecic mice served as controls (*n* = 6). In a separate set of experiments, AA mice were treated topically with 3% cream formulation of tofacitinib (*n* = 5).

#### 3.3.4 Plasma and skin exposures of compound A, B, C & tofacitinib

Compound concentrations in plasma samples were determined by liquid chromatography‐tandem mass spectrometry (LC‐MS/MS). Briefly, a gradient elution on a C18 column was used with acetonitrile/formic acid as the mobile phase system. The mass spectrometer was operating in a positive/negative switching mode. Plasma samples were protein precipitated by acetonitrile and diluted after centrifugation. Skin tissue samples were pulverized in a CryoPrep (Covaris) and homogenized with Ringer solution. The homogenate was protein precipitated prior to analysis by LC/MSMS using the same protocol as for plasma samples. Detailed description in Supplementary materials.

#### 3.3.5 Analysis of circulating cytokines in mouse plasma

A murine panel of 11 cytokines were analyzed in plasma samples from healthy, AA and mice treated with Cmpd C. A Luminex assay kit from Merck Millipore (Cat# MTH17MAG‐47K) was used and the analysis carried out according to the supplier protocols.

#### 3.3.6 Histopathological scoring & hair follicle analysis

A 1 cm^2^ area of skin was excised from the right dorsal surface and fixed in 10% neutral buffered formalin for 24 h before processing and embedding in paraffin wax according to standard procedures. Vertical sectioning was chosen to allow for optimal detection of inflammatory cells whilst enabling follicular counts. 3 μm longitudinal sections were cut and stained with haematoxylin and eosin for histopathological analysis. Skin sections were scanned using an Aperio Scanscope. CD8 and NKG2D in situ hybridization (ISH) was carried out using the RNAScope technique^48^ according to the manufacturer's protocols. Briefly, tissue sections were deparaffinised and incubated with epitope retrieval solution 2 for 15 min at 88°C followed by ACD protease for 10 min before hybridization with probe Mm‐Klrk1 (ACD, Cat.No.430808) and probe Mm‐Cd8a‐C2 (ACD, Cat.No. 401688‐C2) or duplex negative control probes Mm‐DapB (ACD, Cat.No. 320758). Bound probe was visualized following amplification with RNAScope 2.5 LS Duplex Reagent Kit‐(RED/BROWN) (ACD Cat.No. 322440). Staining was visualized by light microscopy. Number of hair follicles and hair follicle width were analyzed using ImageJ software edition ImageJ2. Images were imported using the bio‐format importer plug in. The number of follicles were counted using the cell counter plugin. All follicles on all sections in the dermal fat layer were counted. Follicle width was calculated with use of the circle tool to capture follicle area and from it calculate the width. All follicles on all sections in the dermal fat layer were included in the width analysis.

#### 3.3.7 Flow cytometric analysis of mouse cutaneous lymph nodes and blood

Cutaneous lymph nodes and spleens from mice treated either orally or topically (treated and untreated side, respectively) were pooled and minced in DPBS/2% FBS/2 mM EDTA, filtered through 70 μM strainers and spun at 350 g for 5 min. Blood was collected in EDTA‐coated tubes and red blood cells were lysed using BD FACS lysing solution (as was red blood cells from spleen single cell suspensions). Cell differential were obtained from haematology analyzer Sysmex XE‐2100 (Sysmex Corporation, Japan). Equal cell numbers for each sample were incubated with anti‐mouse CD16/CD32 block to prevent unspecific binding and then stained for 30 min at 4°C with the following anti‐mouse antibodies (all from BD); FITC CD3e (145‐2C11), APC‐Cy7 TCRβ (H‐57‐597), BV510 or BV786 CD8α (53‐6.7), BV711 NKG2D (Cx5), BUV395 CD4 (GK1.5), BV711 or BV605 CD44 (IM7), BUV395 CD45 (30‐F11), PerCP‐Cy5.5 CD19 (1D3) and PE‐Cy7 CD62L (MEL‐14). For Ki‐67 (PE‐Cy7, B56) analysis, the cells were permabilised and fixed in eBioscience Fix/Perm buffer, followed by Ki‐67 antibody staining in eBioscience permeabilisation buffer for 1 h at room temperature. The cells were analyzed on a BD LSRII flow cytometer and analysis was performed with FlowJo (Tree Star) software.

#### 3.3.8 Mouse skin RNA preparation

RNA was prepared according to a standard phenol‐chloroform total RNA extraction method where skin samples were homogenized in QIAzol^®^ Lysis Reagent (QIAGEN Sciences, Maryland 20847, USA), added chloroform, vortexed and centrifuged for phase separation. The RNA containing phase was ethanol precipitated and purified on an Applied Biosystems 6100 Nucleic Acid Prep Station. RNA integrity was measured on the Fragment Analyzer platform (AATI, IA, USA) using standard sensitivity RNA analysis kit.

#### 3.3.9 Taqman analysis

cDNA was synthesized from mouse skin RNA using the High Capacity cDNA Reverse Transcription Kit from Life Technologies. Gene expression was performed on the QuantStudio™ 7 Flex Real‐Time PCR System (Applied Biosystems, Foster City, CA, USA) using custom made TaqMan^®^ Array Micro Fluidic Cards. Results were analyzed with the QuantStudio™ 7 Flex Real‐Time PCR System software. Detailed description in Supplementary materials.

### 3.4 In vitro experiments using human cell systems

Human Peripheral Blood Mononuclear Cells (PBMCs) were isolated by Sepmate technique (Stemcell Technologies) from heparinized venous blood from healthy volunteers. Primary human CD8^+^ T‐cells were further isolated using a CD8^+^ T cell Isolation Kit according to protocol (Miltenyi Biotec). Experiments were approved by the local ethical committee in Gothenburg (033‐11).

#### 3.4.1 In vitro stimulation of human cells

PBMCs and CD8^+^ T‐cells were stimulated in vitro with plate bound anti‐CD3 (OKT3) in complete media in the presence or absence of different JAK inhibitors; tofacitinib, ruxolitinib and a selective JAK1 inhibitor, Cmpd A (Table 1) at 3–3000 nM. Soluble anti‐CD28 were added to the CD8^+^ cultures to facilitate co‐stimulation. After 40–48 h, supernatants were harvested for mediator analysis and the cells were washed and resuspended in RLT buffer (Qiagen) for RNA isolation.

**TABLE 1:** In vitro potency and selectivity of JAK inhibitors

Compound	Structure	JAK1 IC_50_ (μM)^a^	JAK2 IC_50_ (μM)^a^	JAK3 IC_50_ (μM)^a^	TYK2 IC_50_ (μM)^a^	IL‐4, STAT6‐Luc IC_50_ (μM)^b^	IL‐13, STAT6‐Luc IC_50_ (μM)^b^	Solubility (μM)^c^
Tofacitinib		0.024	0.11	0.063	1.9	0.10	0.12	>1000
Ruxolitinib	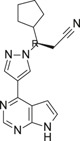	0.022	0.024	1.7	0.067	0.11	0.082	678
Cmpd A—Systemic	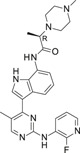	0.027	18	>30	NA	0.084	0.12	>337
Cmpd B—Local		0.0093	>30	>30	NA	0.11	0.10	>955
Cmpd C—Local & systemic		<0.003	1.2	>30	NA	0.024	0.034	6.6

^a^ Enzymes were assayed at a physiological ATP concentration of 5 mM.

^b^ Cellular (U937 monocytes) interleukin‐induced JAK‐STAT6‐luciferase assay.

^c^ Phosphate buffer, pH 7.4.

#### 3.4.2 Cytokine analysis in supernatants from human cell cultures

Analysis of human cytokine panels was carried out using a Luminex assay kit from Merck Millipore (Cat# HCYTMAG‐60K‐PX41) and Mesoscale Discovery (MSD) immunoassay kits (Cat# K211AEB‐2 and K15049D) as recommended in the respective supplier protocols.

#### 3.4.3 Human CD8^+^ T‐cell RNA preparation

RNA was isolated from 24 human CD8^+^ T‐cell samples exposed to Cmpd A, ruxolitinib or tofacitinib by means of RNeasy Mini kit with on‐column DNA digestion (QIAGEN, Hilden, Germany) and eluted in 50 μL Rnase‐free water. RNA integrity was measured on the Fragment Analyzer platform (AATI, IA, USA) using standard sensitivity RNA analysis kit.

#### 3.4.4 Next generation RNA sequencing (mouse and human)

The mouse RNA showed low RIN‐values and TruSeq Stranded Total RNA with RiboGold depletion (Illumina, CA, USA) were therefore chosen for library creation as it is less sensitive to low quality RNA than the TruSeq Stranded mRNA kit (Illumina, CA, USA). Mouse RNA was diluted to 50 ng/μL and used as input to create RNA libraries using TruSeq Stranded Total RNA with RiboGold depletion (Illumina, CA, USA) following standard instructions with the exception that no fragmentation of samples was made due to low RIN‐values. Human RNA was diluted to 5 ng/μL and used as input to create mRNA libraries using TruSeq Stranded mRNA kit (Illumina, CA, USA) following standard instructions. Libraries (both mouse and human) were validated on the Bioanalyser (Agilent, CA, USA) using DNA1000 chip and the concentration was determined using Quant‐iT dsDNA High Sensitivity assay kit on the Qubit fluorometer (Thermo Fisher, MA, USA). Sample libraries were pooled in equimolar concentrations and diluted and denatured according to Illumina guidelines. Sequencing was performed using a High Output 2 x 76 bp kit on an Illumina NextSeq500 to an average depth of 5.6 million (mouse) and 13.2 million (human) reads.

#### 3.4.5 RNAseq data processing and availability (mouse and human)

Base calling were done by bcl2fastq from Illumina. Reads were mapped to corresponding genome (mouse genome version mm10 or human genome version hg38) with HiSat2 (version 2.0.1‐beta (mouse) and 2.0.4 (human)), counts were generated using featurecounts (version 1.4.4). Normalized counts (from DESeq2) were used for all plotting, while counts were used for statistical testing. The datasets discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO SuperSeries accession number GSE94237 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE94237).

The individual SubSeries are GSE94235 (human CD8^+^ T‐cells) (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE94235) and GSE94236 (mouse skin samples) (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE94236).

#### 3.4.6 ALADIN scores

IFN (Cxcl9, Cxcl10, Cxcl11, Stat1, and Mx1) and CTL (Cd8a, Gzmb, Icos, Prf1) ALADIN scores for the Taqman data were calculated for each group as described previously.^9^, ^49^ Briefly, z‐scores were calculated for each gene and sample relative to the mean and standard deviation of the healthy group. Signature scores are then calculated as the mean of the z‐scores within each group.

#### 3.4.7 STAT pathway genes

Identification of STAT pathway genes were done by Ingenuity® Pathway Analysis (Qiagen). Genes found downstream of STAT1‐6 were extracted for further processing. Genes found in two or more STAT pathways were excluded from further analysis, resulting in the following number of unique genes for each STAT pathway, STAT1: *n* = 235, STAT2: *n* = 38, STAT3: *n* = 582, STAT4: *n* = 221, STAT5A: *n* = 64, STAT5B: *n* = 187, STAT6: *n* = 164.

#### 3.4.8 RNAseq differential gene expression and enrichment analysis

Differential gene expression were tested using DESeq2 for mRNAseq data^50^ in R (version 3.3.0). Differentially expressed genes were defined using FDR <0.001 & |FC|>4 as cutoffs for the mouse data and FDR <0.05 & |FC|>2 for the human data. Network analysis were performed on differentially expressed genes using the “Compare Experiments Workflow” in Metacore™ (version 6.27, Thomson Reuters). Visualizations of Gene ontology analyses were done in Cytoscape (v3.6.0). Heatmaps for Taqman and mRNAseq results were created using heatmap.2 function from gplot in R (version 3.3.0). The mean expression of each group was used in the plots.

### 3.5 Statistical analysis

Statistical analyses have been performed using RStudio software (R version 3.2.3). Unpaired two‐sided Student's *t*‐test, one‐way analysis of variance (ANOVA) followed by Dunnett's two‐sided post hoc tests for multiple comparisons were used to analyze data as indicated. The number of hair follicles and mean follicle width showed violation of the assumption of homoscedasticity (equal variance across groups) which led to the use of a Welch ANOVA and following welch‐test for pairwise comparisons among groups. Cytokine data in Figure 6 show a right skewed distribution and was log‐transformed prior to performing linear regression on the dose‐response data. A linear model with donor, treatment and dose was fitted to the data and slopes for different treatment effects compared. Due to the small sample size, regular tests of normality have low power and was not performed. However, visual inspection of diagnostic plots after log‐transformation indicates a better fit to a log‐normal distribution. Data were considered significant if *p*‐values were below 0.05 or significantly different if 95% confidence intervals are not overlapping. Details of each statistical test, *n* and *p*‐values are reported in the results section, figure legends and/or supplementary tables.

## 4 RESULTS

### 4.1 Characteristics of selective JAK1 inhibitors and pan‐JAK inhibitors

To investigate the efficacy of JAK1 inhibition in AA, we selected three different tool compounds. The selection criteria included in vitro kinase (JAK) inhibition, cellular potency, solubility, physio‐chemical and in vivo pharmacokinetic properties. The compounds (designated Cmpd A,^40^ B (Supplementary materials) and C^42^) were compared to ruxolitinib^43^, ^51^ and tofacitinib^44^ in specific JAK inhibition assays (JAK1, JAK2, JAK3 and TYK2), While compounds A‐C displayed >600‐fold selectivity for JAK1 over JAK2 and JAK3, tofacitinib and ruxolitinib were found promiscuous at physiologically relevant conditions as previously reported (Table 1).^44^ The functional efficacy of JAK inhibition was determined by stimulating U937 cells with IL‐4 or IL‐13 and measuring STAT6 activation using a luciferase reporter system. Inhibition of IL‐4 and IL‐13‐induced STAT6 activation was similar for all compounds except for Cmpd C, which was approximately three to four fold more potent (Table 1). With regards to the pharmacokinetic properties of compounds A‐C, Cmpd A demonstrated good properties for oral delivery leading to similar total exposures in both plasma and skin, where plasma showed an increased free exposure due to an estimated 10‐fold higher unbound fraction in plasma compared to skin (the latter value estimated from the Gillette equation^52^, ^53^). Cmpd B exhibited beneficial properties for local (transdermal) delivery without spillover to the circulation with ratios for the estimated average free exposures over the average cell‐based potency (IC_50_) of 0.02‐fold in plasma and 1.9‐fold in skin, whereas Cmpd C had properties permissive for either systemic, including skin exposure, or solely local exposure (Table 2).

**TABLE 2:** In vitro and in vivo DMPK properties of Cmpd A, B & C

	In vitr*o* mouse & physical chemical properties					In vivo mouse pharmacokinetics			
Compound	LogD_7.4_	Basic pKa's	*f*_u_, _plasma_	*f*_u, tissue_ ^a^	Caco AtB 10^−6^ cm/s/Efflux ratio^b^	Dose i.v./p.o. (mg/kg)	CL (ml/min/kg)	*V*_ss_ (L/kg)	Oral % F
Cmpd A—Systemic	2.9	7.9	0.038	0.003	21/1.0	0.5/300	32	9.1	100
Cmpd B—Local	1.5	8.6 & 6.5	0.74	0.063	0.3/14	1.0/1.0	38	8.4	16
Cmpd C—Local & systemic	2.6	7.9	0.11	0.011	6.7/2.4	1.0/2.0	26	6.9	86

^a^ Obtained from the rearranged Gillette equation^29^ ^,^ ^30^: *f*_u, tissue_ = 1/(((*V*_ss_ – *V*_blood_)/*V*_tissue_)/*f*_u, plasma_), where *V*_blood_ = 0.07 L/kg and *V*_tissue_ = 0.6 L/kg and blood to plasma ratio was assumed equal to 1.

^b^ Efflux ratio = BtA/AtB.

### 4.2 Selective JAK1 inhibition is sufficient to restore hair growth and resolve inflammation

To investigate whether selective JAK1 inhibition alone was sufficient in restoring hair growth, mice with complete AA were given Cmpd A by daily servings for 4 weeks. The estimated average free exposure in plasma was 1.2‐fold IC_50_ by Cmpd A in contrast to the estimated average free exposure in skin which was 0.1‐fold IC_50_. Treatment induced a quick and complete restoration of hair growth and resolution of inflammation in the skin (Figure 1a,b, Table S1). Histopathological evaluation revealed that loss of fur in C3H/HeJ mice was associated with peri‐follicular lymphocytic inflammation, with an element of eosinophilia as well as apoptosis of follicular cells (Figure 1c). Systemic exposure to JAK1 inhibition for 4 weeks led to the resolution of local inflammation in all animals within the study (*n* = 6) as demonstrated by the lack of inflammatory cells in the skin sections (Figure 1c). Apoptotic cells remained apparent but decreased in incidence as compared to AA mice. The number of HFs in the anagen (growth) phase increased with the onset of disease and was not affected by 4 weeks of systemic JAK1 inhibition (Table S2). However, the mean width of the follicles in treated mice was slightly reduced as compared to follicles of untreated AA mice (Table S3).

**FIGURE 1:**
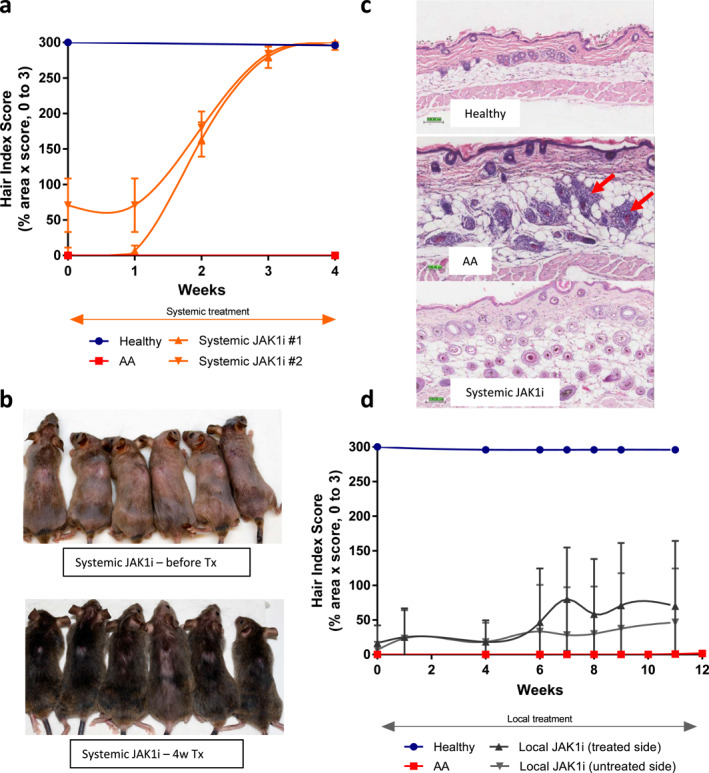
Complete restoration of hair growth and resolution of inflammation by systemic JAK1 inhibition. (a) Hair Index Score (Mean ± SD) demonstrating complete regrowth within 4 weeks of treatment with Cmpd A (orally for systemic exposure, denoted Systemic JAK1i) for two groups of mice (*n* = 6 per group, orange triangles up/down). Blue circles are healthy, age‐matched controls (*n* = 6) and red squares untreated alopecic mice (*n* = 6) monitored with no interventions. Individual scores in Table S1. (b) Photos taken before treatment (top) and after 4 weeks of systemic JAK1i (bottom) demonstrating hair regrowth. (c) H&E stains of skin sections from healthy, alopecic (AA) and treated mice (Systemic JAK1i with Cmpd A) demonstrate intense peri‐follicular inflammation (arrow), apoptosis and the induction of the anagen phase as opposed to the healthy telogen hair cycle phase (hair follicle in dermis within the AA group). (d) Average Hair Index Score (Mean ± SD) during 12 consecutive weeks of topical application of Cmpd B (treated side in grey triangles (up) and untreated side in grey triangles (down), *n* = 6 per group, denoted Local JAK1i). Bar denotes 100 μm, Tx = treatment

### 4.3 Topical JAK1 inhibition fails to induce remission in mice with AA

To minimize the risk of side effects associated with systemic JAK inhibition, topical application may be a more clinically relevant route. In a previous study, pan‐JAK inhibitors appeared to be effective following local administration to the skin.^9^ We evaluated the exposure of 3% tofacitinib topically (0.1 g on the right side of the back) and found unbound skin exposures at IC_50_ (total concentrations of 465 μM, equalling to 23 nM free concentration using the Gillette equation) and 3–7‐fold IC_50_ in plasma (total of 216 ± 77 nM, ie 71–160 nM free) one hour after application. We could not confirm regrowth of fur using topical application of selective JAK1 inhibitors. Topical treatment for 12 weeks with Cmpd B did not restore hair growth despite giving a local free skin exposure of 1.9‐fold IC_50_ (Figure 1d). A negligible average free plasma exposure was detected (0.02‐fold IC_50_). These findings were confirmed by Cmpd C which combines good oral bioavailability with significant tissue retention. Here, systemic exposure (with estimated average free concentrations in plasma of 1.4‐fold IC_50_ and similarly for skin at 0.5‐fold IC_50_) induced hair growth and resolved inflammation, whereas topical application (with an insignificant coverage of 0.02‐fold IC_50_ in plasma and 0.43‐fold IC_50_ in skin) did not. Collectively, these data demonstrate that systemic JAK1 inhibition is needed for efficacy.

### 4.4 Systemic JAK1 inhibition markedly reduces the number of pathogenic NKG2D^+^ CD8^+^ T cells

Although the clinical manifestation of AA is local, there are signs of systemic inflammation. Pathogenic NKG2D^+^ CD8^+^ T cells are not only found in the skin, but also in skin draining lymph nodes (LNs). Skin draining LNs as well as the spleen display marked hypercellularity.^9^ We assessed the impact of systemic or local JAK1 inhibition on hypercellularity in spleen and LNs and evaluated the presence of pathogenic CD8^+^ T cells in LNs and skin. Following systemic JAK1 inhibition with Cmpd C the hypercellularity of both skin draining LNs (axillary and inguinal) and spleen was drastically reduced, whereas it was only marginally affected by topical treatment (Figure 2a,b). Although small, this reduction could indicate some minor spillover from local JAK1 treatment into the systemic circulation.

**FIGURE 2:**
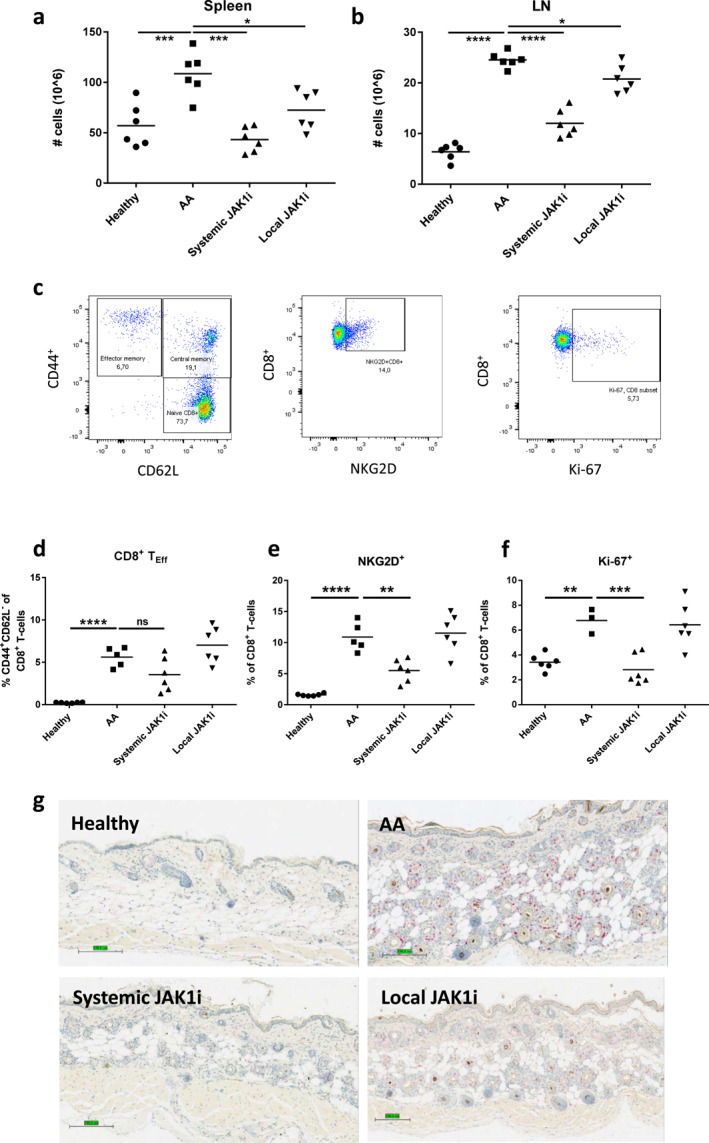
Systemic, but not local, JAK1 inhibition reduces LN hypercellularity as well as the number of CD8^+^ T_Eff_ cells in LNs and skin. (a) Hypercellularity in spleen and (b) skin draining lymph nodes and effects of JAK1 inhibition (****p‐value AA vs. systemic JAK1i and AA vs. Healthy <0.0001, *p‐value AA vs. local JAK1i = 0.022). (c) Gating strategy (Live, CD3^+^TCRb^+^CD8a^+^). Effect of JAK1i inhibition in skin draining lymph nodes (d) on the effector CD8^+^ T‐cells (T_Eff_, ****p‐value AA vs. Healthy <0.0001), (e) NKG2D^+^ expression on CD8^+^ T‐cells with and without JAK1 inhibition (**p‐value AA vs. systemic JAK1i = 0.0015 and ****p‐value AA vs. Healthy <0.0001), and (f) expression of the proliferation marker Ki‐67 on CD8^+^ T‐cells (***p‐value AA vs. systemic JAK1i = 0.0010, and **p‐value AA vs. Healthy = 0.0042). Statistical analysis (1‐way ANOVA and Dunnett's post hoc tests). (g) Localization of NKG2D^+^ and CD8^+^ cells in the skin by means of RNAScope, NKG2D^+^ (brown) and CD8^+^ (red).

The frequency of the pathogenic NKG2D^+^ CD8^+^ T cell subpopulation in skin draining LNs was significantly reduced following systemic, but not local JAK1 inhibition. A smaller reduction in the total frequency of CD8^+^ effector cells was also observed (Figure 2c–e). Moreover, proliferation of the CD8^+^ T‐cells in AA mice, as measured by intracellular staining for Ki‐67, was significantly decreased by systemic JAK1 inhibition (Figure 2f). Importantly, the expression of NKG2D and the number of CD8^+^ T‐cells in the skin was also markedly reduced following systemic JAK1 inhibition, as visualized using RNAScope technology (Figure 2g). Although there appeared to be a slight reduction in the number of CD8^+^ T cells in the skin of mice treated topically, it was not complete and not comparable to the substantial reduction as seen with systemic treatment (Figure 2g).

### 4.5 4 weeks of JAK1 inhibition failed to induce treatment free remission in AA mice

It's been previously shown that 12 weeks of ruxolitinib or tofacitinib treatment induced stable remission during a 3 months follow up.^9^ An alternative approach to reduce the risk of side effects is to minimize the duration of treatment. We therefore asked whether mice treated for 4 weeks with JAK1 inhibitors (Cmpd A) would remain in remission after treatment was halted. Despite complete restoration of hair growth after 4 weeks of treatment, the mice relapsed after treatment cessation and after 8 weeks their hair score index and levels of peri‐follicular inflammation had returned to that seen in untreated mice (Figure 3a–c). Interestingly, the number of anagen follicles was returned to normal (Table S2). We speculate that the failure to remain in remission following 4 weeks of treatment may be due to the systemic persistence of pathogenic NKG2D^+^CD8^+^ memory T cells. Although CD8^+^ T effector cells appeared to be absent from the skin following JAK1 inhibition, there was still a significant, albeit reduced, population in the skin draining LNs (Figure 2d,e). Furthermore, treated mice also displayed elevated levels of IFN‐γ in the circulation as compared to healthy controls, indicating a sustained systemic dysregulation (Table S4).

**FIGURE 3:**
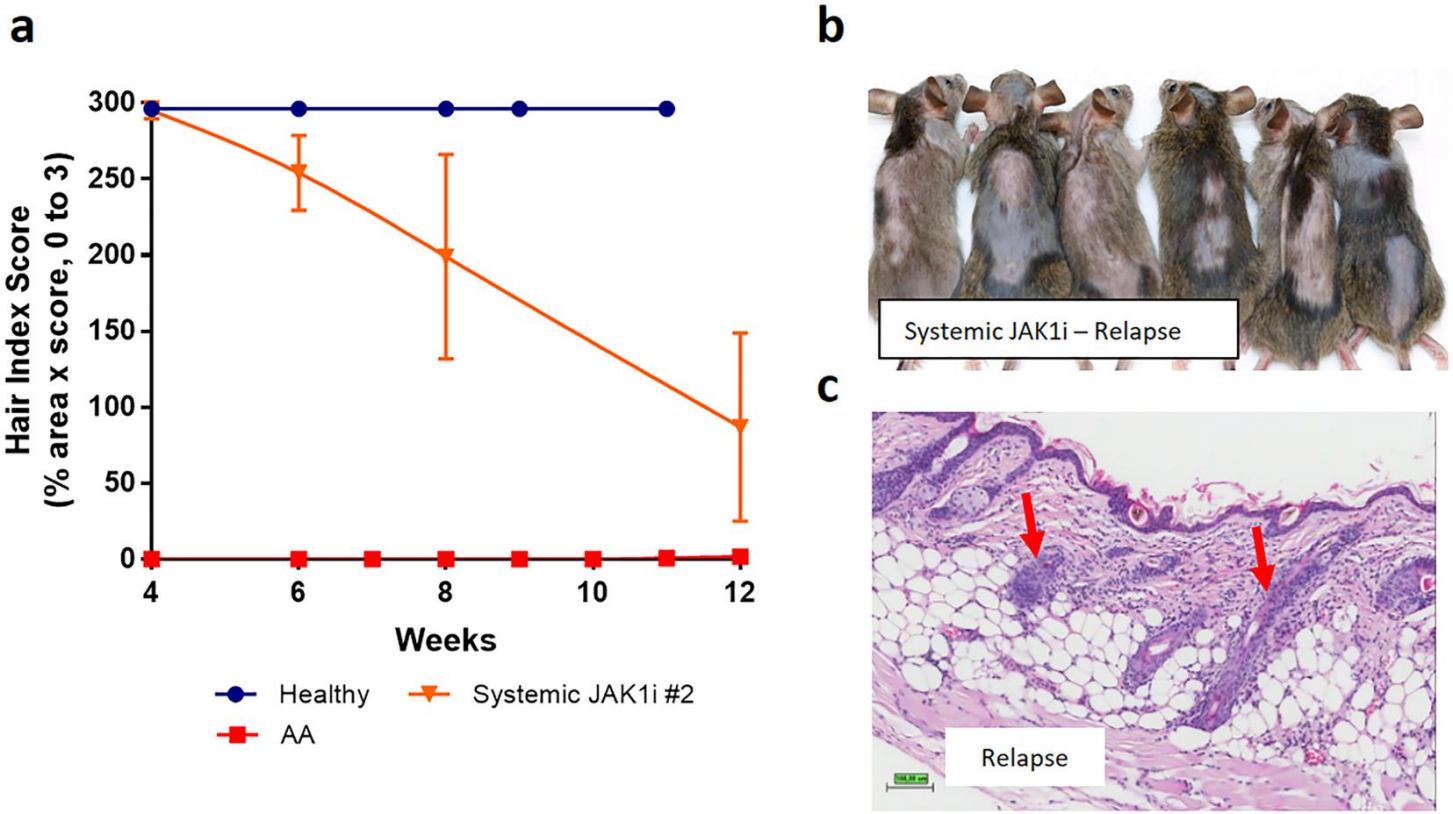
Complete hair restoration does not secure post treatment remission. (a) Hair Index Score (Mean ± SD) demonstrating AA relapse immediately upon cessation of the 4 weeks long JAK1i treatment (Cmpd A) followed for 8 weeks, from week 4–12 (orange triangles (down), *n* = 6). Blue circles are healthy, age‐matched controls (*n* = 6) and red squares untreated alopecic mice (*n* = 6) monitored with no interventions. Individual scores in Table S1. (b) Photo taken 8 weeks after cessation of systemic JAK1i demonstrating hair loss during relapse. (c) H&E stains of skin section from relapsing mice after 8 weeks off treatment demonstrate intense peri‐follicular inflammation (arrow), apoptosis and the induction of the anagen phase as opposed to the healthy telogen hair cycle phase in Figure 1 (hair follicle in dermis within the 8w off treatment group). Bar denotes 100 μm.

### 4.6 JAK1 inhibition normalizes the skin transcriptome of AA mice

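Skin RNA from female C3H/HeJ mice, a strain in which a graft from an affected mouse brings on AA, was sequenced in 24 libraries, 6 for each of 4 groups. The paper describes the healthy mice and the AA mice with fully developed hair loss as untreated and followed for 12 weeks. The AA sample names hold Vec12w, so whether these mice received a vehicle is not known. Systemic JAK1i mice were AA mice that ate about 100 mg/kg a day of Cmpd A, an oral inhibitor with over 600-fold selectivity for JAK1 over JAK2 and JAK3, and gave a skin biopsy while alive after 4 weeks. The 8w off treatment libraries are terminal samples taken 8 weeks after these biopsies. By the paper's methods they come from the same 6 mice, so these 2 groups of libraries are not from independent animals. Healthy, AA and 8w off treatment skin was sampled at week 12 and systemic JAK1i skin at week 4. Each comparison with systemic JAK1i therefore also holds a difference in week, and may hold one between live and terminal sampling. By the paper's hair scores, each mouse of the set followed off treatment had some hair before treatment, where the AA mice had none. The paper counts 6 mice per group, and the letters A to F of the libraries do not say which treated and which relapsed sample share a mouse. The submitters' text on the series speaks of 12 weeks of dosing, and the sample names and the paper say 4, which is used here. The deposited counts add up to 3649611 to 6407908 (median 5665426) per library in healthy, 3859132 to 8472874 (median 4491580) in AA, 5559273 to 11233020 (median 6868294) in systemic JAK1i and 3444193 to 5766105 (median 5368864) in 8w off treatment skin. Their mean over all 24 is 5.74 M, beside the average depth of 5.6 M reads that the paper gives for mouse samples. Reads from mitochondrial ribosomal and transfer RNA took a median of 2.55% of counts in healthy, 1.92% in AA, 2.64% in systemic JAK1i and 4.04% in 8w off treatment libraries. The authors reported low RNA integrity for the mouse samples, removed ribosomal RNA with the TruSeq Stranded Total RNA RiboGold kit, sequenced 2 x 76 bases, aligned to GRCm38 with HISAT2 and counted reads per gene with featureCounts 1.4.4. The sample descriptions speak of PolyA RNA instead, and the paper's account of ribosomal RNA removal is used here. The authors tested counts with DESeq2 and called a gene at FDR < 0.001 and a change of more than 4-fold, named study thresholds here. The annotation release, the strand setting and the treatment of reads with several alignments are not given in the sources used here, so values of overlapping, antisense and near-identical genes are uncertain. From the count table, 16248 genes passed edgeR's filter on low counts and entered 1 quasi-likelihood fit of all 24 libraries with TMM normalization. A single gene is said to have risen or fallen where its Benjamini-Hochberg adjusted p in that test is below 0.05. Levels are TMM-normalized CPM, counts scaled by library size, given as mean ± SD with n = 6 libraries per group, and log2 fold changes are given ± their standard error. The tool, the filter on low counts, the normalization, the number of groups in a fit and the use of the deposited TPM table in place of counts could each change a count of genes. The 47 gene lists came from textbook knowledge before the data were examined. The exceptions are 4 that hold genes the paper named from these same samples and are not independent evidence. Numbers of genes on a list count only its measured members.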

To evaluate whether the reversal of hair loss induced by systemic JAK1 inhibition was also reflected at the transcriptional level, we performed RNAseq on skin samples from healthy mice, AA mice, AA mice in remission that had been treated with a JAK1 inhibitor and treated AA mice that had relapsed following treatment cessation. As expected, we found a striking difference in the expression profile comparing healthy and AA mice (Figure 4, Table S5). 

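Among the largest rises in AA skin were those of CD8 T cell, interferon-inducible GTPase and hair structural genes. Cd8b1 (ENSMUSG00000053044, GRCm38 chr6:71322788-71337494), the beta chain of the CD8 co-receptor, had no read in any healthy library and 8.37 ± 4.88 CPM in AA skin (SD, n = 6), at least 95.1-fold higher (edgeR's quasi-likelihood test, adjusted p = 3.3e-05). Gm4841 (ENSMUSG00000068606, GRCm38 chr18:60268305-60273272), a gene of the immunity-related GTPase family, went from 1.03 ± 0.886 CPM in healthy to 321 ± 196 CPM in AA skin, a log2 fold change of 8.24 ± 0.78 (edgeR adjusted p = 4.0e-08). Chat (ENSMUSG00000021919, GRCm38 chr14:32408203-32465989), which makes acetylcholine, fell by a log2 fold change of -6.67 ± 1.28 (n = 6 per group, edgeR adjusted p = 1.8e-06). Other large rises in log2 fold change, among genes with fully separated libraries and a mean log2 CPM of at least 1, were those of the hair keratin-associated protein genes Krtap19-2 (6.83 ± 1.71), Krtap24-1 (6.75 ± 1.51), Krtap17-1 (6.59 ± 1.29), Krtap11-1 (6.49 ± 1.09) and Krtap16-1 (6.47 ± 1.29). Gm11565 (7.16 ± 1.84) and the lysozyme-like gene Lyg2 (6.75 ± 1.16) rose as much (edgeR adjusted p of the 7 at most 4.7e-05). Falls of similar size were those of the small RNA gene Gm26315 (-5.81 ± 1.30), the protease inhibitor gene Wfdc3 (-5.74 ± 0.74), the transglutaminase gene Tgm7 (-5.52 ± 0.75), the anion exchanger gene Slc26a7 (-5.40 ± 0.64) and the keratin gene Krt24 (-4.68 ± 0.52). Adcy1, an adenylyl cyclase gene (-4.47 ± 0.43), Pdzrn4 (-4.31 ± 0.43), the interleukin 31 receptor gene Il31ra (-4.21 ± 0.44) and the sebaceous desaturase gene Scd3 (-3.69 ± 0.59) fell too, and all 9 had an edgeR adjusted p of at most 6.7e-04. In healthy skin Gm26315 had an SD larger than its mean (118 ± 277 CPM, n = 6), and the Krtap genes and Gm4841 have close relatives with which reads may be shared. Over all 16248 genes, 565 passed the study thresholds, 408 higher and 157 lower in AA skin, and 6533 passed an edgeR adjusted p of 0.05 at any fold change, 3394 higher and 3139 lower. The 565 became 362 without healthy A and E and 334 with centred TPM, both chosen after the data were seen, and 189 (119 higher, 70 lower) with uncentred TPM, which turned the balance of the 6533 to 2138 (556 higher, 1582 lower). TMM normalization centres the fold changes, so a shift of the whole transcriptome would not be seen. In simulated data of this depth, 98.5% of genes changed 4-fold and 80.6% of those changed 2-fold were found at FDR 0.05. These rates are not split by expression level, so they cannot speak for genes with few counts.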

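Interferon gamma and the granzymes were close to absent from healthy skin and rose in AA skin, and interferon-inducible chemokines rose from a few CPM. Ifng (ENSMUSG00000055170, GRCm38 chr10:118441046-118445892), the interferon made by Th1 and CD8 T cells, rose from 0.0697 ± 0.111 CPM in healthy to 2.76 ± 2.06 CPM in AA skin (SD, n = 6), 46.7-fold, 95% counting interval 12.5 to 391 (edgeR's quasi-likelihood test, adjusted p = 3.8e-04). Gzma (ENSMUSG00000023132, GRCm38 chr13:113093825-113100981) and Gzmb (ENSMUSG00000015437, GRCm38 chr14:56258838-56262260), proteases of cytotoxic granules, rose from 0.0615 ± 0.0957 CPM in healthy to 8.94 ± 7.62 CPM in AA skin and from 0.0579 ± 0.0896 CPM in healthy to 16.9 ± 13.4 CPM in AA skin. The ratio for Gzma was 136-fold, 95% counting interval 37.3 to 1130, and for Gzmb 270-fold, 95% counting interval 74.4 to 2240 (edgeR adjusted p = 2.3e-05 and 1.0e-05). Cd8a (ENSMUSG00000053977, GRCm38 chr6:71373427-71379173), the alpha chain of the CD8 co-receptor, rose from 0.510 ± 0.291 CPM in healthy to 25.8 ± 18.1 CPM in AA skin (log2 fold change 5.61 ± 0.84, edgeR adjusted p = 1.8e-06). Cxcl9 (ENSMUSG00000029417, GRCm38 chr5:92321347-92328079), Cxcl10 (ENSMUSG00000034855, GRCm38 chr5:92346638-92348889) and Cxcl11 (ENSMUSG00000060183, GRCm38 chr5:92359544-92365485), ligands of the T cell receptor CXCR3, had log2 fold changes of 4.67 ± 0.63, 3.13 ± 0.45 and 3.29 ± 0.53 (edgeR adjusted p = 1.2e-05, 1.4e-05 and 3.7e-05). Cxcl9 went from 5.62 ± 2.81 CPM in healthy to 142 ± 70.9 CPM in AA skin, Cxcl10 from 4.12 ± 1.52 CPM in healthy to 36.2 ± 14.8 CPM in AA skin and Cxcl11 from 2.71 ± 1.44 CPM in healthy to 26.8 ± 13.1 CPM in AA skin. Of the signal transducers, Stat2 (ENSMUSG00000040033, GRCm38 chr10:128270559-128292849), which acts in type I interferon signalling, rose from 45.0 ± 5.04 CPM in healthy to 199 ± 51.1 CPM in AA skin (log2 fold change 2.15 ± 0.21, edgeR adjusted p = 2.8e-07). Stat4 (ENSMUSG00000062939, GRCm38 chr1:51987148-52107189), which acts downstream of IL-12, and Tbx21 (ENSMUSG00000001444, GRCm38 chr11:97098071-97115331), the T-bet factor of Th1 cells, stayed below 4 CPM and rose by log2 fold changes of 1.78 ± 0.53 and 2.45 ± 0.67 (edgeR adjusted p = 0.0076 and 0.0023). Prf1, which encodes the pore-forming protein of the same granules, did not pass the test (7.13 ± 2.42 CPM in healthy and 8.63 ± 3.47 in AA skin, log2 fold change 0.29 ± 0.29, edgeR adjusted p = 0.46). The MHC class I genes H2-T24 (ENSMUSG00000053835, GRCm38 chr17:36005695-36020560), H2-T22 (ENSMUSG00000056116, GRCm38 chr17:36037128-36042747), H2-T10 (ENSMUSG00000079491, GRCm38 chr17:36115876-36121465) and H2-K2 (ENSMUSG00000067203, GRCm38 chr17:33974659-33978827) rose by log2 fold changes of 1.99 ± 0.24, 1.18 ± 0.16, 1.24 ± 0.18 and 1.46 ± 0.24 (edgeR adjusted p at most 5.2e-05). They reached 77.7 ± 20.6, 247 ± 58.2, 33.9 ± 8.58 and 11.8 ± 2.89 CPM in AA skin (SD, n = 6). These 4 belong to a family of similar sequences, so the share of each one in the reads is uncertain. All 14 genes that the paper names for Th1 cells, CD8 cells and MHC I were higher at an edgeR adjusted p below 0.05 (14 adjusted over the list alone), with a median log2 fold change of 2.52. The paper picked these 14 from the same samples, so they are not independent evidence. As a group they passed camera with its preset correlation (camera adjusted p = 3.8e-13) and not with one estimated from the data (adjusted p = 0.12 with an estimated correlation).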

Up‐regulated genes in AA mice as compared to healthy included Th1/CD8^+^ T cell‐associated genes such as Ifng, Stat1, Stat2, Stat4, Gzma, Gzmb, Cxcl9, Cxcl10, Cxcl11 and Tbx21, but also genes indicating an impaired immune privilege such as the MHC I genes *H2‐t24*, *H2‐t22*, *H2‐t10* and *H2‐k2* (Figure 4a). Most of these were normalized with selective JAK1 inhibition (Figure 4b). 

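In systemic JAK1i skin the Th1 and CD8 genes fell back from their AA levels, most of them to levels not distinguished from healthy skin. Stat2 stood at 34.8 ± 4.57 CPM (SD, n = 6), a log2 fold change of -2.52 ± 0.21 against AA (edgeR's quasi-likelihood test, adjusted p = 4.1e-08) and of -0.37 ± 0.21 against healthy (edgeR adjusted p = 0.37). Gzmb and Gzma were down to 0.136 ± 0.213 and 0.130 ± 0.241 CPM (log2 fold changes against AA -6.93 ± 1.55 for Gzmb and -5.80 ± 1.29 for Gzma, edgeR adjusted p = 5.5e-06 and 1.5e-05). Cd8a, at 4.30 ± 2.57 CPM, fell from AA (log2 fold change -2.59 ± 0.48, edgeR adjusted p = 1.8e-04) and stayed above healthy (3.02 ± 0.86, edgeR adjusted p = 0.046). Il2rb (ENSMUSG00000068227, GRCm38 chr15:78479256-78495271), the beta chain of the IL-2 and IL-15 receptors, fell to 3.50 ± 1.09 CPM, below both AA (-2.67 ± 0.27, edgeR adjusted p = 2.5e-07) and healthy skin (-1.54 ± 0.27, edgeR adjusted p = 0.0091). Against AA the log2 fold changes were -3.29 ± 0.56 for Cxcl9, -2.80 ± 0.42 for Cxcl10, -2.89 ± 0.49 for Cxcl11, -1.80 ± 0.51 for Stat4, -2.13 ± 0.58 for Tbx21 and -2.53 ± 0.75 for Ifng (edgeR adjusted p from 2.1e-05 to 0.0049). For the MHC I genes they were -2.45 ± 0.24 (H2-T24), -1.05 ± 0.16 (H2-T22), -1.14 ± 0.18 (H2-T10) and -1.35 ± 0.23 (H2-K2), with an edgeR adjusted p of at most 6.5e-05. All 14 genes were lower than in AA, and 0 of 14 passed edgeR's quasi-likelihood test against healthy skin (1 higher and 0 lower at unadjusted p < 0.05, 0 and 0 by DESeq2, 0 and 0 by limma-voom, 0 and 0 adjusted over the list alone). The largest of the 14 differences from healthy that did not pass were those of Cxcl9 (1.37 ± 0.65, edgeR adjusted p = 0.28) and Ifng (7.68-fold, 95% counting interval 1.87 to 67.8, edgeR adjusted p = 0.31). The Ifng interval rests on 20 counts in systemic JAK1i and 2 in healthy skin and leaves out the spread between mice. Among the other genes marked in the volcano plots, Ifi44, an interferon-induced gene, had 4.94 ± 1.35 CPM in healthy, 83.6 ± 33.9 in AA and 1.49 ± 0.772 in systemic JAK1i skin, and Mx1, an antiviral GTPase gene, had 2.03 ± 0.699 CPM in systemic JAK1i skin. Neither passed edgeR's test against healthy (log2 fold changes -1.72 ± 0.56 and -1.25 ± 0.42, adjusted p = 0.11 and 0.12), but both were lower by DESeq2 (adjusted p = 0.0074 and 0.031). Of 35 interferon-stimulated genes, with a median of -0.25 against healthy, edgeR's test found 0 higher and 0 lower (0 higher and 12 lower at unadjusted p < 0.05, 0 and 7 by DESeq2, 0 and 2 by limma-voom, 0 and 10 adjusted over the list alone). Their median was 0.177 with uncentred TPM (pseudocount 0.1) and -0.192 with centred TPM. The eosinophil attractant gene Ccl11 was lower in systemic JAK1i than in healthy skin (25.7 ± 7.55 CPM in healthy, 13.5 ± 4.43 in AA and 11.7 ± 3.07 in systemic JAK1i skin, log2 fold change -1.12 ± 0.25, edgeR adjusted p = 0.032). The regulatory T cell genes Foxp3 and Ctla4 and the NK receptor gene Klrk1 did not pass against healthy (-0.05 ± 0.23, 0.27 ± 0.24 and -0.59 ± 0.27, edgeR adjusted p = 0.94, 0.60 and 0.26). Nor did Ccl5, Ccr2 and Ccr4 (0.40 ± 0.70, -0.90 ± 0.57 and -0.56 ± 0.29). The reference genes Gapdh, Hprt and Actb had log2 fold changes of 0.74 ± 0.37, 0.15 ± 0.10 and -0.17 ± 0.16, none past edgeR's test. Genes that stayed above healthy skin included the interferon-inducible GTPase gene Gm12185 (1.93 ± 1.40 CPM in healthy, 112 ± 52.5 in AA and 15.7 ± 4.94 in systemic JAK1i skin, log2 fold change against healthy 2.98 ± 0.46, edgeR adjusted p = 0.0021). Its relatives F830016B08Rik and Gm4841, with similar sequences, did so too (2.30 ± 0.40 and 3.08 ± 0.80, edgeR adjusted p = 0.0091 and 0.035). The plasma cell genes Jchain and Igkc were also higher (3.36 ± 0.71 and 3.43 ± 0.74, edgeR adjusted p = 0.021 and 0.026). The epidermal keratin gene Krt2, the MHC gene H2-Q10 and the dendritic cell genes Cd209a and Flt3 were lower (-4.88 ± 0.80, -2.30 ± 0.50, -1.62 ± 0.33 and -1.12 ± 0.26, edgeR adjusted p at most 0.041). The fall of H2-Q10 was not seen with uncentred TPM. Its log2 fold changes there were 0.0467 (pseudocount 0.1), 0.0353 (pseudocount 1) and 0.0467 (no filter), none of them called. By edgeR 2 genes passed the study thresholds against healthy, where DESeq2 gave 29 and limma-voom 18. The posterior homeobox gene Hoxc10 went from 0.0286 ± 0.0700 CPM in healthy to 2.75 ± 0.499 CPM in systemic JAK1i skin (93.7-fold, 95% counting interval 16.5 to 3730, edgeR adjusted p = 7.6e-06), and the interferon-induced transmembrane gene Ifitm6 was lower (log2 fold change -2.66 ± 0.27, edgeR adjusted p = 1.1e-05). Hoxa9, Hoxa10, Hoxb9 and Hoxc9 were higher too (2.92 ± 0.44, 3.11 ± 0.55, 1.68 ± 0.38 and 2.03 ± 0.41, edgeR adjusted p at most 0.024). The paper gives the right dorsal surface as the site of the skin for its tissue sections, and no site for the biopsies used for RNA. The muscle gene Myh1 (3.03 ± 0.67, edgeR adjusted p = 0.043) was higher as well. Skeletal muscle genes as a list had a median of 1.04, with 13 of 15 higher by limma-voom, 1 by DESeq2 and 1 by edgeR, and healthy libraries A and E hold the fewest reads from them. With the level of this list as a covariate, chosen after the data were seen, 50 genes passed an edgeR adjusted p of 0.05 against healthy, and the calls of Cd8a, Il2rb, Ccl11, F830016B08Rik, Gm4841, Jchain, Igkc, Cd209a and Flt3 ended. Without healthy A and E the same calls ended, and those of Krt2, Hoxb9, Hoxc9 and Myh1.

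**Figure D1:**
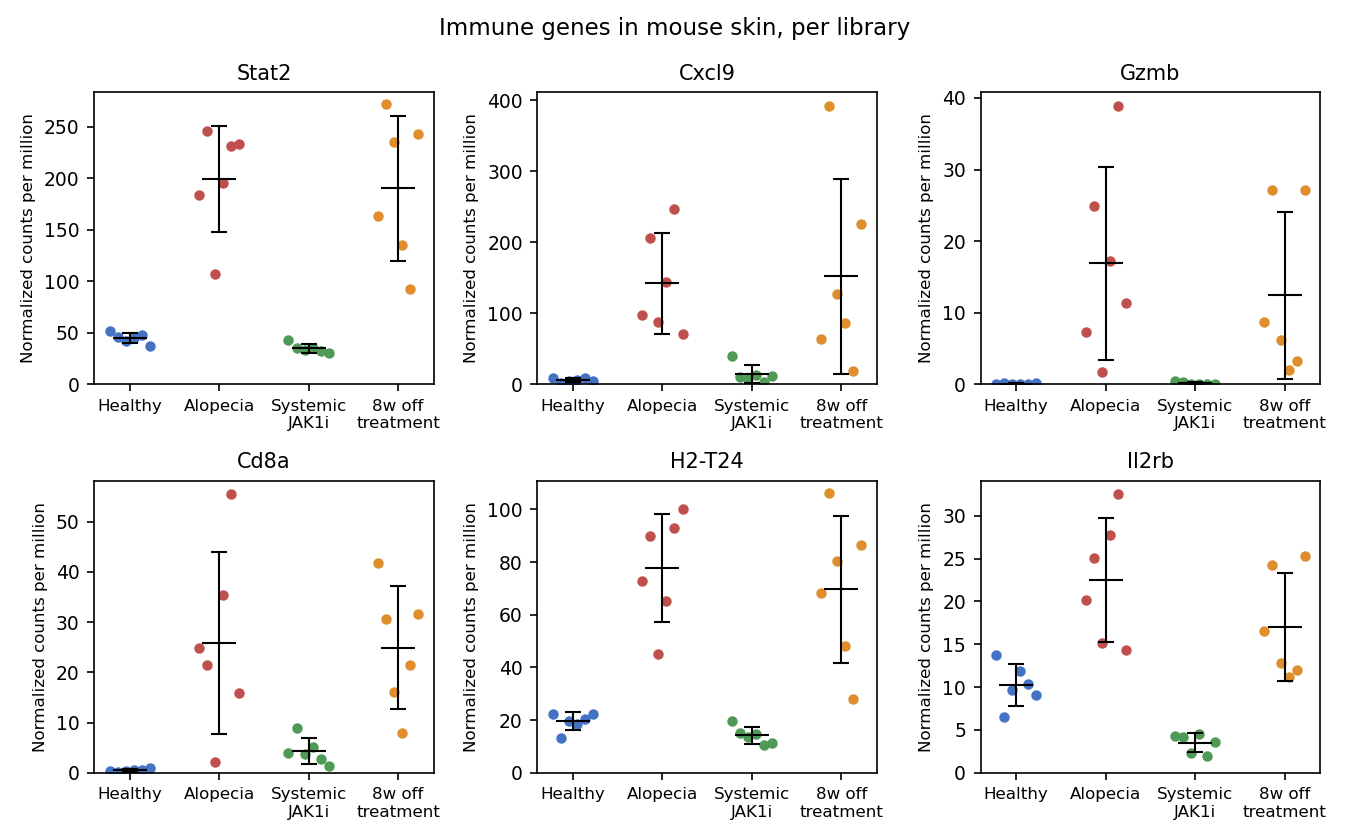
Normalized CPM of Stat2, Cxcl9, Gzmb, Cd8a, H2-T24 and Il2rb in 24 mouse skin libraries, with the mean and SD of each group of 6. Mean Stat2 is 190.2 CPM in 8w off treatment skin.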

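Every interferon-inducible gene measured from the lists was higher in AA than in healthy skin, while markers of other immune cells were mixed. All 35 interferon-stimulated genes on the list rose (35 adjusted over the list alone). Among them were the antiviral sensor gene Oas3, from 4.40 ± 0.882 CPM in healthy to 80.5 ± 32.6 CPM in AA skin (SD, n = 6, log2 fold change 4.17 ± 0.35, edgeR's quasi-likelihood test, adjusted p = 6.7e-08), and Parp14 (1.96 ± 0.23, edgeR adjusted p = 2.5e-06). All 19 interferon gamma GTPases and chemokines rose (19 adjusted over the list alone). Examples are the genes of guards against intracellular pathogens, Irgm1 (3.29 ± 0.29, edgeR adjusted p = 1.7e-07), Igtp (4.36 ± 0.38, 2.1e-07) and Iigp1 (4.36 ± 0.43, 8.2e-07), and Nlrc5, the activator of MHC I genes (1.06 ± 0.15, 1.2e-05). The medians of these 2 lists were log2 fold changes of 2.22 and 3.13. Camera with its preset correlation gave adjusted p = 7.9e-35 and 1.3e-20, and neither passed with an estimated correlation (adjusted p = 0.12 with an estimated correlation, for each of the 2). Cytotoxic effector genes had 13 higher and 0 lower of 16 (13 and 0 adjusted over the list alone, adjusted p = 0.35 with an estimated correlation). The rises include Srgn, which packs granule proteins (1.61 ± 0.40, edgeR adjusted p = 0.0027), and the homing receptor gene Cxcr6 (0.78 ± 0.26, 0.021). The T cell receptor and CD3 list had 9 higher and 0 lower of 19 (9 and 0 adjusted over the list alone, adjusted p = 0.44 with an estimated correlation). The pan T cell genes Cd3e and Thy1 and the helper T cell gene Cd4 did not pass (log2 fold changes 0.16 ± 0.22, 0.02 ± 0.19 and 0.06 ± 0.40, edgeR adjusted p = 0.61, 0.95 and 0.93). Receptors and ligands of the gamma-chain cytokines had 4 higher and 0 lower of 9 (5 and 1 adjusted over the list alone). Il21r (3.06 ± 0.59, edgeR adjusted p = 1.4e-04) and Il2rb (1.14 ± 0.25, 8.9e-04) were first. Resident memory T cell genes had 5 higher and 1 lower of 9 (5 and 1 adjusted over the list alone). Itgae, which binds E-cadherin, was at 0.94 ± 0.26 and Ahr at -0.85 ± 0.10 (edgeR adjusted p = 0.0055 and 2.6e-06). Checkpoint and regulatory T cell genes had 5 higher and 2 lower of 13 (5 and 2 adjusted over the list alone). Among them were Cd274, the PD-L1 gene (2.00 ± 0.32, edgeR adjusted p = 4.8e-05), and Icos (1.22 ± 0.27, 8.9e-04). The circulating T cell list had 3 higher and 3 lower of 8 (5 and 3 adjusted over the list alone). NK cell and dendritic epidermal T cell genes had 1 higher and 2 lower of 5 (3 and 2 adjusted over the list alone). Jaml was at 0.85 ± 0.23 and Cd7 at -1.08 ± 0.28 (edgeR adjusted p = 0.0054 and 0.0038). Leucocyte chemokines had 12 higher and 2 lower of 20 (13 and 2 adjusted over the list alone, adjusted p = 0.44 with an estimated correlation). Ccl22 rose (1.58 ± 0.26, edgeR adjusted p = 4.9e-05) and the keratinocyte chemokine gene Ccl27a fell (-1.19 ± 0.23, 2.9e-04). Monocyte and macrophage genes had 12 higher and 1 lower of 19 (12 and 1 adjusted over the list alone, adjusted p = 0.44 with an estimated correlation). The inflammatory monocyte gene Ly6c2 rose by 2.31 ± 0.49 (edgeR adjusted p = 3.7e-04). Dendritic and Langerhans cell genes had 2 higher and 4 lower of 11 (2 and 4 adjusted over the list alone). Cd207, the langerin gene, fell by 0.95 in log2 (edgeR adjusted p = 6.8e-04) and Itgax rose by 1.42 ± 0.35 (0.0027). MHC class II genes had 3 higher and 1 lower of 11 (3 and 1 adjusted over the list alone), of which Cd74 and H2-Aa did not pass (0.47 ± 0.26 and 0.39 ± 0.27, edgeR adjusted p = 0.15 and 0.27). Neutrophil genes had 3 higher and 0 lower of 5 (4 and 0 adjusted over the list alone, adjusted p = 0.35 with an estimated correlation), and B and plasma cell genes 1 higher and 0 lower of 4 (2 and 0 adjusted over the list alone). Eosinophil and type 2 genes had 0 higher and 1 lower of 3 (0 and 1 adjusted over the list alone). The calls on single genes above come from edgeR's quasi-likelihood test over all 16248 genes, and gene ontology enrichment itself was not run here.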

Gene enrichment analysis for biological processes on the up‐regulated genes in AA mice revealed significantly overrepresented immune signatures including inflammatory responses, chemotaxis of leucocytes, response to IFN‐γ, defence against virus and T cell proliferation (Figure 4c). But also, a significant suppression in processes specific to HFs such as the hair cycle and keratinocyte differentiation (Figure 4c). 

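Genes of the growing hair follicle were higher in AA than in healthy skin. The hair shaft keratin genes Krt33a, Krt83 and Krt31 (ENSMUSG00000048981, GRCm38 chr11:100046646-100050551) rose by log2 fold changes of 6.03 ± 1.04, 6.11 ± 1.01 and 6.16 ± 1.01 (edgeR's quasi-likelihood test, adjusted p = 2.6e-04, 1.3e-04 and 4.7e-05, n = 6 libraries per group). Krt32 (ENSMUSG00000046095, GRCm38 chr11:100080848-100088226) went from 3.11 ± 0.930 CPM in healthy to 68.6 ± 31.8 CPM in AA skin (SD, log2 fold change 4.46 ± 0.66, edgeR adjusted p = 1.7e-05). In the inner root sheath, Tchh, the trichohyalin gene, went from 87.2 ± 119 CPM in healthy to 4736 ± 1782 CPM in AA skin (5.76 ± 0.91, edgeR adjusted p = 2.8e-04) and Krt71 from 41.5 ± 62.2 CPM in healthy to 2771 ± 1067 CPM in AA skin (6.06 ± 1.05, 7.1e-04). The bulge keratin gene Krt15 (ENSMUSG00000054146, GRCm38 chr11:100131758-100135928) moved the other way, from 1472 ± 417 CPM in healthy to 223 ± 128 CPM in AA skin (-2.72 ± 0.29, edgeR adjusted p = 9.3e-07). Of the lists, hair shaft keratins had 14 higher and 0 lower of 15 (14 and 0 adjusted over the list alone, adjusted p = 0.25 with an estimated correlation) and a median of 5.86. Keratin-associated proteins had 49 higher and 0 lower of 49 (49 and 0 adjusted over the list alone, adjusted p = 0.25 with an estimated correlation, median 5.68), and inner root sheath genes 13 higher and 1 lower of 15 (13 and 1 adjusted over the list alone, adjusted p = 0.17 with an estimated correlation, median 5.71). Krtap8-1, Krtap7-1 and Krtap4-7 rose by 5.81 ± 1.02, 5.68 ± 1.01 and 5.88 ± 1.05 (edgeR adjusted p at most 2.0e-04), within a family whose members share sequence. Hair matrix and anagen regulators had 21 higher and 0 lower of 23 (21 and 0 adjusted over the list alone, adjusted p = 0.12 with an estimated correlation). They include Shh, a signal of the growing matrix (4.33 ± 0.72, edgeR adjusted p = 6.2e-06), the desmosome gene Dsg4 (5.33 ± 0.80, 1.4e-05), S100a3 (5.92 ± 0.83, 2.0e-05) and Hephl1 (1.01 ± 0.21, 6.1e-04). Cell cycle genes had 23 higher and 0 lower of 24 (24 and 0 adjusted over the list alone, adjusted p = 0.12 with an estimated correlation), with Mki67 and Top2a at 1.29 ± 0.18 and 1.33 ± 0.17 (edgeR adjusted p at most 1.0e-05). Pigment cell genes had 10 higher and 1 lower of 13 (10 and 1 adjusted over the list alone, adjusted p = 0.39 with an estimated correlation), with the melanocyte channel gene Trpm1 at 2.98 ± 0.55 (edgeR adjusted p = 1.8e-04). Bulge and telogen genes had 0 higher and 10 lower of 15 (0 and 10 adjusted over the list alone, adjusted p = 0.12 with an estimated correlation). The falls include Nfatc1, which keeps bulge stem cells quiet (-1.45 ± 0.13, edgeR adjusted p = 1.0e-07), and Cd34 (-1.64 ± 0.26, 4.3e-05). Keratinocyte differentiation was mixed. The cornified envelope list had 10 higher and 6 lower of 29 (10 and 6 adjusted over the list alone, camera adjusted p = 0.22). Rptn, the repetin gene, rose (2.14 ± 0.37, edgeR adjusted p = 1.4e-04), Krt2 and Krt77 fell (-4.18 ± 0.78 and -0.63 ± 0.24, 1.4e-04 and 0.043), and Krt10 did not pass (-0.11 ± 0.25, 0.75). Stress keratins and small proline-rich protein genes had 15 higher and 0 lower of 17 (17 and 0 adjusted over the list alone, adjusted p = 0.14 with an estimated correlation). Krt6a went from 176 ± 43.9 CPM in healthy to 1113 ± 360 CPM in AA skin (2.66 ± 0.28, edgeR adjusted p = 9.4e-07) and Krt17 rose by 0.96 ± 0.25 (0.0038). Basal keratinocyte genes had 1 higher and 5 lower of 8 (1 and 5 adjusted over the list alone, adjusted p = 0.44 with an estimated correlation). Lamb3, a laminin gene, was at -0.90 ± 0.12 and Krt14 at 0.64 ± 0.20 (edgeR adjusted p = 9.8e-06 and 0.013). After 4 weeks of systemic JAK1i, hair shaft keratins and anagen regulators were below their AA levels, and edgeR's test did not tell them apart from healthy skin. Against AA, hair shaft keratins had 0 higher and 14 lower of 15 (0 and 14 adjusted over the list alone, adjusted p = 0.28 with an estimated correlation) and anagen regulators 0 higher and 21 lower of 23 (0 and 22 adjusted over the list alone, adjusted p = 0.20 with an estimated correlation). Krt82 and Dlx3 are examples (-6.29 ± 1.07 and -2.82 ± 0.33, edgeR adjusted p = 1.2e-05 and 1.8e-06). Against healthy, edgeR's test found 0 of 15 hair shaft keratins (1 higher and 0 lower at unadjusted p < 0.05, 0 and 0 by DESeq2, 0 and 0 by limma-voom) and 0 of 23 anagen regulators (1 higher and 3 lower at unadjusted p < 0.05, 0 and 0 by DESeq2, 0 and 1 by limma-voom). Bulge and telogen genes had a median of 0.49 in systemic JAK1i against AA and of -0.25 against healthy. Against healthy, 0 of these 15 were higher and 4 lower by limma-voom, and 0 and 0 by DESeq2. In 8w off treatment skin hair shaft keratins were higher than in healthy (14 higher and 0 lower of 15, 14 and 0 adjusted over the list alone, adjusted p = 0.38 with an estimated correlation), though 5 of 15 by limma-voom, and 2 of 6 libraries, A and E, stood apart. Their mean log2 levels of hair shaft keratins relative to healthy were 1.51 and -0.96, where the other 4 lay at 5.41 to 6.59. For anagen regulators they were 0.30 and 0.48 against 1.88 to 2.50, and for interferon-stimulated genes 1.71 and 1.00 against 1.43 to 2.78. The same 2 libraries held the most mitochondrial ribosomal and transfer RNA of the group (5.18% and 5.58% where the other 4 had 3.28 to 4.12%), the largest share of counts in 10 genes (19.5% and 20.9% where the other 4 had 11.4 to 14.4%) and the lowest protein-coding share (84.2% and 83.5% where the other 4 had 86.0 to 88.7%). Their skeletal muscle genes were the highest as well (2.90 and 3.04 in log2 relative to healthy, against 0.73 to 2.49). In healthy skin Tchh and Krt71 had an SD larger than their mean, so their fold changes carry wide errors.

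**Figure D2:**
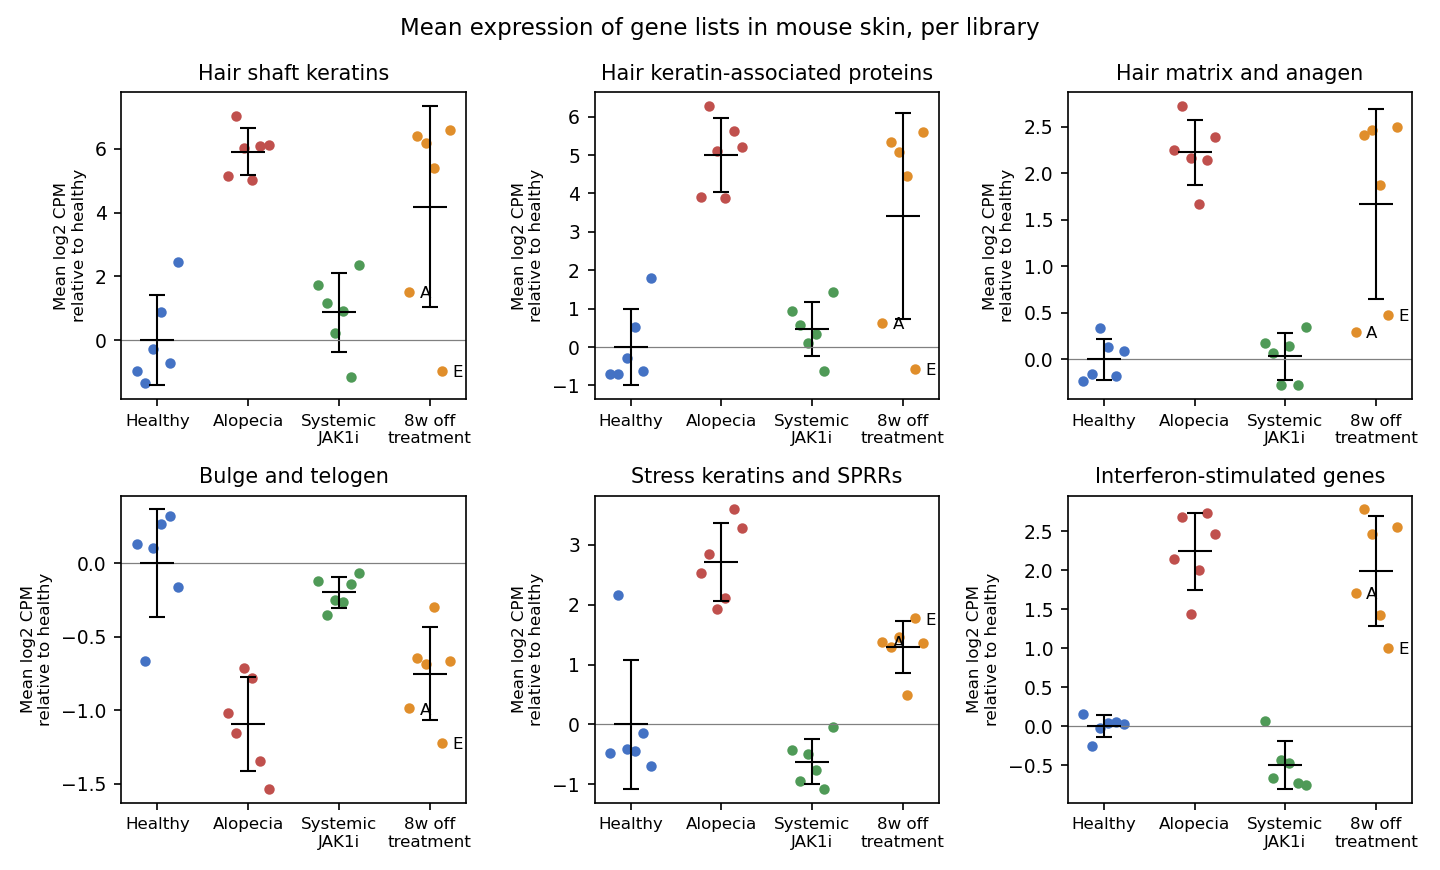
Mean log2 CPM of 6 gene lists relative to the healthy mean in each of 24 mouse skin libraries, with the mean and SD of each group of 6. 8w off treatment libraries A and E are marked.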

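Skin taken 8 weeks after Cmpd A was stopped again held the interferon and CD8 genes of AA skin, and in 4 of 6 libraries its hair genes. Large rises against healthy skin were those of Gm4841 (386 ± 173 CPM, log2 fold change 8.50 ± 0.78, edgeR's quasi-likelihood test, adjusted p = 4.3e-08) and Cd8b1 (7.76 ± 5.50 CPM, at least 80.6-fold more, edgeR adjusted p = 8.3e-05), ± SD with n = 6. Gzma reached 13.3 ± 10.4 CPM (222-fold, 95% counting interval 61.1 to 1840, edgeR adjusted p = 1.4e-05) and Gzmb 12.4 ± 11.7 CPM (214-fold, 95% counting interval 58.8 to 1770, edgeR adjusted p = 4.6e-05). The interferon-inducible genes BC023105 (6.27 ± 0.64), Gm12185 (6.16 ± 0.45), F830016B08Rik (5.60 ± 0.39) and Ubd, a ubiquitin-like gene (5.13 ± 0.68), rose too, as did the hair genes Krtap16-1 (6.26 ± 1.29) and Krtap12-1 (5.57 ± 1.41, edgeR adjusted p at most 7.9e-05). Large falls were those of Pdzrn4 (-3.62 ± 0.39), Wfdc3 (-3.52 ± 0.43), Ifitm6 (-3.44 ± 0.31), Gpr141b (-3.33 ± 0.47), the endothelial gene Mmrn1 (-3.32 ± 0.29) and Scd3 (-2.80 ± 0.56). Others were Slc26a7 (-2.79 ± 0.43), the matrix gene Fmod (-2.76 ± 0.38), the dermal papilla gene Crabp1 (-2.75 ± 0.42) and the telogen gene Fgf18 (-2.52 ± 0.38, edgeR adjusted p of the 10 at most 9.2e-04). In counts of genes, 351 passed the study thresholds between 8w off treatment and healthy skin (268 higher, 83 lower) and 5311 an edgeR adjusted p of 0.05 (2753 higher, 2558 lower). The 351 became 120 (73 higher, 47 lower) in a fit of these 2 groups, 219 (24 higher, 195 lower) with uncentred TPM and, in choices made after the data were seen, 140 (82 higher, 58 lower) without healthy A and E and 126 (90 higher, 36 lower) with centred TPM. Uncentred TPM turned the 5311 to 12172 (326 higher, 11846 lower). Skeletal muscle genes had a median of 1.05 in this comparison too, with 13 of 15 higher by limma-voom, 0 by DESeq2 and 0 by edgeR, and with their level as a covariate, also chosen later, the 351 became 365 (296 higher, 69 lower). Of the 268 higher genes 265 were also higher in AA, and of the 83 lower genes 54 were also lower. At an edgeR adjusted p of 0.05 the shared genes were 2196 higher and 1898 lower. Both comparisons use the same 6 healthy libraries, which alone makes such lists overlap, and no test was made of these numbers. Across 16248 genes the log2 fold changes of AA and of 8w off treatment against healthy had a covariance of 0.57 and a Pearson correlation of 0.90. Simulated pairs of unchanged groups, each pair sharing 6 healthy libraries, gave 0.0280 and 0.489. With healthy libraries A to C for one comparison and D to F for the other, which share no library, the values were 0.54 and 0.82. The sign was the same for 81.8% of genes (66.3% simulated). For systemic JAK1i with AA, each against healthy, the covariance was 0.0586 and the Pearson correlation 0.167. Over the 3902 genes in the top 10% by interquartile range, group means of healthy and systemic JAK1i skin had a Spearman correlation of 0.956 and those of AA and 8w off treatment skin 0.953. The other pairs had 0.829 for healthy with AA, 0.791 for systemic JAK1i with AA, 0.879 for healthy with 8w off treatment and 0.874 for systemic JAK1i with 8w off treatment. Average linkage joined healthy with systemic JAK1i and AA with 8w off treatment. Median distances between single libraries were 84.4 for healthy with systemic JAK1i and 90.2 within healthy, but 55.7 within systemic JAK1i, whose 6 libraries each had another of their own group as the nearest. Distances were 82.8 for AA with 8w off treatment and 78.1 within AA, and 133 for healthy with AA. On the first principal component, which holds 48.4% of the variance, healthy libraries lay at -54.2 to -32.7, systemic JAK1i at -64.5 to -36.1 and AA at 43.7 to 84.2. Of the 8w off treatment libraries A lay at 3.58 and E at -10.8, between the groups, and the other 4 at 22.4 to 68.6. Between 8w off treatment and systemic JAK1i skin 408 genes passed the study thresholds (321 higher, 87 lower off treatment) and 5841 an edgeR adjusted p of 0.05 (3144 and 2697). The 408 became 215 (137 higher, 78 lower) in a fit of these 2 groups, 110 (69 higher, 41 lower) with the letter as a block in that fit, 801 (36 higher, 765 lower) with uncentred TPM and 163 (123 higher, 40 lower) with centred TPM, and the 5841 became 15866 (209 higher, 15657 lower) with uncentred TPM. By the paper's account both groups come from the same mice, and the posterior homeobox genes Hoxa9 and Hoxa10 were higher in systemic JAK1i than in AA skin (2.89 ± 0.45 and 2.63 ± 0.51, edgeR adjusted p = 1.4e-05 and 9.9e-05).

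**Figure D3:**
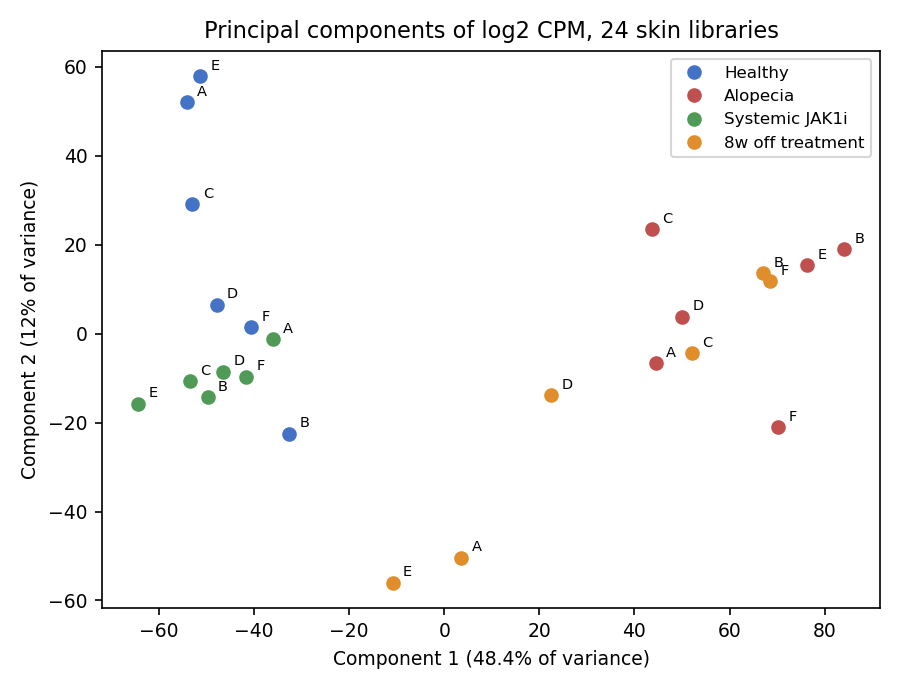
First 2 principal components of log2 CPM in 24 mouse skin libraries, lettered A to F within each group. Component 2 holds 12.0% of the variance.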

There was a striking similarity between AA mice and mice that had relapsed following JAK1 inhibition and importantly, also when comparing AA mice in remission following JAK1 treatment versus healthy mice (Figure 5). Thus, it is evident that the systemic JAK1 inhibition brings the expression of most genes back to healthy levels (Figure 5). 

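Nearly all genes that set AA skin apart moved back under systemic JAK1i, and edgeR called few of them against healthy skin. Of the 408 genes higher in AA at the study thresholds, 406 were lower in systemic JAK1i than in AA skin and 6 still differed from healthy (edgeR's quasi-likelihood test, adjusted p < 0.05). Of the 157 lower in AA, 151 were higher in systemic JAK1i than in AA skin and 9 still differed from healthy, all in the direction of the AA change. Krt24 is one that came back part of the way, with 16.5 ± 6.02 CPM in healthy, 0.647 ± 0.557 in AA and 4.36 ± 1.90 in systemic JAK1i skin (SD, n = 6, log2 fold change against healthy -1.90 ± 0.33, edgeR adjusted p = 0.0091). Ifitm6 is another (20.5 ± 3.75, 1.64 ± 0.744 and 3.22 ± 0.788 CPM). Wnt16, a signal of the follicle, also stayed lower (8.54 ± 2.07, 1.03 ± 0.428 and 3.95 ± 0.856 CPM, -1.12 ± 0.22, edgeR adjusted p = 0.018). The call of Krt24 ended with the muscle covariate, and those of Krt24 and Wnt16 without healthy A and E. Against AA, 615 genes passed the study thresholds (171 higher, 444 lower) and 7755 an edgeR adjusted p of 0.05 (3718 higher, 4037 lower), and uncentred TPM turned the balance to 417 (310 higher, 107 lower) and 9708 (9136 higher, 572 lower). The 615 became 258 (126 higher, 132 lower) with TPM and pseudocount 1 and 409 (97 higher, 312 lower) with centred TPM. Among the largest falls were those of the stress keratin gene Krt6b (-9.69 ± 1.46), the stefin genes BC100530 (-9.08 ± 1.62) and Stfa1 (-7.36 ± 1.64) and the cornified envelope gene Sprr2a3 (-8.68 ± 2.20). Among the largest rises were those of Chat (5.62 ± 1.29), Slc26a7 (5.43 ± 0.64), Wfdc3 (5.13 ± 0.74), Akr1c19 (4.83 ± 0.93), Serpinb6e (4.74 ± 0.66), Cyp2g1 (4.71 ± 0.77) and Cyp2e1 (4.08 ± 0.40, edgeR adjusted p of the 11 at most 5.7e-05). Against healthy, 170 genes passed an edgeR adjusted p of 0.05 (83 higher, 87 lower), where 2751 had an unadjusted p < 0.05. This count depends on the tool and the libraries, with 551 by DESeq2, 1978 by limma-voom, 286 in a fit of these 2 groups and 12 without healthy A and E, a choice made after the data were seen, and 66 (62 higher, 4 lower) with uncentred TPM. The count of 170 moved by more than 1.5 times on leaving out healthy A (49), C (76), E (57), F (704), systemic JAK1i A (109), B (96), C (62), D (93), E (84), and the count of 2 at the study thresholds on leaving out healthy F (4). Interferon-stimulated genes had 0 higher and 35 lower of 35 against AA (0 and 35 adjusted over the list alone, adjusted p = 0.20 with an estimated correlation). Interferon gamma GTPases and chemokines had 0 higher and 19 lower of 19 (0 and 19 adjusted over the list alone, adjusted p = 0.20 with an estimated correlation) and cytotoxic effector genes 0 higher and 13 lower of 16 (0 and 14 adjusted over the list alone, adjusted p = 0.24 with an estimated correlation). At any fold change, 3394 genes were higher and 3139 lower in AA. Of these, 2867 and 2522 moved back against AA, and 38 and 44 differed from healthy, 27 and 39 of these in the direction of the AA change. These counts use the AA libraries both to pick the genes and to measure the return, so the share of the change left was also measured on libraries not used for picking. Genes picked on replicates D to F numbered 46, and with healthy and AA levels from replicates A to C the median share of the AA change left in the mean of all 6 systemic JAK1i libraries was -11.3%. Measured in each of these 6 libraries alone it ran from -19.5% (E) to 7.97% (A), with an SD of 9.57%. With genes picked and measured on all 6 libraries of each group it was 8.45%, so whether the genes stopped short of healthy levels or went past them is not settled. Picking on replicates A to C gave 0 genes at the study thresholds with 3 libraries a group, so the planned mean of 2 directions rests on 1 of them. Off treatment, 400 of the 408 higher and 150 of the 157 lower genes again differed from healthy in the AA direction, and 9 and 11 differed from AA. From the likeness of relapsed to AA skin and of treated to healthy skin, the paper concludes that systemic JAK1 inhibition brings the expression of most genes back to healthy levels. A gene that does not pass the test against healthy with 6 libraries a group is not shown to be equal to healthy. The AA level used here is that of other mice, which had no hair at the start and were sampled at week 12, not week 4. Skin of the treated mice from before treatment is not among the libraries. The return can therefore not be credited to treatment alone.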

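Relapsed skin held the cytotoxic and interferon genes at levels that edgeR's test did not tell apart from untreated AA skin. In 8w off treatment skin Cd8a had 24.9 ± 12.2, Icos, a T cell co-stimulator gene, 3.52 ± 1.01, Cxcl9 152 ± 137, Cxcl10 41.2 ± 27.7, Cxcl11 34.6 ± 28.1 and Mx1 34.6 ± 17.3 CPM (SD, n = 6). The log2 fold changes against AA were -0.07 ± 0.44 for Cd8a, -0.66 ± 0.26 for Icos, 0.10 ± 0.53 for Cxcl9, 0.19 ± 0.38 for Cxcl10, 0.37 ± 0.43 for Cxcl11 and -0.49 ± 0.30 for Mx1. Further values were -0.43 ± 0.56 for Gzmb and -0.24 ± 0.29 for Prf1, and none of the 8 passed edgeR's quasi-likelihood test (adjusted p from 0.17 to 0.96). Mx1 had 4.88 ± 0.992 CPM in healthy and 48.6 ± 23.1 in AA skin (log2 fold change 3.31 ± 0.35, edgeR adjusted p = 5.3e-07). It fell in systemic JAK1i skin against AA by a log2 fold change of -4.56 ± 0.38 (3.5e-08), as did Icos (-1.38 ± 0.27, edgeR adjusted p = 1.9e-04), Prf1 (-1.43 ± 0.30, 5.3e-04) and the hair keratin gene Krt32 (-4.05 ± 0.60, 1.9e-05). Over all genes, edgeR had 4 past the study thresholds between 8w off treatment and AA skin, all higher off treatment. DESeq2 had 13 (11 higher, 2 lower), limma-voom 1, a fit of these 2 groups 0 and uncentred TPM 2 (0 higher, 2 lower). With the muscle covariate, chosen after the data were seen, there was 1. Mitochondrial ribosomal and transfer RNA took 3.28 to 5.58% of counts in 8w off treatment and 1.82 to 2.51% in AA libraries. Median protein-coding shares were 86.3% and 90.0%. Whether these RNA differences account for any of the calls was not tested. The 4 of edgeR are the clock genes Dbp, an output factor of the clock (2.36 ± 0.33, edgeR adjusted p = 5.7e-04), Per2 (2.18 ± 0.24, 2.3e-05) and Per3 (2.05 ± 0.21, 1.3e-05), and Wnt16 (2.13 ± 0.30, 3.7e-04). At an edgeR adjusted p of 0.05 there were 222 (118 higher, 104 lower), where 3011 had an unadjusted p < 0.05, DESeq2 called 603, limma-voom 283, the fit of these 2 groups 18 and uncentred TPM 725 (10 higher, 715 lower). The 222 moved by more than 1.5 times on leaving out AA A (352), B (68), D (431), E (72), F (138), 8w off treatment A (98), B (493), D (81), E (130), F (376), and the 4 on leaving out AA B (1), D (2), E (2), F (2), 8w off treatment A (1), D (2), E (1). Clock genes as a list had 7 higher and 2 lower of 13 (9 and 2 adjusted over the list alone, camera adjusted p = 2.9e-12, and adjusted p = 0.020 with an estimated correlation). Within it Arntl, Npas2, Clock and Cry1, which peak at the opposite time of day, had a median of -0.47 where the Per, Nr1d, Dbp, Tef and Ciart genes had 1.38, and the hour of sampling is not given in the sources used here. Stress keratins and small proline-rich protein genes had 0 higher and 2 lower of 17 off treatment against AA (0 and 13 adjusted over the list alone, adjusted p = 0.59 with an estimated correlation). Krt6b was at -3.34 ± 0.71 and Sprr2a3 at -3.43 ± 0.80 (edgeR adjusted p = 0.031 and 0.038), and lower as well were Rptn (-2.58 ± 0.38, 0.0012) and Ccl22 (-1.09 ± 0.25, 0.032). Of 35 interferon-stimulated genes edgeR's test found 0 higher and 0 lower (0 higher and 1 lower at unadjusted p < 0.05, 0 and 0 by DESeq2, 0 and 0 by limma-voom), and of 16 cytotoxic effector genes 0 and 0 (0 higher and 0 lower at unadjusted p < 0.05, 0 and 0 by DESeq2, 0 and 0 by limma-voom).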

The RNAseq data was validated using qPCR for selected genes involved in Th1 immunity and cytotoxicity, a number of JAKs, and the downstream responder genes STATs and SOCS (Figure 5b, Figures S1 and S2). Calculation of Alopecia Areata Disease Activity Index (ALADIN) scores^9^ further validated the similarity between healthy and JAK1‐treated mice in remission as well as AA mice and mice that relapsed following cessation of treatment, respectively (Figure 5c).

**FIGURE 4:**
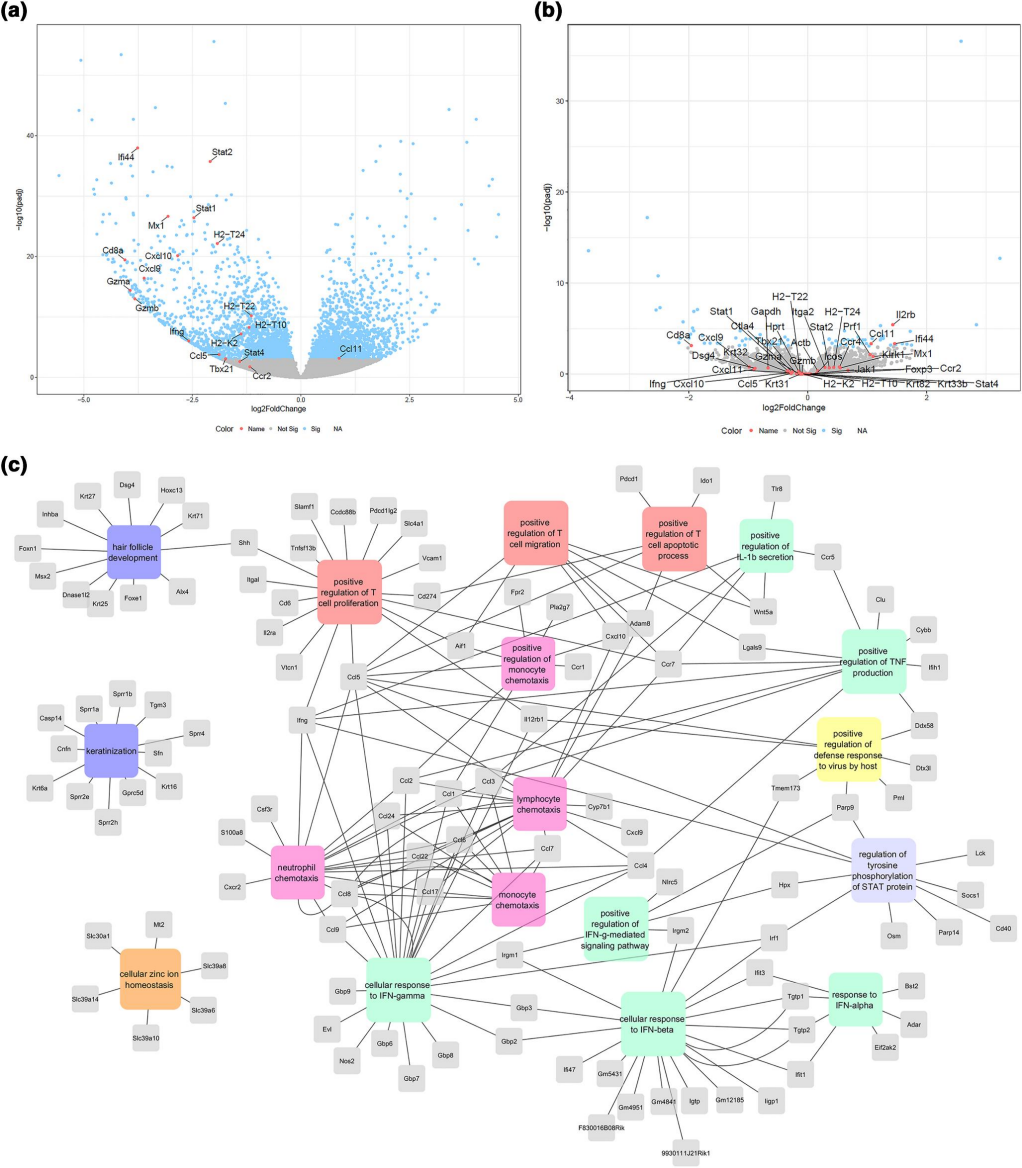
Gene expression in vivo. (a) Volcano plot of gene differentials between AA and healthy controls, highlighting some of the most important genes in disease. (b) Volcano plot for systemic JAK1i versus healthy. (c) Gene ontology analysis results showing important pathways involved in AA being activated in AA mice as compared to HC mice (DEG cutoff FDR <0.001 & log2FC < −1). Selected processes are shown with connecting genes.

**FIGURE 5:**
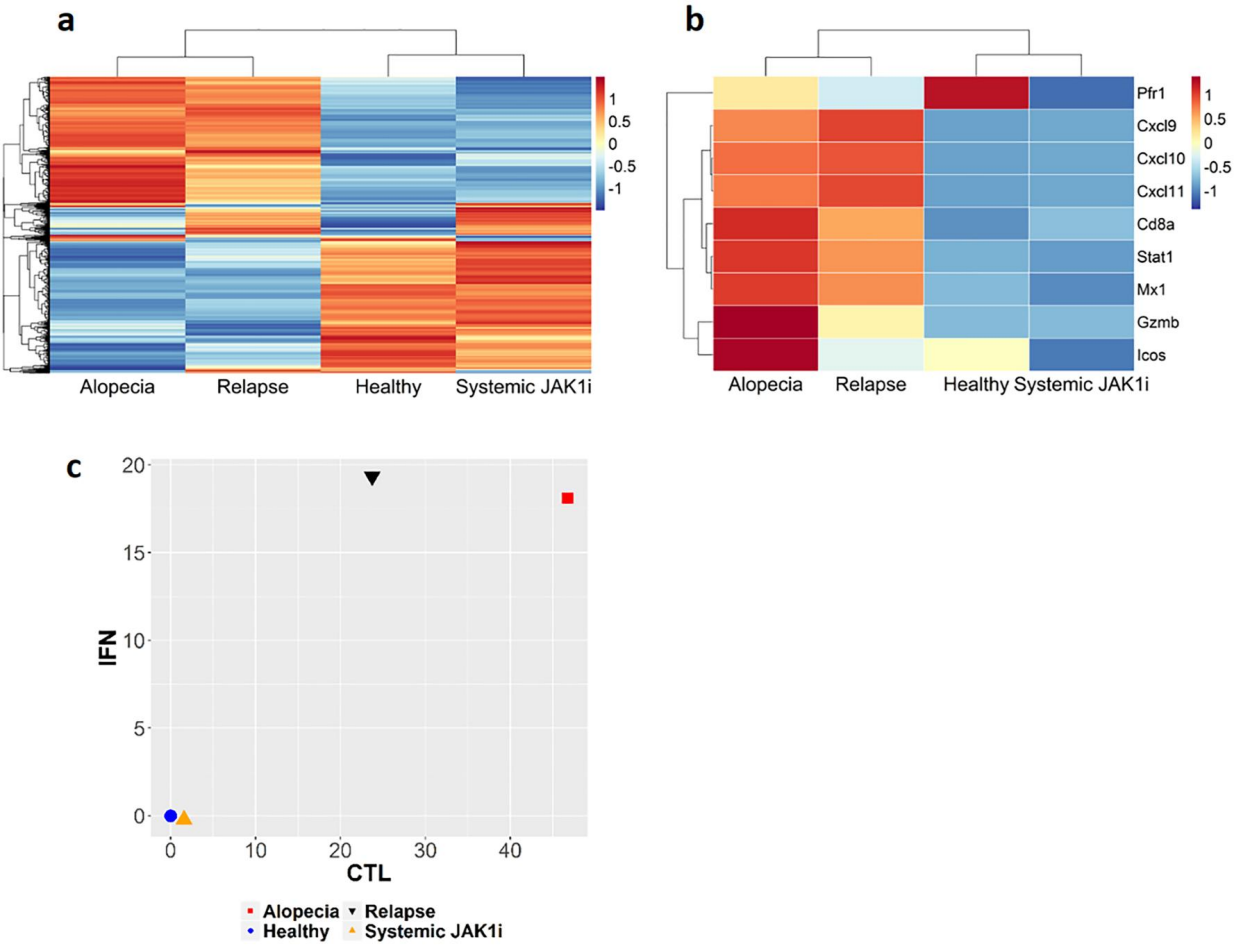
JAK1 inhibition normalizes gene expression. (a) Heatmap of top 10% most variable genes (based on inter‐quartile range of normalized counts, *n* = 3900) from RNA seq. (b) qPCR analysis of a selection of interferon genes (Cxcl9, Cxcl10, Cxcl11, Stat1, Mx1) and CTL genes (Cd8a, Gzmb, Icos, Pfr1) performed on skin samples and presented as a heatmap of relative mean expression per group. (c) The selected IFN and CTL genes from (b) were used to calculate the ALADIN score, presented as a PSA plot.

### 4.7 Selective JAK1 inhibition is sufficient to dampen IFN‐γ release from human CD8^+^ T cells

Next, we investigated whether selective JAK1 inhibition had a comparable effect to pan‐JAK inhibition in human cells from healthy volunteers. We assessed cytokine secretion from PBMCs, or isolated CD8^+^ T cells, following their activation using anti‐CD3/anti‐CD28. Importantly, the production of IFN‐γ, considered a main driver of AA, was inhibited in a dose‐dependent manner and at an equivalent efficacy to the pan‐JAK inhibitors tofacitinib and ruxolitinib in both PBMCs as well as isolated CD8^+^ T cells (Figure 6a,b).^54^ Furthermore, the production of IL‐6, IL‐10, TNFβ, IL‐1β and IL‐4 by activated PBMCs were similarly inhibited by all three JAK inhibitors (Figure S3). Interestingly, we observed differences between selective and non‐selective JAK1 inhibition with regards to the IL‐1 receptor antagonist (IL‐1RA), TNFα, IL‐17, CCL4/MIP‐1β and CXCL10/IP‐10, demonstrating contrasting JAK‐dependence for the production of different cytokines (Figure S3). These results, in conjunction with the in vivo data, indicate that inhibiting JAK2, JAK3 and TYK2 activity is not required for efficacy in treating AA and could thus be avoided to minimize the adverse effect risk profile that has been linked to the inhibition of these kinases.

**FIGURE 6:**
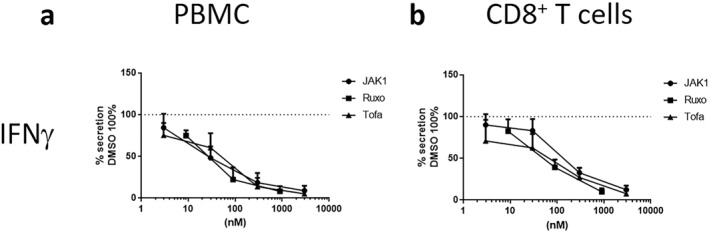
Selective JAK1 inhibition demonstrates overall similar immunosuppressive responses as panJAK inhibition. (a) The levels of secreted IFN‐γ from plate bound anti‐CD3‐stimulated PBMCs (*n* = 8) and (b) IFN‐γ from CD8^+^ T‐cells (*n* = 8) are not significantly different between the different JAK inhibitors (JAK1 = Cmpd A, Ruxo = Ruxolitinib, Tofa = Tofacitinib). Supernatants were collected after 40–48h of stimulation and secreted mediators analyzed (shown in Figure S3). DMSO control was set to 100%. Each data point depict Mean  +  SEM. Statistical analysis was performed by means of linear regression analysis.

### 4.8 The transcriptome of activated human CD8^+^ T cells is affected to a similar degree by selective JAK1‐ and pan‐JAK inhibition

To get a more complete picture of the impact of specific JAK1 versus pan‐JAK inhibition on activated human CD8^+^ T cells, we used RNAseq to assess differences in gene expression profiles induced by the different compounds. When comparing the number of regulated genes downstream of STAT proteins between cells treated with a JAK1 inhibitor and tofacitinib, a similar pattern emerged (Figure 7a). Although tofacitinib appeared to have a slightly stronger effect, there were few differentially regulated genes between the two compounds (all with a less than 2‐fold difference), further supporting the hypothesis that selective JAK1 inhibition will be as efficacious as pan‐JAK inhibition in AA (Figure 7b). Data is not shown for ruxolitinib as in vitro concentrations were not equipotent to tofacitinib and Cmpd C.

**FIGURE 7:**
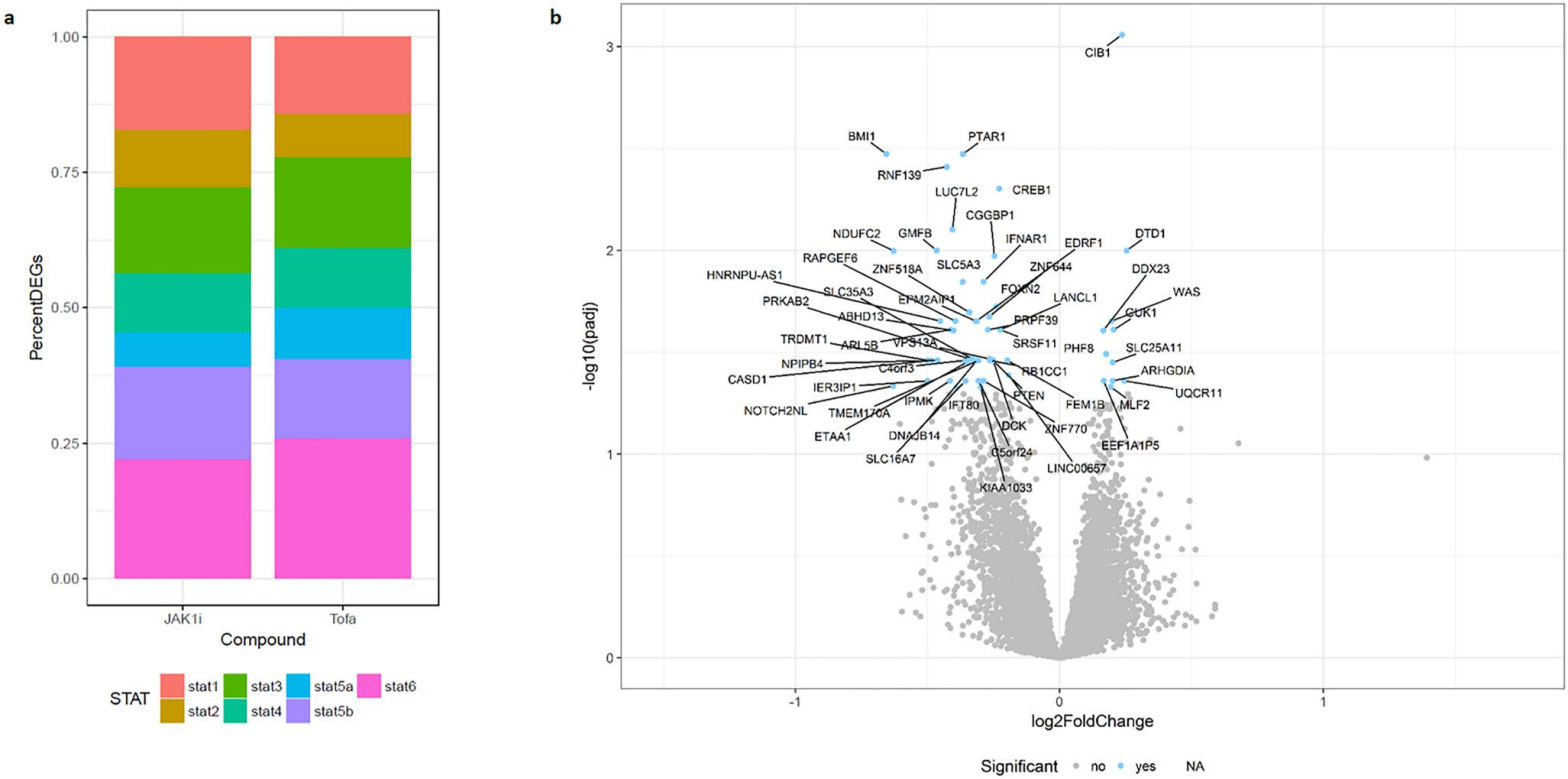
Selective JAK1 inhibition affects similar genes downstream of STAT1‐6 to Tofacitinib, with the exception of STAT5a. (a) The percent of genes uniquely found downstream of each STAT that are being differentially expressed in human CD8^+^ cells stimulated with αCD3/αCD28 for 40–48h and treated with Cmpd A, a selective JAK1 inhibitor (JAK1i) or Tofacitinib (Tofa) at concentrations giving equivalent inhibition of IFN‐γ release. The number of unique genes evaluated downstream of each STAT are: STAT1: *n* = 235, STAT2: *n* = 38, STAT3: *n* = 582, STAT4: *n* = 221, STAT5A: *n* = 64, STAT5B: *n* = 187, STAT6: *n* = 164. (b) Volcano plot demonstrating the few differentially expressed genes with selective JAK1 versus pan‐JAK inhibition (Tofacitinib).

## 5 DISCUSSION

The results of this study indicate that selective JAK1 inhibition will be as efficacious as pan‐JAK inhibitors in resolving inflammation and restoring hair growth in patients with Alopecia Areata (AA), with a reduced risk of causing respiratory infections, anaemia, neutropenia and thrombocytopaenia as has been associated with some pan‐JAK inhibitors.^34^, ^35^, ^36^, ^37^, ^39^ Importantly, we have shown that systemic exposure is essential for efficacy and that treatment likely needs to be extended beyond that of restored hair growth to block relapse due to the presence of residual memory cells in secondary lymphoid organs. For this reason, we further speculate that topical application is unlikely to induce treatment‐free remission unless local application also results in systemic exposure.

It is now well established that JAK inhibition is efficacious in a broad range of diseases from oncology to inflammatory disorders and potentially also in allergic conditions, such as asthma and atopic dermatitis.^55^, ^56^, ^57^, ^58^, ^59^, ^60^ Recently, several case reports and small investigative clinical studies have demonstrated impressive efficacy of JAK inhibition in AA, using for example, tofacitinib (Xeljanz^®^ launched for rheumatoid arthritis), ruxolitinib (Jakavi^®^/Jakafi^®^ launched for myeolofibrosis),^9^, ^18^, ^19^, ^20^, ^21^, ^22^, ^23^, ^24^, ^25^, ^26^, ^27^, ^28^, ^29^ and recently also baricitinib (Olumiant^®^ launched for RA), Atopic Dermatitis and now also for AA and vitiligo (as Opzelura)^29^, ^31^ (Press release https://investor.lilly.com/node/44896/pdf) and ritlecitinib (previously PF 6651600, in development for AA, Crohn's disease; RA, Ulcerative colitis, Vitiligo)^32^ (Press release https://www.pfizer.com/news/press-release/press-release-detail/pfizer-announces-positive-top-line-results-phase-2b3-trial). The beneficial effects are clearly dose‐ and concentration‐dependent with a narrow safety window regarding susceptibility to infections as well as anaemia, limiting their potential for non‐debilitating autoimmune or mild inflammatory conditions like AA.^34^, ^35^, ^36^, ^39^ Separating beneficial effects from side effects would widen the potential for JAK inhibitors also in milder inflammatory conditions as discussed by Yan et al.^38^ and Lensing and Jabbari.^37^ Here, we demonstrate that selective inhibition of JAK1 in AA show similar efficacy to pan‐JAK inhibitors. Furthermore, our data indicates that free circulating concentrations of just above the IC_50_ (concentration to achieve 50% inhibition) for a JAK1 inhibitor is enough for fast and complete restoration of hair growth as well as resolution of inflammation.

We observed similar effects on the cytotoxic lymphocyte (CTL) and IFN gene signature in the skin of JAK1‐treated mice as was previously reported for the pan‐JAK inhibitors tofacitinib and ruxolitinib.^9^ However, 4 weeks of JAK1 inhibition did not lead to treatment‐free remission, as compared to the 12‐week long period in the Xing et al. study, where no relapse was observed over a 3 months follow up period.^9^ This could potentially be due to different properties of the compounds used in the two studies. Unfortunately, the exposure of tofacitinib and ruxolitinib in the previous study was not reported.^9^ However, the similarity between the studies in terms of hair regrowth kinetics, combined with the normalization of the skin transcriptome following treatment, indicate that the relapse following 4 weeks of treatment was not a consequence of the pharmacology of the compounds. Instead, we believe that the longer treatment protocol used by Xing et al. is a more likely explanation. Indeed, although local skin inflammation was reversed following 4 weeks treatment, there were still signs of systemic dysregulation. For example, we observed a remaining, although significantly diminished, population of NKG2D^+^CD8^+^ T cells in skin draining LNs that could potentially act as a source of new pathogenic effector cells that could re‐populate the skin. Also, serum levels of IFN‐γ were elevated in AA mice, and levels were not restored by treatment, further suggesting an incomplete suppression of systemic inflammation. Thus, it is important to consider treatment effects not only on a local level, but also to assess whether systemic homoeostasis has been re‐established before treatment is halted. 4 weeks of treatment was clearly sufficient to abolish pathogenic effector CD8^+^ T cells in the skin, allowing for hair regrowth, but at the same time it was not sufficient to completely eliminate memory cells present in secondary lymphoid organs. This disparity could perhaps be a result of differential requirements for survival signals between CD8^+^ T cells residing at the two sites. Long term survival of memory CD8^+^ T cells is dependent on IL‐15 and IL‐7, both of which signal via JAK1/JAK3 and STAT5 to induce anti‐apoptotic molecules such as Bcl‐2 or BclX_L_.^61^, ^62^, ^63^ Blocking IL‐15RB has been shown to be efficient in preventing the development of AA and both IL‐15 and IL‐7 are expressed by cells in the HFs.^64^ In addition, blocking IL‐2, also signalling via JAK1/JAK3 and STAT5, has been shown to prevent hair loss equally well, however it is unclear as to whether this was due to reduced de novo effector cell generation/expansion as opposed to memory cell survival.^9^ Given that IL‐15, IL‐7 and IL‐2 all signal via JAK1, we cannot draw any conclusions regarding their respective importance in this model based on our findings using JAK1 inhibitors. Nevertheless, there are reports suggesting that IL‐2/IL‐15 signal strength, via their common receptor CD122, orchestrates effector versus memory development. Stronger signals are required for effector cell development whereas weaker signals are sufficient for sustaining the survival of memory cells.^65^ This provides an attractive explanation for the fact that the effector cells in the skin where quickly abolished by JAK1 inhibition whereas some memory cells in skin draining LNs remained after 4 weeks of treatment. Perhaps this can also explain the reported relapses upon treatment cessation in the clinic.^24^, ^25^

In addition to IL‐2 and IL‐15, blocking IFN‐γ can also prevent the development of AA in the C3H/HeJ model.^9^ IFN‐γ is believed to have a central role in abolishing the immune privilege of HFs and IFN‐γ produced by CD8^+^ effector T cells in the skin was shown to drive a “pathogen alert state” which included the up‐regulation of MHC I molecules.^66^ Also, mice injected with IFN‐γ have been shown to develop AA, further demonstrating its importance in driving the disease, although these findings were disputed in a follow‐up study.^67^, ^68^ Given the JAK1/JAK2 dependence of IFN‐γ receptor signalling this could be an important mechanism for the treatment of AA using JAK inhibitors. 

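MHC class I and antigen-loading genes rose together in AA skin and fell back under systemic JAK1i. B2m (ENSMUSG00000060802, GRCm38 chr2:122147686-122153083), the common light chain of MHC I, had 774 ± 51.2 CPM in healthy, 1249 ± 239.7 in AA, 907 ± 196 in systemic JAK1i and 1043 ± 169 in 8w off treatment skin (SD, n = 6). Its log2 fold change was 0.69 ± 0.13 in AA against healthy (edgeR's quasi-likelihood test, adjusted p = 3.1e-04) and -0.46 ± 0.13 in systemic JAK1i against AA (edgeR adjusted p = 0.0071). With uncentred TPM (pseudocount 0.1) B2m in systemic JAK1i against AA was at 0.171 and not called. H2-K1, a classical MHC I heavy chain gene, went by 0.90 ± 0.13 and -0.77 ± 0.13 (edgeR adjusted p = 1.9e-05 and 6.5e-05). Tap1, the peptide transporter gene, rose again off treatment (147 ± 32.9 CPM in healthy, 348 ± 83.7 in AA, 148 ± 26.7 in systemic JAK1i and 358 ± 88.4 in 8w off treatment skin, 1.29 ± 0.18 against healthy, 3.2e-05). Of the list, 20 higher and 1 lower of 21 passed in AA against healthy (20 and 1 adjusted over the list alone, adjusted p = 0.14 with an estimated correlation), and 0 higher and 19 lower of 21 in systemic JAK1i against AA (0 and 20 adjusted over the list alone, adjusted p = 0.22 with an estimated correlation). There were 0 higher and 1 lower of 21 in systemic JAK1i against healthy (0 and 1 adjusted over the list alone) and 20 higher and 0 lower of 21 off treatment against healthy (20 and 0 adjusted over the list alone, adjusted p = 0.23 with an estimated correlation). Tapbp, the tapasin gene, fell by a log2 fold change of -1.57 ± 0.19 under systemic JAK1i (edgeR adjusted p = 2.6e-06). Among mediators held to keep follicles hidden from immunity, 2 higher and 4 lower of 8 passed in AA (3 and 4 adjusted over the list alone). Tgfb2 had 20.5 ± 1.89 CPM in healthy, 12.5 ± 2.38 in AA, 28.8 ± 5.50 in systemic JAK1i and 13.1 ± 2.23 in 8w off treatment skin (-0.71 ± 0.14 in AA against healthy, edgeR adjusted p = 2.7e-04, 1.21 ± 0.13 in systemic JAK1i against AA, 7.8e-07). Cd200 fell (-0.57 ± 0.22, edgeR adjusted p = 0.040) and Tgfb1 rose (0.61 ± 0.18, 0.0098). The melanocortin receptor gene Mc1r rose with the other pigment genes (4.12 ± 1.09, edgeR adjusted p = 2.8e-04), and Mif and Ik did not pass (0.02 ± 0.18 and 0.16 ± 0.07). Against healthy, systemic JAK1i skin had 0 of 8 past edgeR's test (1 higher and 1 lower at unadjusted p < 0.05, 1 and 0 by DESeq2, 1 and 0 by limma-voom, 1 and 0 adjusted over the list alone). Of the NKG2D ligand genes, Ulbp1, H60b and H60c were tested. Of these, 0 of 3 passed edgeR's test in AA against healthy (0 higher and 0 lower at unadjusted p < 0.05, 0 and 0 by DESeq2, 0 and 0 by limma-voom). H60c was at 0.24 ± 0.22 and Ulbp1 at 0.33 ± 0.28 (edgeR adjusted p = 0.40 and 0.35). Other NKG2D ligand genes were not tested. Whole skin was sequenced, so the cells in which these genes changed are not known from these data.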

Whereas genes related to immune privilege appeared to be normalized following 4 weeks of JAK1 treatment, it would be reasonable to assume that this could quickly be reversed if remaining memory cells can re‐populate the skin following treatment cessation and yet again expose HFs to IFN‐γ.

Recent results using selective JAK1, JAK2 or JAK3 inhibitors, claim that JAK3 inhibition is equally effective to JAK1 inhibition in restoring hair growth in mice whereas JAK2 inhibition does not, indicating that the common γ‐cytokine signalling pathway is the primary therapeutic target in AA and that concomitant IFN‐γ inhibition is not necessary.^33^, ^69^ In support of these preclinical findings, the selective JAK3/TEC inhibitor, ritlecitinib, showed impressive efficacy and safety in a phase II clinical trial^32^, ^33^ which was confirmed in the phase III ALLEGRO trial (Press release https://www.pfizer.com/news/press-release/press-release-detail/pfizer-announces-positive-top-line-results-phase-2b3-trial), however, the JAK1/2/TYK2 inhibitor brepocitinib^70^ (PF‐06700841) was more effective (and less safe), with the caveat that only one dose per asset was tested in the phase II study. Further, previously published data showed that topical treatment is sufficient for good efficacy.^9^ There are however caveats with these conclusions as free fraction of drug in vivo (both locally in the skin and systemically) are not provided. Furthermore, selectivity ratios of the termed JAK1 and JAK2 selective inhibitors used are subtle and in some cases not determined at physiological relevant conditions, which makes the interpretation of results challenging.^71^, ^72^, ^73^, ^74^, ^75^ A limitation of our study was that we did not evaluate drug exposure at the epidermis/dermis level but at bulk concentrations with modelled free fractions of drug in the skin. However, there were similar levels of JAK1 inhibition in the skin when hair growth was initiated by systemic exposure and 4 to 19‐fold higher JAK1 inhibition from topical application when hair growth was not initiated, indicating that it was not the local JAK inhibition that induced the effects obtained. Naturally, there is no information on skin drug concentrations from published clinical case studies and there is to our knowledge not yet any randomized‐controlled clinical trials that potentially would reveal systemic versus skin exposures of the drug used. Given the outcome of the prospective analysis of 15 clinical trials by Yan et al^38^ that show significant and clinically promising efficacy and safety profiles for selective JAK inhibitors with different profiles, it seems obvious that interfering with JAKs independent of specificity will broadly inhibit signalling by many cytokines of importance in the manifestation of AA. Furthermore, demonstrates that also in clinical trials, systemic exposure to JAK inhibition is warranted for efficacy, supported by our pre‐clinical results. In contrast to Xing et al. and Dai et al., we could not induce any significant regrowth using topical JAK1 inhibition. Since levels of systemic exposure were not reported in the previous two studies, it is difficult to say whether the difference is a result of different pharmacokinetic properties of the compounds, but in an internal evaluation of 3% tofacitinib cream topically we found 5‐fold IC_50_ unbound concentrations in the circulation and free concentrations in the skin at the level of IC_50_. The JAK1 inhibitors used topically in the present study did appear to have a small but insufficient effect locally, but not systemically, as was expected given the minimal systemic exposure. However, Xing et al reported reduced NKG2D^+^ T cells not only in the skin but also in the LNs which indicates systemic exposure also in their study. Although hair regrowth was only reported on the dorsal back and not on the untreated abdominal side, there are significant differences between these sites in terms of hair loss. The abdominal side is generally the first to lose hair and also last to regain it after treatment (unpublished observation), this could potentially skew the results following topical administration. However, Dai et al. did report restored hair growth from topical administration without effects on numbers and frequencies of total CD8^+^ T cells, CD8^+^NKG2D^+^ T cells, and CD8^+^ T_E/M_ cells in skin‐draining LN cells, indicating no systemic effect albeit systemic exposure and effects were not investigated. Regardless of the cause behind the differential outcome between the studies, our data suggest that it is important not only to inhibit the local immune cells in the skin, but also to abolish the systemic memory cells to reach treatment‐free remission. Indeed, this conclusion is supported by a recent case study where local administration of ruxolitinib failed to induce hair regrowth in a patient with AU.^76^ Another case study reported some regrowth of hair using topical ruxolitinib, but there was also a concomitant reduction of circulating white blood cells, indicating systemic exposure.^21^

An interesting effect of JAK inhibition is that it seems to promote hair growth by initiating the anagen phase in normal C57Bl6 mice.^77^ This could be an additional reason for the impressive efficacy seen by JAK inhibitors in the treatment of AA, as triggering the induction of the hair cycle is likely another important factor to restore hair growth besides the inhibition of pathogenic immune cells. Perhaps this is the reason why most HFs were in the anagen phase after JAK1 treatment, similar to what was seen in untreated AA mice, but not in healthy mice.^77^

With regards to the cytokine release from stimulated human PBMCs and CD8^+^ T‐cells, selective JAK1 inhibition versus pan‐JAK inhibition showed an equivalent reduction of most of the cytokines examined. Importantly, IFN‐γ release from isolated CD8^+^ cells, as well as PBMCs, was significantly inhibited by all JAK inhibitors tested. Furthermore, we also observed inhibition of CXCL10 (IP‐10), which is up‐regulated in AA lesions and attracts pathogenic T cells via CXCR3.^78^ Interestingly, we observed some differences between the compounds specifically with regards to the IL‐1 receptor antagonist (IL‐1RA), TNFα, IL‐17 and CCL4. Polymorphisms in the IL‐1RA gene/‐s have been linked to an increased predisposition to the more severe forms of AA; alopecia totalis and universalis,^79^, ^80^ indicating a reduced ability to control IL‐1α and IL‐1β signalling. Both ruxolitinib and tofacitinib dramatically increased the release of IL‐1RA from PBMCs during stimulation whereas selective JAK1 inhibition did not. However, the release of IL‐1β was similarly and effectively inhibited by all JAK inhibitors, indicating that inhibiting JAK1 can be sufficient in this regard. In contrast, TNFα release was significantly less affected by JAK1 inhibition as compared to tofacitinib and ruxolitinib, possibly indicating that JAK1 inhibitors may not be as efficacious in patients with diseases such as rheumatoid arthritis and psoriasis, where anti‐TNFα treatment has proved successful. Nevertheless, JAK1 inhibition may work well in non‐responding patients, and indeed, this is the expected patient stratification group for orally available JAK1 inhibitors. IL‐17 was also not inhibited by JAK1 inhibition as opposed to the pan‐JAK inhibitors, perhaps questioning its efficacy in diseases such as psoriasis and ankylosing spondylitis where both pan‐JAK inhibitors and anti‐IL‐17 biologicals have shown great clinical efficacy.^81^ As for pan‐JAK inhibitors this was observed at very high, and most likely not clinically feasible doses, which may explain why the safety margins for tofacitinib in the treatment of psoriasis was not sufficient for approval by the food and drug administration. IL‐23 is critical in maintaining Th17/IL‐17‐producing cells as it signals via JAK2 and is therefore not inhibited by selective JAK1 inhibition, potentially explaining the lack of effect on IL‐17 levels.^82^ In terms of the effect on the transcriptional profile of activated CD8^+^ T cells, the impact of JAK1 inhibition was very similar to tofacitinib. This is not surprising as autocrine release of IL‐2, which signals via JAK1, is probably the most important factor resulting from anti‐CD3/anti‐CD28 stimulation of isolated T cells in vitro.^83^ This is in contrast to when a mixed population of PBMCs where stimulated and analyzed for cytokine release. In this setting, a more complex cytokine milieu and a wide variety of responder cells naturally resulted in some differentiation between specific JAK1 and pan‐JAK inhibition.

In conclusion, our data reveal that selective JAK1 inhibitors are likely to be as efficacious as pan‐JAK inhibitors in the treatment of AA, while reducing the risk of adverse events. Furthermore, we have demonstrated that prolonged systemic exposure is likely to be required for sustained efficacy and that local JAK inhibition is not sufficient to restore hair growth, unless it also results in systemic inhibition.

## CONFLICT OF INTEREST

All authors are or were at the time employed by AstraZeneca.

## AUTHOR CONTRIBUTIONS

**Johan Mattsson**: Conceptualization (Lead); Data curation (Equal); Formal analysis (Equal); Investigation (Equal); Methodology (Equal); Visualization (Equal); Writing – original draft (Lead); Writing – review & editing (Equal). **Elisabeth Israelsson**: Conceptualization (Equal); Data curation (Equal); Formal analysis (Equal); Visualization (Equal); Writing – original draft (Equal); Writing – review & editing (Equal). **Karin Björhall**: Conceptualization (Equal); Data curation (Equal); Writing – review & editing (Equal). **Linda Fahlén Yrlid**: Conceptualization (Equal); Data curation (Equal); Formal analysis (Equal); Visualization (Equal); Writing – original draft (Equal); Writing – review & editing (Equal). **Kristoffer Thörn**: Conceptualization (Equal); Data curation (Equal); Formal analysis (Equal); Writing – review & editing (Equal). **Anna Thorén**: Methodology (Equal); Writing – review & editing (Equal). **Emelie Andersén Toledo**: Methodology (Equal); Writing – review & editing (Equal). **Lisa Jinton**: Conceptualization (Equal); Data curation (Equal); Methodology (Equal); Writing – original draft (Equal); Writing – review & editing (Equal). **Lisa Öberg**: Conceptualization (Equal); Data curation (Equal); Formal analysis (Equal); Visualization (Equal); Writing – review & editing (Equal). **Cecilia Wingren**: Conceptualization (Equal); Data curation (Equal); Formal analysis (Equal); Methodology (Equal); Visualization (Equal); Writing – original draft (Equal); Writing – review & editing (Equal). **Sofia Tapani**: Formal analysis (Lead); Writing – review & editing (Equal). **Sonya G. Jackson**: Data curation (Equal); Formal analysis (Equal); Methodology (Equal); Visualization (Equal); Writing – original draft (Equal); Writing – review & editing (Equal). **Gabriel Skogberg**: Data curation (Equal); Formal analysis (Equal); Methodology (Equal); Visualization (Equal); Writing – review & editing (Equal). **Anders J. Lundqvist**: Data curation (Equal); Writing – review & editing (Equal). **Ramon Hendrickx**: Data curation (Equal); Formal analysis (Equal); Writing – original draft (Equal); Writing – review & editing (Equal). **Anders Cavallin**: Data curation (Equal); Writing – review & editing (Equal). **Torben Österlund**: Investigation (Equal); Methodology (Equal); Writing – original draft (Equal); Writing – review & editing (Equal). **Neil P. Grimster**: Investigation (Equal); Methodology (Equal); Writing – original draft (Equal); Writing – review & editing (Equal). **Magnus Nilsson**: Conceptualization (Equal); Data curation (Equal); Formal analysis (Equal); Investigation (Equal); Writing – original draft (Equal); Writing – review & editing (Equal). **Annika Åstrand**: Conceptualization (Equal); Data curation (Equal); Formal analysis (Equal); Investigation (Equal); Project administration (Lead); Supervision (Equal); Writing – original draft (Lead); Writing – review & editing (Lead).

## ETHICS STATEMENT

All preclinical procedures were approved by the local Ethical committee in Gothenburg (36/2015) and the approved site number is 31‐5373/11. Human cell experiments were approved by the local ethical committee in Gothenburg (033‐11).

## Supporting information

Supporting Information S1 Click here for additional data file.

## Data Availability

Data openly available in a public repository that issues datasets with DOIs.

# Supplementary material for: Selective Janus kinase 1 inhibition resolves inflammation and restores hair growth offering a viable treatment option for alopecia areata
**Source:** Skin Health Dis. 2023 Jan 29;3(3):e209. doi: 10.1002/ski2.209
**Supplement:** Supplementary file 1 — Supporting Information S1

**Supplementary Materials for**

**Selective JAK1 inhibition resolves inflammation and restores hair growth offering a viable treatment option for Alopecia Areata**

J. Mattsson^1^, E. Israelsson^2^, K. Björhall^1^, L. Fahlén Yrlid^1^, K. Thörn^2^, A. Thorén^3^, E. Andersén Toledo^3^, L. Jinton^1^, L. Öberg^2^, C. Wingren^1^, S. Tapani^4^, S.G. Jackson^1^, G. Skogberg^1^, A.J. Lundqvist^5^, R. Hendrickx^5^, A. Cavallin^1^, T. Österlund^6^, N.P. Grimster^7^, M. Nilsson^8^, A. Åstrand^1^*

**The PDF file includes:**

Figure S1. Taqman bars of 8 selected CTL/IFN genes

Figure S2. Effects on JAK/STAT expression by long-term JAK1 inhibition in mice

Figure S3. Selective JAK1 inhibition demonstrates overall similar immunosuppressive responses as panJAK inhibition with some deviations

Table S1. Clinical observations on hair growth expressed as hair index score (% area x score, 0 to 3)

Table S2. Hypodermal hair follicle number for all mice

Table S3. Mean follicle width for all mice

Table S4. Circulating cytokines in mouse plasma

Table S5. Expression levels of selected CTL/IFN genes in skin expressed as fold change (log_2_) from AA

Detailed Material & Method descriptions where needed incl synthesis of Compound B

**Fig. S1. Taqman bars of 8 selected CTL/IFN genes.** The mRNA expression of three selected cytotoxic lymphocyte (Cd8a, Gzmb, Icos) and five interferon (Cxcl9, Cxcl10, Cxcl11, Stat1, Mx1) signature genes are shown in relation to the expression found in AA animals (Log2 fold change, n=6 per group). Data shown as boxplots around the mean. CD8a and Gzmb was not expressed in healthy and systemic JAK1 inhibition completely suppressed the Gzmb expression.

**
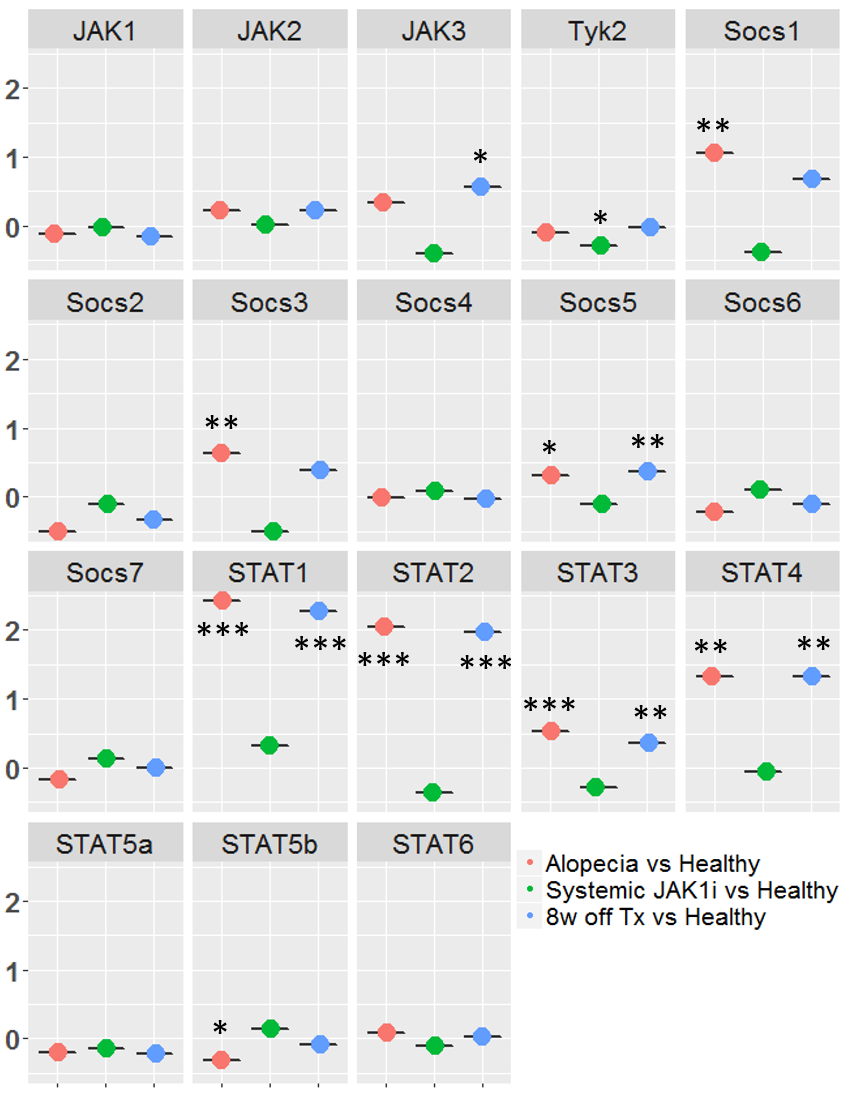
**

**Fig. S2. Effects on JAK/STAT expression by long-term JAK1 inhibition in mice.** Log2 fold change values for a set of selected JAK, STAT, and Socs genes for the Alopecia (pink), Systemic JAK1i (green), and 8w off Tx (blue) groups compared to Healthy. Statistical significance by FDR-corrected p-values are indicated with stars (* FDR< 0.05, ** FDR< 0.01 , *** FDR< 0.001). Log2FC and FDR were obtained from DESeq2.

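None of the 4 JAK family genes passed a test in AA skin, while the transducer gene Stat3 and the feedback inhibitor genes Socs1 and Socs3 rose there and fell under systemic JAK1i. Against healthy, edgeR's quasi-likelihood test in AA gave log2 fold changes for Jak1 (-0.11 ± 0.08, adjusted p = 0.26), Jak2 (0.24 ± 0.14, adjusted p = 0.19), Jak3 (0.36 ± 0.20, adjusted p = 0.15) and Tyk2 (-0.10 ± 0.08, adjusted p = 0.37). Stat3 rose from 200.4 ± 15.7 CPM in healthy to 289.8 ± 42.5 CPM in AA skin (SD, n = 6, log2 fold change 0.53 ± 0.09, edgeR adjusted p = 1.2e-04) and was 164 ± 10.7 CPM in systemic JAK1i skin (-0.82 ± 0.09 against AA, 9.3e-07). Stat5b fell in AA (-0.31 ± 0.11, edgeR adjusted p = 0.022), and Stat5a and Stat6 did not pass (-0.20 ± 0.11 and 0.09 ± 0.06). Socs1 (5.45 ± 0.812 CPM in healthy, 12.7 ± 5.41 in AA and 3.95 ± 1.63 in systemic JAK1i skin) and Socs3 (24.5 ± 2.72 CPM in healthy, 39.1 ± 11.1 in AA and 16.9 ± 5.68 in systemic JAK1i skin) rose in AA by 1.23 ± 0.37 and 0.68 ± 0.20 (edgeR adjusted p = 0.011 and 0.0096). They fell under systemic JAK1i by log2 fold changes of -1.67 ± 0.37 and -1.19 ± 0.20 (edgeR adjusted p = 8.3e-04 and 5.6e-05). For Socs2, Socs4, Socs5, Socs6 and Socs7 the log2 fold changes in AA against healthy were -0.54 ± 0.27, -0.02 ± 0.08, 0.32 ± 0.11, -0.23 ± 0.10 and -0.18 ± 0.09 (edgeR adjusted p = 0.12, 0.89, 0.024, 0.072 and 0.12). Off treatment against healthy, Jak3 was higher (0.60 ± 0.20, edgeR adjusted p = 0.023). Stat2, Stat3 and Stat4 were higher as well (2.08 ± 0.21, 0.36 ± 0.09 and 1.75 ± 0.53, edgeR adjusted p = 5.9e-07, 0.0053 and 0.012), while Socs1 and Socs3 did not pass (0.80 ± 0.38 and 0.40 ± 0.20, 0.11 and 0.13). With uncentred TPM (pseudocount 0.1), Jak3 and Stat3 off treatment against healthy turned to -0.253 and -0.308. Stat3 in systemic JAK1i against AA turned to 0.0347 and Socs5 in AA against healthy to -0.00827, and none of these was called. With TPM centred per library no sign changed. Of the 18 genes, 7 higher and 1 lower of 18 passed in AA (7 and 1 adjusted over the list alone) and 3 higher and 9 lower of 18 in systemic JAK1i against AA (3 and 10 adjusted over the list alone, adjusted p = 0.28 with an estimated correlation). Off treatment against healthy there were 6 higher and 0 lower of 18 (6 and 0 adjusted over the list alone, adjusted p = 0.42 with an estimated correlation). In systemic JAK1i against healthy edgeR's test found 0 of 18 (0 higher and 4 lower at unadjusted p < 0.05, 0 and 1 by DESeq2, 0 and 2 by limma-voom, 0 and 2 adjusted over the list alone), with Tyk2 at -0.28 ± 0.08 and Stat3 at -0.29 ± 0.09 (adjusted p = 0.087 and 0.11). All 18 are genes that the paper shows for these same libraries, so they are not independent evidence.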

TNFα

IL-1RA

IL-6

IL-4

IL-10

IP-10

TNFβ

IL-17

IL-1β

MIP-1β

**Figure S3.** **Selective JAK1 inhibition demonstrates overall similar immunosuppressive responses as panJAK inhibition with some deviations.** The levels of secreted mediators from PBMC stimulated with plate bound anti-CD3 in the presence or absence of different JAK inhibitors are shown. DMSO control is set to 100%. Supernatants were collected after 40-48h of stimulation and secreted mediators were analyzed. TNFα (p=0.034 vs Ruxo, p=0.043 vs Tofa), IL-1RA (p=0.0014 vs Ruxo, p=0.030 vs Tofa), IP-10 (p=0.0094 vs Ruxo, 0.0012 vs Tofa), IL-17 (p<0.0001 vs Ruxo and Tofa) and MIP-1β (p=0.031 vs Ruxo, p=0.077 vs Tofa) were significantly differently released by cells treated with the selective JAK1 inhibitor, Cmpd A. Each data point depict Mean+SEM from 4 healthy donors. Statistical analyses was performed by means of linear regression analysis.

**Table S1. Clinical observations on hair growth expressed as hair index score (% area x score, 0 to 3)**

|  | **w0** | **w1** | **w2** | **w3** | **w4** | **w6** | **w7** | **w8** | **w9** | **w10** | **w11** | **w12** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Healthy** | 300 |  |  |  | 295 | 295 | 295 | 295 | 295 |  | 295 |  |
|  | 300 |  |  |  | 290 | 290 | 290 | 290 | 290 |  | 290 |  |
|  | 300 |  |  |  | 295 | 295 | 295 | 295 | 295 |  | 295 |  |
|  | 300 |  |  |  | 300 | 300 | 300 | 300 | 300 |  | 300 |  |
|  | 300 |  |  |  | 295 | 295 | 295 | 295 | 295 |  | 295 |  |
|  | 300 |  |  |  | 300 | 300 | 300 | 300 | 300 |  | 300 |  |
| mean±SD | 300±0 |  |  |  | 296±4 | 296±4 | 296±4 | 296±4 | 296±4 |  | 296±4 |  |
| **AA** | 0 |  |  |  | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
|  | 0 |  |  |  | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
|  | 0 |  |  |  | 0 | 0 | 0 | 0 | 0 | 0 | 5 | 10 |
|  | 0 |  |  |  | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
|  | 0 |  |  |  | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
|  | 0 |  |  |  | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
| mean±SD | 0±0 |  |  |  | 0±0 | 0±0 | 0±0 | 0±0 | 0±0 | 0±0 | 0.8±2 | 1.7±4 |
| **Systemic** | 0 | 0 | 160 | 280 | 300 |  |  |  |  |  |  |  |
| **JAK1i** | 0 | 0 | 170 | 285 | 300 |  |  |  |  |  |  |  |
|  | 0 | 0 | 180 | 290 | 300 |  |  |  |  |  |  |  |
|  | 0 | 15 | 120 | 250 | 300 |  |  |  |  |  |  |  |
|  | 0 | 10 | 190 | 295 | 300 |  |  |  |  |  |  |  |
|  | 20 | 15 | 160 | 280 | 300 |  |  |  |  |  |  |  |
| mean±SD | 3±8 | 7±7 | 163±24 | 280±16 | 300±0 |  |  |  |  |  |  |  |
| **Systemic** | 125 | 125 | 170 |  | 285 |  |  | 245 |  |  |  | 90 |
| **JAK1i** | 50 | 50 | 200 |  | 295 |  |  | 200 |  |  |  | 60 |
|  | 20 | 20 | 200 |  | 300 |  |  | 210 |  |  |  | 85 |
|  | 50 | 50 | 140 |  | 295 |  |  | 195 |  |  |  | 45 |
|  | 90 | 90 | 180 |  | 295 |  |  | 270 |  |  |  | 205 |
|  | 90 | 90 | 190 |  | 300 |  |  | 75 |  |  |  | 35 |
| mean±SD | 71±38 | 71±38 | 180±23 |  | 295±5 |  |  | 199±67 |  |  |  | 87±62 |
| **Local** | 50 | 50 |  |  | 80 | 200 | 200 | 200 | 240 |  | 240 |  |
| **JAK1i** | 0 | 0 |  |  | 0 | 0 | 80 | 0 | 0 |  | 0 |  |
| **(treated** | 0 | 0 |  |  | 10 | 50 | 0 | 0 | 25 |  | 0 |  |
| **side)** | 0 | 0 |  |  | 0 | 0 | 100 | 0 | 0 |  | 0 |  |
|  | 0 | 0 |  |  | 20 | 0 | 0 | 50 | 70 |  | 100 |  |
|  | 50 | 100 |  |  | 0 | 30 | 100 | 100 | 90 |  | 80 |  |
| mean±SD | 17±26 | 25±42 |  |  | 18±31 | 47±78 | 80±75 | 58±80 | 71±91 |  | 70±94 |  |
| **Local** | 30 | 40 |  |  | 70 | 170 | 170 | 170 | 200 |  | 200 |  |
| **JAK1i** | 0 | 0 |  |  | 0 | 0 | 0 | 0 | 0 |  | 0 |  |
| **(untreated** | 0 | 0 |  |  | 10 | 10 | 0 | 0 | 0 |  | 0 |  |
| **side)** | 0 | 0 |  |  | 0 | 0 | 0 | 0 | 0 |  | 0 |  |
|  | 0 | 0 |  |  | 30 | 0 | 0 | 10 | 25 |  | 30 |  |
|  | 10 | 100 |  |  | 0 | 20 | 0 | 0 | 0 |  | 50 |  |
| mean±SD | 7±12 | 23±41 |  |  | 18±28 | 33±67 | 28±69 | 30±69 | 37±80 |  | 47±78 |  |

Data are shown as mean±SD, n=6 per group.

**Table S2. Hypodermal hair follicle number for all mice**

| **Number of hair follicles per section** | | | | |
| --- | --- | --- | --- | --- |
|  | Healthy | AA | Systemic JAK1i | 8w off Tx |
|  | 4 | 184 | 150 | 51 |
|  | NA | 300 | 542 | 595 |
|  | 0 | 187 | 263 | 35 |
|  | 38 | 583 | 363 | 9 |
|  | 3 | 220 | 20 | 44 |
|  | 0 | 234 | 288 | 48 |
| Mean | 9 | 285 | 271 | 130 |
| St Dev | 16 | 152 | 179 | 228 |
| 95% CI | (-11;29) | (125;444) | (83;459) | (-109;370) |

NA=Not available due to poor quality of the section. Mean±SD. 95% confidence intervals (CI) given in brackets.

**Table S3. Mean follicle width for all mice**

| **Follicle width (μm)** | | | | |
| --- | --- | --- | --- | --- |
|  | Healthy | AA | Systemic JAK1i | 8w off Tx |
|  | 24 | 32 | 28 | 36 |
|  | NA | 29 | 26 | 26 |
|  | NA | 31 | 29 | 38 |
|  | 28 | 28 | 25 | 31 |
|  | 20 | 33 | 26 | 35 |
|  | NA | 33 | 27 | 26 |
| Mean | 24 | 31 | 27 | 32 |
| St Dev | 3.8 | 1.9 | 1.4 | 5.1 |
| 95% CI | (-2.3;31) | (29;33) | (25;28) | (26;37) |

The follicle width is a result of the total measured circular area of all hypodermal follicles per mouse and the total number of follicles in the dermal fat layer. NA=Not available due to poor quality of the section or 0 follicles found.

**Table S4. Circulating cytokines in mouse plasma at 4 weeks**

| **Analyte levels (pg/mL) as measured by Luminex analysis** | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | IFN-γ | IL-1β | IL-6 | TNFα | IL-10 | IL-22 | IL-2 | IL-13 | IL-17A | IL-23 | IL-33 |
| Healthy | <1.0 | <1.9 | <0.8 | 2.4 (±0.4) | 1.5 (±0.3) | 7.9 (±1.2) | 4.5 (±1.0) | 27 (±4.7) | 24 (±6.4) | 712 (±428) | 294 (±328) |
| AA | 50 (±21) | 2.9 (±0.8) | 4.0 (±1.4) | 8.4 (±1.5) | 2.3 (±0.6) | 24 (±9.4) | 5.0 (±0.5) | 42 (±9.7) | 23 (±9.4) | 267 (±130) | 90 (±65) |
| Local  JAK1i | 42 (±14) | 2.4 (±0.5) | 2.8 (±NA) | 7.3 (±0.8) | 2.9 (±1.4) | 35 (±25) | 6.2 (±1.6) | 37 (±2.9) | 15 (±2.4) | 148 (±95) | 76 (±58) |
| Systemic  JAK1i | 49 (±21) | 2.0 (±NA) | 2.9 (±2.3) | 6.3 (±2.0) | 2.4 (±0.7) | 42 (±31) | 4.5 (±1.5) | 33 (±13) | 15 (±4.2) | 206 (±333) | 32 (±17) |

Mean±95% confidence intervals, n=6 per group, NA=not applicable since only one value within detection range.

**Table S5. Expression levels of selected CTL/IFN genes in skin expressed as fold change (log_2_) from AA**

| Gene | AA | Healthy | Systemic JAKi | 8w off Tx | Local JAK1i | Local JAK1i |
| --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  | (treated side) | (untreated side) |
| CD8a | 0.00 ± 0.52 | nv | -2.56 ± 0.24  (<0.001, n=6) | -0.32 ± 0.45  (0.97, n=6) | 1.06 ± 0.63  (0.245, n=6) | 1.02 ± 0.71  (0.80, n=6) |
| GZMB | 0.00* ± 0.55 | nv | nv | -0.81 ± 0.73  (0.099, n=3) | 0.93 ± 0.35  (0.45, n=5) | 0.77 ± 0.37  (0.64, n=5) |
| ICOS | 0.00* ± 0.15 | -0.36 ± 0.27  (0.36, n=4) | -1.05 ± 0.12  (0.0083, n=4) | -0.05 ± 0.09  (0.34, n=2) | 1.33 ± 0.18  (<0.001, n=4) | 1.06 ± 0.29  (0.0018, n=5) |
| CXCL9 | 1. ± 0.29 | -4.28 ± 0.49  (<0.001, n=6) | -3.83 ± 0.47  (<0.001, n=6) | -0.33 ± 0.73  (0.96, n=6) | 0.60 ± 0.50  (0.69, n=6) | 0.82 ± 0.65  (0.41, n=6) |
| CXCL10 | 1. ± 0.20 | -3.84 ± 0.43  (<0.001, n=6) | -3.28 ± 0.42  (<0.001, n=5) | -0.32 ± 0.61  (0.97, n=6) | 0.23 ± 0.49  (0.99, n=6) | -0.03 ± 0.74  (0.99, n=6) |
| CXCL11 | 1. ± 0.25 | 0.00 ± 0.32  (0.85, n=4) | -4.32 ± 0.36  (<0.001, n=5) | 0.43 ± 0.73  (0.93, n=6) | 0.06 ± 0.63  (0.99, n=6) | 0.08 ± 0.76  (0.99, n=6) |
| STAT1 | 0.00 ± 0.14 | -2.21 ± 0.28  (<0.001, n=6) | -2.29 ± 0.25  (<0.001, n=6) | -0.30 ± 0.28  (0.67, n=6) | 1.09 ± 0.29  (<0.001, n=6) | 1.07 ± 0.29  (<0.001, n=6) |
| MX1 | 1. ± 0.26 | -2.56 ± 0.19  (<0.001, n=6) | -3.71 ± 0.21  (<0.001, n=6) | -0.37 ± 0.41  (0.67, n=6) | 0.03 ± 0.38  (0.99, n=6) | 0.02 ± 0.41  (0.99, n=6) |
| Krt32 | 0.00 ± 0.20 | -3.25 ± 0.29  (<0.001, n=6) | -3.16 ± 0.13  (<0.001, n=6) | -1.44 ± 0.98  (0.062, n=6) | -0.81 ± 0.70  (0.49, n=6) | -0.64 ± 0.71  (0.70, n=6) |

Log2 fold change (calibr to AA) data. Mean±SEM. P-values in brackets (1-way ANOVA and Dunnett’s post hoc tests to determine statistical significance).

**Detailed M&M section**

***Pharmacokinetics and evaluation of compound exposures:*** Male C57/BL mice were obtained from Si Bei Fu and weighed approximately 20-30 grams (7-9 weeks) at the start of the pharmacokinetic study. Animals had free access to food and water during the course of the experiment. Dose formulations were prepared on the study day and were stirred at room temperature for at least 15 minutes prior dosing and during the administration event. Cmpd A, B and C were dosed at 0.5-1 mg/kg i.v. and 1-300 mg/kg p.o. The dorsal metatarsal vein was used for sampling and typically 0.02 mL blood was withdrawn. Blood was taken at 2, 5, 15, 45 min, 2, 4, 8, 24 hours post the i.v. dose and at 15, 30 min, 1, 2, 4, 8, 24 hours post the p.o. dose. Blood of each sample was transferred into plastic micro centrifuge tubes containing 2 μL of 1000 IU Heparin-Na anticoagulant. These tubes were then inverted several times and placed on wet ice prior to centrifugation at 10,000 rpm for 2 minutes at 4°C in order to collect plasma. Plasma samples were stored at -75±15°C prior analysis. Compound concentrations were analyzed using a LC-MS/MS method (see below).

Satellite PK animals were dosed similarly to the pharmacodynamic (PD) C3H/HeJ animals to produce a PK profile that was used to estimate the average compound exposure based on the occasional PD exposures measured. WinNonlin (PhoenixTM, version 6.1) was used for the pharmacokinetic calculations. Area under the concentration-time curve (AUC_0-tlast_) was estimated using the log-linear trapezoidal method similarly for the area under first moment curve (AUMC_0-tlast_). AUC_0-infinity_ = AUC_0-tlast_ + C_plasma_, t_last_/k, where k is the terminal slope from semi‐log graph of plasma conc. vs time, AUMC_0-infinity_ = AUMC_0-tlast_ + (C_plasma_, t_last_ x t)/k + C _plasma_, t_last_/k^2^. Clearance (CL) was calculated as dose/AUC_0-infinity_, where V_ss_ equals AUMC_0-infinity_ / AUC_0-infinity_ x CL. Effective T_1/2_ equals Ln2 x V_ss_/CL. Finally, %F was calculated as ratio of dose normalized AUC_0-infinity_’s from either administration route multiplied by 100%. %F = 100% x AUC_0-infinity, po_ / AUC_0-infinity, iv_ x IV Dose/PO Dose. The plasma concentrations obtained from the study C3H/HeJ animals were matched to the PK profile to give an estimate of the long-term exposure.

***Plasma and skin exposures of compound A, B, C & Tofacitinib:*** Plasma and skin samples were analyzed by liquid chromatography-tandem mass spectrometry (LC-MS/MS). An Agilent 1290 Infinity II binary LC pump was used with gradient elution using a flow rate at 0.5 ml/min. The mobile phase consisted of (A) 0.2 % formic acid in water and (B) 0.2 % formic acid in acetonitrile. Separation was performed on a 50 x 2.1 mm Poroshell 120 C18-Aq column with 2.7 μm fused core particles (Agilent Technologies Inc., Wilmington, DE, USA) using a linear gradient of 5-95 % B-phase in 1.5 minutes, held at 95 % for 1 minute and returned to initial conditions in one step. The front, containing salt and highly polar compounds, was diverted to waste and after 0.3 minutes the effluent entered the MS. Sample storage and injection was performed by an Agilent 1290 Infinity II Multisampler. Detection was performed by an Agilent 6490 triple quadrupole in multiple reactions monitoring (MRM) positive electrospray ionization mode. The mass transitions were for Compound A, B, C and Verapamil (Internal standard) 489.2 > 127.1, 416.3 > 396.3, 600.2 > 157.2 and 455.3 > 165.0, respectively. The calibration range for the compound was 0.1 nM - 1840 nM. Instrument control, data acquisition and data evaluation were controlled by the software Agilent MassHunter.

Before injection to the LC-MS/MS, 50 μL of plasma samples was protein precipitated in 96 deep well plates using a robot (Bravo, Agilent Technologies Inc., Wilmington, DE, USA) by addition of 180 μL acetonitrile containing an internal standard (Verapamil, 25nM). After vortexing, the samples were centrifuged for 20 minutes at 2900 g and 4 °C. 75 μL of the supernatant was transferred to a new plate and diluted with 75 μL of 0.2 % formic acid in water.
Skin samples were put in inert plastic bags and frozen in liquid Nitrogen. After pulverized by a pneumatic hammer (Covaris) the samples were transferred to 10 mL glass tubes and Ringer´s solution (1 mL) is added. The samples were ultrasonicated for 30 min and further extracted with Acetonitrile (3 mL containing internal standard). After vortexing, the samples were centrifuged for 20 minutes at 2900 g and 4 °C. 75 μL of the supernatant was transferred to a 96 well plate and diluted with 75 μL of 0.2 % formic acid in water.

***RNA extraction:*** Frozen 20 mg skin biopsies were transferred to 2 mL eppendorf tubes placed on dry ice, added 5 stainless steel beads of 3 mm ø and 750 μL cold QIAzol^®^ Lysis Reagent (QIAGEN Sciences, Maryland 20847, USA). The samples were mounted on a Mixer Mill Tissue Lyser (Retsch GmbH, Haan, Germany) and homogenized for 2 x 5 minutes at 30 Hz, then centrifuged for 1 minute at 6000g, added 150 μL CHCl_3_, vigorously shaken for 15 seconds and incubated for 3 minutes. After 15 minutes centrifugation at 6000g the aqueous RNA containing phase was transferred to a 96 deep well plate and mixed with an equal volume of 70 % Ethanol. The RNA-Ethanol precipitate was purified and DNase treated on a 6100 Nucleic Acid Prep Station (Applied Biosystems, Foster City, CA, USA). Total RNA was eluted in 100 μL Elution Buffer (Applied Biosystems, Foster City, CA, USA) and the concentrations were measured on the NanoDrop ND-1000 Spectrophotometer (Thermo Fischer Scientific, Wilmington, DE, USA) at 260 nm.

***cDNA synthesis:*** cDNA synthesis was performed using the High Capacity cDNA Reverse Transcription Kit from Life Technologies (Applied Biosystems, Foster City, CA, USA) according to the manufacturer´s instructions. The cDNA samples were diluted with RNase free water to 100 ng/µL, in a later (experiment) to 200 ng/µL.

***qPCR:*** qPCR was performed on a QuantStudio™ 7 Flex Real-Time PCR System (Applied Biosystems, Foster City, Ca, USA) using custom made Mouse Skin Heat Map TaqMan^®^ Array Micro Fluidic Cards (24 format) as described in the TaqMan^®^ Array Micro Fluidic Cards user guide by Applied Biosystems (ThermoFischer Scientific) with 100 to 200 ng cDNA template. The QuantStudio™ 7 Flex Real-Time PCR System Software was used for the analysis. All thresholds were set to 0.2 and C_T_ values from distorted curves as well as C_T_ values above 32 were excluded from the analysis. Gene expression was calculated using the 2^-ΔΔC^_T_ method. The target genes were normalized to a reference gene panel (GAPDH, β-Actin and HPRT) and the mean Fold Change was calculated using the normalized expression of the untreated group as calibrator. Results are expressed as log_2_ Fold Change to visualize up- as well as down regulations of gene expression.

***qPCR Results:*** Using the 2^-ΔΔC^_T_ method, the data are presented as the Fold Change in gene expression normalized to an endogenous reference gene and relative to a control group ^80^. Here, the geometrical mean C_T_ values from a panel of reference genes (GAPDH, β-Actin and HPRT) were used to normalize the expression of the target genes. The mean Fold Change was calculated using the normalized expression of the (untreated) AA group as the calibrator. For the different treatment groups, evaluation of 2^-ΔΔC^_T_ indicates the Fold Change in gene expression relative to the calibrator group. By definition, the Fold Change of the calibrator is one. In practice, the mean Fold Change will be very close to one. The variance in the mean Fold Change is a consequence of converting the results of an exponential process into a linear comparison of amounts as the standard errors (for the exponentials) are asymmetrically distributed relative to the group average value.

The gene expression results are shown as log_2_ Fold Change. With the calibrator group close to zero, up- or down regulation of the target genes are visualized as positive or negative values, making it easier to assess the size of, in particular, the down regulations.

***Synthesis of Compound B:*** General Synthetic Chemistry. All solvents and chemicals used were reagent grade unless otherwise noted. Anhydrous solvents THF and DCM were purchased from Sigma-Aldrich. Flash column chromatography was carried out using prepacked silica cartridges (from 12 g up to 330 g) and eluted using an ISCO Combiflash Rf system. 1H and 13C NMR spectra were recorded on either a Bruker Avance 300 MHz, a Bruker NEO 500 HMz, or a Bruker nano-AV3HD 400 MHz. 1H chemical shifts are reported in ppm relative to solvent peaks as the internal reference. Splitting patterns are indicated as follows: s, singlet; d, doublet; t, triplet; m, multiplet; br, broad peak. Products were characterized using a Waters ultraperformance liquid chromatography system fitted with both DAD and ELSD detectors and a Waters SQD mass spectrometer. Chromatography was performed using a Waters Acquity HSS T3, 1.8 µm, 2.1 x30 mm column with flow rate = 1 mL/min and a solvent gradient of 2 to 98% B over 1.5 minutes, where A = 0.1% formic acid in water and B = 0.1% formic acid in acetonitrile. Mass spec detection was ESI with positive/negative switching and cone voltage = 10 V. All compounds are >95% pure by ELSD detection.

**5-bromo-3-(2,5-dimethyl-1H-pyrrol-1-yl)-2-fluoropyridine.**

To a solution of hexane-2,5-dione (3.8 mL, 32.7 mmol) in toluene (200 mL) was added 5-bromo-2-fluoropyridin-3-amine (5.0 g, 26.2 mmol), *p*-TSA (0.06 g, 0.3 mmol), and heated to reflux under a Dean-Stark trap. After 2 h, the reaction was allowed to cool to room temperature, then diluted with ethyl acetate and washed with sat. NaHCO_3_ aq., water, and brine. The organic layer was taken, dried over sodium sulfate, filtered and evaporated under reduced pressure. The resultant residue was purified by column chromatography (silica, 15% ethyl acetate/hexanes) to yield the title compound as a yellow oil (6.8 g, 97%); ^1^H NMR (400 MHz, CDCl_3_) δ 8.33 (dd, 1 H), 7.82 (dd, 1 H), 5.94 (s, 2 H), 2.03 (s, 6 H). MS: Calc. for [M+H]^+^ *m/z* 269.0; Obs. 270.0.

**(1*S*,4*S*)-2-(5-(2,5-dimethyl-1H-pyrrol-1-yl)-6-fluoropyridin-3-yl)-5-methyl-2,5-diazabicyclo[2.2.1]heptane.**

To a solution of 5-bromo-3-(2,5-dimethyl-1H-pyrrol-1-yl)-2-fluoropyridine (5.0 g, 18.8 mmol) in 1,4-dioxane (120 mL) was added (1*S*,4*S*)-2-methyl-2,5-diazabicyclo[2.2.1]heptane dihydrobromide (5.1 g, 18.8 mmol), Pd_2_(dba)_3_ (0.9 g, 0.9 mmol), RuPhos (1.7 g, 3.7 mmol), and NaO*t*Bu (8.9 g, 93.0 mmol) and heated to 60 °C. After 45 min, the reaction mixture was filtered through filter agent with 1,4-dioxane. The filtrate was evaporated under reduced pressure, and the resultant residue purified by column chromatography (silica, 0 to 10% MeOH/ DCM) to yield the title compound as a brown gum (1.95 g, 35%); ^1^H NMR (400 MHz, DICHLOROMETHANE-*d2*) δ 7.52 - 7.47 (m, 1 H), 6.85 (dd, *J* = 8.03, 3.01 Hz, 1 H), 5.89 - 5.85 (m, 2 H), 4.14 (s, 1 H), 3.45 (s, 1 H), 3.40 (dd, *J* = 8.78, 2.26 Hz, 1 H), 3.22 (dd, *J* = 8.78, 1.25 Hz, 1 H), 2.82 (dd, *J* = 9.66, 2.13 Hz, 1 H), 2.67 (dd, *J* = 9.66, 1.38 Hz, 1 H), 2.32 (s, 3 H), 2.05 (s, 6 H), 1.86 (dt, *J* = 9.50, 1.10 Hz, 1 H); MS: Calc. for [M+H]^+^ *m/z* 301.1; Obs. 301.1.

**2-fluoro-5-((1*S*,4*S*)-5-methyl-2,5-diazabicyclo[2.2.1]heptan-2-yl)pyridin-3-amine.**

To a solution of (1*S*,4*S*)-2-(5-(2,5-dimethyl-1H-pyrrol-1-yl)-6-fluoropyridin-3-yl)-5-methyl-2,5-diazabicyclo[2.2.1]heptane (1.9 g, 6.5 mmol) in EtOH (90 mL) was added hydroxylamine hydrochloride (9.0 g, 130 mmol) and aqueous hydroxylamine (50%, 8.0 mL, 130 mmol). The mixture was heated to 90 °C. After 16 h, the solution was concentrated under reduced pressure, and the resultant residue triturated with 15% MeOH/DCM, and the solid collected by filtration and purified by column chromatography (silica gel, 0-10% MeOH/DCM) to yield the title compound as a yellow solid (0.91 g, 63%); ^1^H NMR (400 MHz, DMSO-*d6*) δ 6.63 (t, J = 2.89 Hz, 1 H), 6.39 (dd, J = 9.66, 2.64 Hz, 1 H), 5.14 (s, 2 H), 4.11 (s, 1 H), 3.37 (s, 1 H), 3.24 (dd, *J* = 8.78, 2.26 Hz, 1 H), 3.04 (d, *J* = 9.03 Hz, 1 H), 2.73 (dd, *J* = 9.29, 2.01 Hz, 1 H), 2.44 (dd, *J* = 9.54, 1.00 Hz, 1 H), 2.22 (s, 3 H), 1.86 - 1.78 (m, 1 H), 1.72 (m, 1 H); Calc. for [M+H]^+^ *m/z* 223.1; Obs. 223.3.

**N-(2-fluoro-5-((1*S*,4*S*)-5-methyl-2,5-diazabicyclo[2.2.1]heptan-2-yl)pyridin-3-yl)formamide.**

Acetic anhydride (2.9 mL, 31.5 mmol) was added to formic acid (5.1 mL, 134.9 mmol) and the resultant mixture stirred at room temperature. After 30 min, a solution of 2-fluoro-5-((1*S*,4*S*)-5-methyl-2,5-diazabicyclo[2.2.1]heptan-2-yl)pyridin-3-amine (2.0 g, 9.0 mmol) in THF (25 mL) was added, and the resultant reaction mixture stirred at room temperature. After 1 h, the reaction mixture was poured into 2M Na_2_CO_3_ aq. and the resultant mixture extracted with ethyl acetate (x6). The combined organics were dried over sodium sulfate, filtered and evaporated to afford the title compound as a beige solid (2.0 g, 95%); ^1^H NMR (400 MHz, DMSO-*d6*) δ 10.00 - 9.64 (m, 1 H), 8.24 - 8.57 (m, 1 H), 7.77 (br. s, 1 H), 7.21 (t, *J* = 2.76 Hz, 1 H), 4.24 (br. s, 1 H), 3.42 (s, 1 H), 3.31 (dd, *J* = 9.03, 2.26 Hz, 1 H), 3.15 (dd, *J* = 8.91, 0.88 Hz, 1 H), 2.78 (dd, *J* = 9.41, 2.13 Hz, 1 H), 2.53 - 2.50 (m, 1 H), 2.28 (s, 3 H), 1.88 (ddt, *J* = 9.38, 2.29, 1.32, 1.32 Hz, 1 H), 1.75 (dt, *J* = 9.47, 1.04 Hz, 1 H); Calc. for [M+H]^+^ *m/z* 251.1; Obs. 251.1.

**4-Chloro-N-(2-fluoro-5-((1*S*,4*S*)-5-methyl-2,5-diazabicyclo[2.2.1]heptan-2-yl)pyridin-3-yl)-5-methylpyrimidin-2-amine.**

NaH (0.67 g, 16.8 mmol, 60% oil dispersion) was added portionwise to a solution of N-(2-fluoro-5-((1*S*,4*S*)-5-methyl-2,5-diazabicyclo[2.2.1]heptan-2-yl)pyridin-3-yl)formamide (0.7 g, 2.8 mmol) in THF (20 mL) at 0 °C under a nitrogen atmosphere. The mixture was stirred for 10 minutes, then 4-chloro-5-methyl-2-(methylsulfonyl)pyrimidine (0.64 g, 3.1 mmol) was added, and the resultant reaction stirred at 40 °C. After 16 h, the resultant reaction mixture was cooled to 0 °C, and quenched with sat. NaHCO_3_ aq. (Caution - exothermic reaction), then organics were removed under reduced pressure. The resultant mixture was extracted with DCM (x3). The organic layers were combined, dried over sodium sulfate, filtered, and concentrated under reduced pressure. The resultant residue was purified by column chromatography (silica gel, 0-10% MeOH/DCM) to yield the title compound as an off-white solid (0.8 g, 83%); ^1^H NMR (300 MHz, DMSO-*d6*) δ 8.26 (s, 1 H), 8.23 (dd, *J* = 9.03, 3.01 Hz, 1 H), 7.24 (br. s., 1 H), 7.02 (t, *J* = 2.89 Hz, 1 H), 4.17 (s, 1 H), 3.45 (s, 1 H), 3.43 - 3.37 (m, 1 H), 3.28 (dd, *J* = 8.91, 1.13 Hz, 1 H), 2.88 (dd, *J* = 9.54, 2.01 Hz, 1 H), 2.65 (dd, J = 9.54, 1.25 Hz, 1 H), 2.33 (s, 3 H), 2.25 (s, 3 H), 2.01 – 1.94 (m, 1 H), 1.84 - 1.90 (m, 1 H); Calc. for [M+H]^+^ *m/z* 349.1; Obs. 349.1.

-

***tert*-butyl (2*E*)-2-methylbut-2-enoate**.

2-methylprop-1-ene (80 g, 1.4 M) was added to a Parr bomb reactor that had been cooled in a dry ice/acetone bath. After addition was complete, (*E*)-2-methylbut-2-enoic acid (20 g, 0.2 M) and sulfuric acid (1g, 10.2 mmol) were added and the was reaction sealed. The reaction was allowed to warm to room temperature under mechanical stirring (19 PSI). The reaction was stirred at room temperature for 4 days, then the reactor was cooled in a dry ice/acetone bath for 1 hour (0 PSI). The reactor was removed from the dry ice/acetone bath, and the valve was opened and reaction allowed to warm to room temperature. After 2 hours, the reaction vessel was flushed with nitrogen, and then opened. The resultant residue was dissolved in ether, and washed with 10% NaHCO_3_ aq. (x2). The organic layer was taken, diluted with hexane, and washed with 10% NaHCO_3_ aq. and brine. The organic layer was taken dried over sodium sulfate, filtered and evaporated to yield the title compound as a yellow oil (31 g, 100 %). ^1^H NMR (300 MHz, DICHLOROMETHANE-*d2*) δ 6.81 - 6.56 (m, 1H), 1.84 - 1.73 (m, 6H), 1.48 (s, 9H).

***tert*-butyl (2*S*,3*R*)-3-{benzyl[(1*R*)-1-phenylethyl]amino}-2-methylbutanoate**

*n*-butyllithium (38.4 ml, 96.0 mmol) was added dropwise to a solution of (*R*)-N-benzyl-1-phenylethanamine ( 21.6 g, 0.1 mol) in toluene (128 mL) at 0 °C under nitrogen. After addition was complete, the reaction mixture was stirred for 15 minutes at 0 °C, and then cooled to -78 °C. After, *tert*-butyl (2*E*)-2-methylbut-2-enoate (10 g, 64.0 mmol) in toluene (64 mL) was added dropwise, while maintaining internal temperature below -70 °C. The reaction mixture was stirred at -78 °C for 1 hour, and then warmed to -30 °C for 2 hours. The reaction mixture was subsequently cooled to -78 °C, and diluted with THF (640 mL) which had been pre-cooled to -78 °C. The resultant reaction mixture was allowed to and stirred at to -78 °C. After 30 minutes, a solution of 2,6-di-*tert*-butylphenol (39.6 g, 0.2 mol) in THF (64 mL) was added dropwise and the resultant reaction mixture was allowed to warm to room temperature. After 16 h, the reaction was evaporated to dryness and the resultant residue was purified by column chromatography (silica, hexanes 0-10% ethyl acetate/hexanes) to yield the title compound as a yellow oil (17 g, 72 %). ^1^H NMR (300 MHz, DICHLOROMETHANE-*d2*) δ 7.56 - 6.97 (m, 1H), 4.08 - 3.91 (m, 1H), 3.60 - 3.89 (m, 2H), 2.88 (dq, *J* = 9.8, 6.6 Hz, 1H), 2.28 (br dd, *J* = 9.8, 6.8 Hz, 1H), 1.48 - 1.37 (m, 12H), 1.17 - 1.12 (m, 2H), 0.83 (d, J = 7.0 Hz, 3H). Calc. for [M+H]^+^ *m/z* 368.3; Obs. 368.3.

**(2*S*,3*R*)-3-{benzyl[(1*R*)-1-phenylethyl]amino}-2-methylbutan-1-ol.**

LiAlH_4_ (2M in THF, 46.3 mL, 92.5 mmol) was added dropwise to a solution of *tert*-butyl (2*S*,3*R*)-3-{benzyl[(1*R*)-1-phenylethyl]amino}-2-methylbutanoate (17 g, 46.2 mmol) in THF (46.3 ml) at 0 °C under a nitrogen atmosphere. The resultant reaction mixture was allowed to warn to room temp overnight. Sodium hydroxide (2 M, 45 mL) was added dropwise to the reaction mixture with stirring. After 2 h, the reaction mixture was filtered through filter agent, and the filter cake was washed with ether (x4). The organics were combined, washed with water (x2) and brine, then dried over sodium sulfate, filtered and evaporated to yield the title compound as a viscous orange oil (14.1 g, 100%). ^1^H NMR (300 MHz, DICHLOROMETHANE-*d2*) δ 7.49 - 7.15 (m, 10H), 4.13 – 3.96 (m, 1H), 3.94 - 3.83 (m, 1H), 3.80 - 3.68 (m, 2H), 3.46 - 3.32 (m, 1H), 3.19 (br d, *J* = 10.0 Hz, 1H), 2.99 - 2.84 (m, 1H), 1.86 (dt, *J* = 6.8, 3.2 Hz, 1H), 1.44 (d, *J* = 7.0 Hz, 3H), 1.23 - 1.19 (m, 3H), 0.87 (d, *J* = 7.0 Hz, 3H). Calc. for [M+H]^+^ *m/z* 298.4; Obs. 298.3.

**(2*S*,3*R*)-3-amino-2-methylbutan-1-ol HCl.**

(2*S*,3*R*)-3-{benzyl[(1*R*)-1-phenylethyl]amino}-2-methylbutan-1-ol (9.2 g, 30.9 mmol) was dissolved in MeOH (100 mL) and acetic acid (1.3 mL, 23.2 mmol) and palladium hydroxide on carbon (4.3 g, 30.6 mmol) were added. The resultant reaction mixture was sealed under a hydrogen atmosphere (balloon), and the reaction was stirred at room temperature. After 3 hours, the reaction mixture was filtered through filter agent, and the filter cake was washed with methanol. The filtrate was acidified with methanolic HCl (1 M, 50 mL), and evaporated to dryness to yield the title compound as a white solid (4.0 g, 93%). ^1^H NMR (300 MHz, METHANOL-*d4*) δ 3.76 (br dd, *J* = 8.3, 2.8 Hz, 2H), 3.46 - 3.36 (m, 1H), 1.98 (br dd, *J* = 4.1, 2.8 Hz, 1H), 1.34 (d, *J* = 6.8 Hz, 3H), 0.99 (d, *J* = 7.2 Hz, 3H).

**(2*S*,3*R*)-3-{[2-({2-fluoro-5-[(1*S*,4*S*)-5-methyl-2,5-diazabicyclo[2.2.1]heptan-2-yl]pyridin-3-yl}amino)-5-methylpyrimidin-4-yl]amino}-2-methylbutan-1-ol (Compound B).**

(2*S*,3*R*)-3-amino-2-methylbutan-1-ol HCl (0.24 g, 1.7 mmol) was added to a solution of 4-chloro-N-(2-fluoro-5-((1*S*,4*S*)-5-methyl-2,5-diazabicyclo[2.2.1]heptan-2-yl)pyridin-3-yl)-5-methylpyrimidin-2-amine (0.3g, 0.9 mmol) and *N*-ethyl-*N*-isopropylpropan-2-amine (0.45 mL, 2.6 mmol) in *n*-butanol (3 mL). The resulting reaction mixture was sealed and heated in a microwave reactor to 140 °C. After 3 hours, the reaction was cooled to room temperature, filtered and evaporated. The resultant residue was purified by reverse phase preparative HPLC (column Info: CSH C18 4.6mm x 50mm 5μm, mobile phase A: water/TFA: 0.1%, mobile phase B: methanol. Gradient 10 to 40%B over 5 min. Flow rate: 1 mL/min) to yield a gummy solid. The solid was added to sat. K_2_CO_3_ aq. and extracted with ethyl acetate (x3). The organic layers were combined, dried over sodium sulfate, filtered and evaporated to yield compound B (0.13 g, 35%). ^1^H NMR (500MHz, DMSO-*d6*) δ 7.96 - 7.92 (m, 2H), 7.70 - 7.63 (m, 1H), 7.02 (t, *J* = 2.4 Hz, 1H), 6.49 - 6.41 (m, 1H), 5.15 - 4.66 (m, 1H), 4.23 (br s, 2H), 3.47 (br d, *J* = 3.7 Hz, 2H), 3.32 - 3.28 (m, 2H), 3.18 - 3.13 (m, 1H), 2.77 (br d, *J* = 1.5 Hz, 1H), 2.48 (s, 1H), 2.25 (s, 3H), 1.91 (s, 3H), 1.89 - 1.83 (m, 2H), 1.80 - 1.74 (m, 1H), 1.15 (d, *J* = 6.7 Hz, 3H), 0.86 (d, *J* = 6.9 Hz, 3H). Calc. for [M+H]^+^ *m/z* 416.2; Obs. 416.2. ee: >99% determined by HPLC (column Info: Chiralpak IC 4.6 x 250 mm, 5 µm, mobile phase A: hexane/ 0.1% diethylamine, mobile phase B: 1:1 methanol : ethanol/ 0.1% diethylamine, isocratic 20 % B, flow rate: 1 mL/min).

**REFERENCES**

1. Wong P, Pamer EG. Disparate in vitro and in vivo requirements for IL-2 during antigen-independent CD8 T cell expansion. J Immunol. 2004;172(4):2171-6.

2. Livak KJ, Schmittgen TD. Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) Method. Methods. 2001;25(4):402-8.

How the deposited data were processed for this re-analysis (not part of the article)

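RNA of 24 whole skin samples from C3H/HeJ mice was measured by RNA sequencing, 6 libraries for each of healthy, AA, systemic JAK1i and 8w off treatment. The authors' count per gene is the deposited featureCounts output, whole numbers over 39017 Ensembl gene IDs, and the authors' deposited TPM table covers the same gene IDs. Of these IDs 37607 have a symbol in GENCODE M21, the GRCm38 annotation used here for names and positions, and 1410 have none. Each table also holds 6 columns that match no sample of the series, and these were left out. The human CD8 T cell RNA-seq, the qPCR, the flow cytometry and the work with Cmpd B and Cmpd C were not analysed here.

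R 4.3.3 was used with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by filterByExpr with a minimum count of 10, normalized by TMM and fitted with glmQLFit in 1 design of the 4 groups, with 6 comparisons tested by glmQLFTest and adjusted by Benjamini-Hochberg over all genes kept. Log2 CPM for distances, lists and scores used a prior count of 2. The study thresholds are FDR < 0.001 with a change of more than 4-fold, and a single gene was called at an adjusted p below 0.05. The standard error of a log2 fold change comes from the same negative binomial fit, and a group of libraries at 0 was set to a floor of 3 counts over the group for an "at least" fold, with 95% counting intervals where a group has 1 to 3 counts. Counting intervals cover the error of counting only and not the spread between mice. The 47 gene lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, adjusted over all lists within a comparison. ALADIN scores are mean z-scores against the healthy mean and SD of log2 CPM, tested by exact permutation of the 12 libraries, whose smallest p is 0.00216.

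The share of the AA change left under systemic JAK1i is the median over genes of (systemic JAK1i - healthy)/(AA - healthy). The plan was to pick genes on replicates A to C and measure on D to F, then the reverse, and to average. As no gene was picked on A to C, the value rests on genes picked on D to F and measured in all 6 systemic JAK1i libraries against healthy and AA libraries A to C. Similarity of the 2 disease profiles was set beside 20 simulated pairs of unchanged groups and beside split controls. For the correlation of group means the top 10% of genes by interquartile range of normalized counts were used, as in the paper. The replicate letters were checked for pairing and were not used as a block in the values given at the paper's sentences.

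Alternatives set before the data were examined were RLE (the size factors of DESeq2) and upper-quartile normalization, no filter on low counts, a filter of at least 20 counts in 6 libraries, replicate letter as a block, a fit of only the 2 groups compared, DESeq2, limma-voom with quality weights, limma on log2 TPM with a pseudocount of 0.1 or 1 and with no filter, a prior count of 0.5, and leaving out each library in turn. Added after the data were seen were TPM centred on the median of each library, leaving out off-treatment libraries A and E, leaving out healthy libraries A and E, and the mean of the skeletal muscle list as a covariate.

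The genes named are, for each comparison, the 10 largest rises and falls among genes past the study thresholds with fully separated libraries and a mean log2 CPM of at least 1, every gene the paper names for the mouse RNA-seq in its text, Table S5, Figure S2 or the volcano plots, and for each list described the 2 members with the smallest adjusted p and the 2 with the highest mean CPM. Not all of these are named, in part for length and for shared sequence. Named outside that rule, after their values were seen, were Hoxa9, Hoxa10, Hoxb9, Hoxc9, Hoxc10, Gm12185, F830016B08Rik, Gm4841, Krt24 and Wnt16 in systemic JAK1i against healthy, Hoxa9 and Hoxa10 in systemic JAK1i against AA, and Cd3e, Cd4, Cd200, Tgfb1, Itgae and Per3 in AA against healthy.

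The steps were tested on simulated counts with the depth and spread of these libraries for AA against healthy, with 1.000 as the slope of fitted on true log2 fold change and 95.5% of true values within 2 standard errors. Of genes changed 8-fold, 98.5% were called at FDR 0.05. None of the rates is split by expression level, so they cannot speak for genes with few counts. At the study thresholds 46.3% of genes changed 4-fold and 97.0% of those changed 8-fold passed, and 6.09% of the calls at FDR 0.05 were unchanged genes. With no change put in between 8w off treatment and AA, 0 genes were called at FDR 0.05. A share of 20% left was recovered as 19.9%, and a covariance of 0.0572 as 0.0530 with split controls. Of 10 changed lists camera with the preset correlation, camera with an estimated correlation and fry each called 10, and of 40 unchanged lists they called 0, 0 and 1. In the real data 158 list calls ended with an estimated correlation, a gap that the simulated lists do not show. They therefore cannot decide which correlation suits the real lists.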

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

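The tests on the off-treatment libraries A and E and on the clock genes below were chosen after those results were seen, and the test on body site was written before its value was seen. Of 217 groups of 6 libraries, 17 had 1 library far from the other 5 by Dixon's test, and chance gives about 1 in 20 groups, so most of these single values carry little weight. The total count was high in AA A (8472874) and systemic JAK1i D (11233020) and low in 8w off treatment A (3444193). Healthy B was low in the ALADIN IFN score (-1.51), in the mean of its genes (-0.93 log2 relative to the healthy mean) and in immune privilege genes (-0.29), and high in neutrophil genes (1.34) and stress keratins (2.16). Mitochondrial mRNAs were low in healthy D (-2.91), AA C (-3.08) and 8w off treatment F (-3.17). Single libraries apart were also systemic JAK1i A in MHC I genes (0.38), systemic JAK1i B in NKG2D ligands (0.34) and ribosomal protein genes (-0.0164), 8w off treatment B in eosinophil genes (-0.47), 8w off treatment D in stress keratins (0.49) and healthy F in red blood cell genes (1.98).

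Between groups, signals in genes that the paper does not discuss were lower medians in AA skin of mast cell genes (median log2 fold change -2.10), adipocyte genes (-1.46) and clock genes (-0.88), and a higher one of the Hox genes of groups 9 to 13 in systemic JAK1i against healthy skin (2.03).

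In 8w off treatment libraries A and E hair keratin genes lay near healthy levels. A wrong label would need interferon-stimulated genes at the level of healthy or treated skin, and the lower of these 2 libraries stood 0.85 log2 above the highest of those 12. Dilution by other tissue would lower basal keratinocyte genes alike, and these were 0.44 higher in the 2 libraries than in the other 4, against a difference of -5.86 in hair shaft keratins. Skeletal muscle genes were the highest of the group in these 2 libraries (2.90 and 3.04, against 0.73 to 2.49), so they may hold more muscle, though without the lower basal keratinocyte genes that dilution would bring, and RNA quality was not tested. Follicles outside the growth phase may explain it, as anagen genes of the other 4 libraries began 1.39 above the higher of the 2, and Lef1 1.91 and Shh 0.12 above. Bulge and telogen genes, which rest would raise, were lower in both (-0.99 and -1.22 relative to healthy) than in each of the other 4 (-0.69 to -0.30). That goes against rest, while stages between growth and rest were not tested. By the paper's hair scores each mouse off treatment had more hair at the end than any AA mouse, and the scores differed widely. The paper's follicle counts off treatment lay below those of every AA mouse, except in a single mouse. Which of these mice gave libraries A and E is not known, so this stays open.

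Of the clock genes, 1 higher and 8 lower of 13 passed in AA against healthy skin (1 and 8 adjusted over the list alone, adjusted p = 0.12 with an estimated correlation), with Per3, Nr1d1 and Tef at -1.25 ± 0.21, -1.31 ± 0.18 and -1.43 ± 0.20. Sampling at another time of day would move Arntl, Npas2, Clock and Cry1 the opposite way, and their median was -0.21 with members on both sides of 0, where the Per, Nr1d, Dbp, Tef and Ciart genes had -1.19, so a difference in time of day could be neither shown nor excluded. The 2 sets did move apart, as another hour of sampling would bring, in systemic JAK1i against AA (-0.33 and 1.63) and healthy (-0.27 and 0.55) and in 8w off treatment against AA (-0.47 and 1.38) and healthy (-0.69 and 0.32), but not in 8w off treatment against systemic JAK1i (-0.45 and -0.21), so the hour stays open for these comparisons too. Inflammation driven by interferon would lower clock genes again off treatment, where interferon-stimulated genes stood at 0.92 of their AA change. The clock change there was -0.17 times that of AA skin. It rests on a clock median of 0.151 off treatment against healthy. That median was -0.894 with uncentred TPM (pseudocount 0.1) and -0.103 with centred TPM, so the sign depends on the scaling. The hour stays open for that comparison and could hide such a fall, so the test cannot decide on interferon. A condition that a value must also lie beyond its spread was added after these values were seen, which moved the verdict on time of day from excluded to open. By that condition alone interferon would stay excluded on the TMM-normalized counts, but it takes no account of the hour or of other scalings.

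Hoxc10 was higher in systemic JAK1i than in healthy skin. Skin from further back on the body would raise other posterior Hox genes, and 5 of these had a median log2 fold change of 2.03 with 4 called higher, where 19 anterior ones had 0.14 with 1 called, which is consistent with a different biopsy site. With muscle content as a covariate Hoxc10 stood at 5.61 and with counts thinned to the smallest library at 6.23, so neither muscle nor depth accounts for it. The same Hox genes had 1.92 in systemic JAK1i against AA and -2.26 in 8w off treatment against systemic JAK1i, in the same mice by the paper's account, but there the anterior genes moved too (0.70 with 11 higher and 2 lower, and -0.38 with 2 higher and 7 lower), so the contrast is less clear. Biopsy site therefore stays an open alternative to treatment for any gene that varies along the body, in each comparison with systemic JAK1i.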

How the results depend on the processing

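RLE and upper-quartile normalization kept all 12 counts of genes within 1.5 times. The AA against healthy count at FDR 0.05 was 6617 with the upper quartile, split 2835 higher and 3782 lower. The values below moved by more, and the cause was not tested except where given. TPM shifts the median of all genes by -0.29 for AA against healthy, 0.66 for systemic JAK1i against AA, 0.34 for systemic JAK1i against healthy, -0.81, -0.52 and -1.18 for 8w off treatment against healthy, AA and systemic JAK1i, as 6 short noncoding RNAs hold a median of 47.5%, 54.0%, 35.0% and 69.1% of TPM in healthy, AA, systemic JAK1i and 8w off treatment skin. Of single genes named in the text, none changed sign except under these TPM fits, where the log2 fold changes with pseudocount 0.1, pseudocount 1 and no filter were opposite and not called for B2m in systemic JAK1i against AA (0.171, 0.171 and 0.171), Stat3 in systemic JAK1i against AA (0.0347, 0.0322 and 0.0347), H2-Q10 in systemic JAK1i against healthy (0.0467, 0.0353 and 0.0467), Jak3 in 8w off treatment against healthy (-0.253, -0.161 and -0.253), Stat3 in 8w off treatment against healthy (-0.308, -0.299 and -0.308), Socs5 in AA against healthy (-0.00827, -0.00132 and -0.00827). With each library centred on its median no gene changed sign, 17 calls were lost and 1 gained of 239, while DESeq2 lost none and RLE changed none. Uncentred TPM also turned the sign of some list medians, as for interferon-stimulated genes in systemic JAK1i against healthy. Calls ended for 20 gene results without healthy A and E, 15 gene results with the muscle covariate, 12 gene results with the letter as a block, 8 gene results with limma-voom, 8 gene results in fits of 2 groups, 5 gene results with no count filter, 47 gene results with TPM and pseudocount 0.1, 42 gene results with TPM and pseudocount 1 and 69 with TPM and no filter, and 118 times on leaving out 1 library, where 2971 results stayed as they were. With TPM and pseudocount 0.1, at the study thresholds 189 for AA against healthy, 1 for systemic JAK1i against healthy, 219 for 8w off treatment against healthy, 2 for 8w off treatment against AA, 801 for 8w off treatment against systemic JAK1i, and at FDR 0.05 2138 (556 higher, 1582 lower) for AA against healthy, 66 (62 higher, 4 lower) for systemic JAK1i against healthy, 12172 (326 higher, 11846 lower) for 8w off treatment against healthy, 725 (10 higher, 715 lower) for 8w off treatment against AA, 15866 (209 higher, 15657 lower) for 8w off treatment against systemic JAK1i. With TPM and pseudocount 1, at the study thresholds 162 for AA against healthy, 258 for systemic JAK1i against AA, 0 for systemic JAK1i against healthy, 75 for 8w off treatment against healthy, 2 for 8w off treatment against AA, and at FDR 0.05 2411 (600 higher, 1811 lower) for AA against healthy, 275 (270 higher, 5 lower) for systemic JAK1i against healthy, 12027 (320 higher, 11707 lower) for 8w off treatment against healthy, 665 (5 higher, 660 lower) for 8w off treatment against AA, 16114 (253 higher, 15861 lower) for 8w off treatment against systemic JAK1i. With TPM and no filter, at the study thresholds 174 for AA against healthy, 210 for 8w off treatment against healthy, 2 for 8w off treatment against AA, 827 for 8w off treatment against systemic JAK1i, and at FDR 0.05 2459 (677 higher, 1782 lower) for AA against healthy, 66 (63 higher, 3 lower) for systemic JAK1i against healthy, 12593 (374 higher, 12219 lower) for 8w off treatment against healthy, 384 (6 higher, 378 lower) for 8w off treatment against AA, 18597 (256 higher, 18341 lower) for 8w off treatment against systemic JAK1i. With TPM centred per library, at the study thresholds 334 for AA against healthy, 409 for systemic JAK1i against AA, 0 for systemic JAK1i against healthy, 126 for 8w off treatment against healthy, 2 for 8w off treatment against AA, 163 for 8w off treatment against systemic JAK1i, and at FDR 0.05 82 for systemic JAK1i against healthy. On leaving out healthy A and E, at the study thresholds 362 for AA against healthy, 140 for 8w off treatment against healthy, and at FDR 0.05 12 for systemic JAK1i against healthy. With the stricter count filter, at the study thresholds 1 for systemic JAK1i against healthy. With DESeq2, at the study thresholds 29 for systemic JAK1i against healthy, 13 for 8w off treatment against AA, and at FDR 0.05 551 for systemic JAK1i against healthy, 603 for 8w off treatment against AA. With limma-voom, at the study thresholds 18 for systemic JAK1i against healthy, 1 for 8w off treatment against AA, and at FDR 0.05 1978 for systemic JAK1i against healthy. With no count filter, at FDR 0.05 105 for systemic JAK1i against healthy, 111 for 8w off treatment against AA. With a fit of only the 2 groups compared, at FDR 0.05 286 for systemic JAK1i against healthy, 18 for 8w off treatment against AA, and at the study thresholds 120 for 8w off treatment against healthy, 0 for 8w off treatment against AA, 215 for 8w off treatment against systemic JAK1i. With the muscle covariate, at FDR 0.05 50 for systemic JAK1i against healthy, and at the study thresholds 1 for 8w off treatment against AA. On leaving out off-treatment A and E, at the study thresholds 1 for 8w off treatment against AA, and at FDR 0.05 122 for 8w off treatment against AA. Leaving out 1 library at a time gave 2 to 4 for systemic JAK1i against healthy at the study thresholds, 49 to 704 for systemic JAK1i against healthy at FDR 0.05, 1 to 4 for 8w off treatment against AA at the study thresholds, 68 to 493 for 8w off treatment against AA at FDR 0.05, and the other counts of genes moved by less than 1.5 times. Depth limits genes close to absent from healthy skin, such as Ifng with 2 counts and Hoxc10 with 1 over 6 libraries. The share of the AA change left was 8.45% when genes were picked and measured on all 6 libraries. The covariance of the disease profiles was 2.20 over genes past FDR 0.05, which holds changed genes by construction. The healthy and systemic JAK1i correlation was 0.985 over all genes and 0.930 with genes picked on log2 CPM. ALADIN CTL was 4.68 in AA and 4.08 off treatment with a prior count of 0.5 and 3.27 off treatment on TPM, where ALADIN IFN was 5.21 in AA, 1.38 in systemic JAK1i and 3.51 off treatment. Of 160 list calls with the preset correlation 2 hold with an estimated one, for NK and dendritic epidermal T cell genes in systemic JAK1i against healthy and clock genes in 8w off treatment against AA. Of 282 list results RLE kept 282, fry 226 (with 17 gained and 39 lost) and the fits of 2 groups 257 (10 and 15). Whether the letters mark mice shared between systemic JAK1i and 8w off treatment is not known, and correlations of same-letter libraries ran from -0.22 to 0.38. As a block they gave 104 for systemic JAK1i against healthy at FDR 0.05, 2 for 8w off treatment against AA at the study thresholds, 110 for 8w off treatment against systemic JAK1i at the study thresholds on those 12 libraries, and 277 of the list results as before (4 gained, 1 lost).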

Differences from the paper's values

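The paper's Table S5 gives qPCR log2 fold changes from AA with an SEM, and the values here are RNA-seq log2 fold changes from AA of the same groups, so the methods of measurement differ. Of the 21 such values compared, 10 lie within the larger of the paper's SEM and the SD of the libraries here and 11 do not or have the opposite sign. These are the 11. Icos in healthy: -1.22 here and -0.36 ± 0.27 in the paper, within the error under TPM with no filter (-0.57) and not under the other 8. Icos in 8w off treatment: -0.66 here and -0.05 ± 0.09 in the paper, beyond it under all 9 alternatives. Cxcl9 in 8w off treatment: 0.10 here and -0.33 ± 0.73 in the paper, a gap within the error but of opposite sign, with the same sign under replicate letter as a block (-0.03), limma-voom (-0.15), TPM with pseudocount 0.1 (-0.78), TPM with pseudocount 1 (-0.67), TPM with no filter (-0.78) and the opposite under the other 6. Cxcl10 in healthy: -3.13 here and -3.84 ± 0.43 in the paper, beyond it under all 11 alternatives. Cxcl10 in 8w off treatment: 0.19 here and -0.32 ± 0.61 in the paper, a gap within the error but of opposite sign, with the same sign under TPM with pseudocount 0.1 (-0.50), TPM with pseudocount 1 (-0.44), TPM with no filter (-0.50) and the opposite under the other 8. Cxcl11 in healthy: -3.29 here and 0.00 ± 0.32 in the paper, beyond it under all 11 alternatives. Cxcl11 in systemic JAK1i: -2.89 here and -4.32 ± 0.36 in the paper, beyond it under all 11 alternatives. Mx1 in healthy: -3.31 here and -2.56 ± 0.19 in the paper, beyond it under all 11 alternatives. Mx1 in systemic JAK1i: -4.56 here and -3.71 ± 0.21 in the paper, beyond it under all 11 alternatives. Krt32 in healthy: -4.46 here and -3.25 ± 0.29 in the paper, within the error under TPM with pseudocount 0.1 (-3.10), TPM with no filter (-3.10) and not under the other 9. Krt32 in systemic JAK1i: -4.05 here and -3.16 ± 0.13 in the paper, beyond it under all 11 alternatives. The paper's Cxcl11 value in healthy skin comes from 4 mice, and whether it is a detection limit or a misprint is not known. Fewer than 6 mice also underlie the paper's Icos values in healthy and 8w off treatment skin and its Cxcl11 value in systemic JAK1i skin. Under TPM the median of all genes moves too. The alternatives are those set before the data were examined. Each of these genes but Cxcl11 in healthy skin, and Cxcl9 and Cxcl10 off treatment, has the same sign in both.

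All 43 values compared that were read by eye from Figure S2, the fold change plot of JAK, STAT and SOCS genes, lie within the error, and so do the mean depth and the number of most variable genes in the paper's text.

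In direction, the paper states that processes of the hair follicle such as the hair cycle and keratinocyte differentiation were suppressed in AA skin. Here the hair shaft keratin, inner root sheath and anagen lists had medians of 5.86, 5.71 and 2.09 in AA against healthy, all higher. Bulge and telogen genes were lower (-1.00). The list of epidermal differentiation genes had 0.18, but -0.0907 with uncentred TPM (pseudocount 0.1) and 0.192 with centred TPM. The direction of that list is therefore not settled. The legend to the pathway figure speaks of pathways activated in AA without naming these processes. It gives a cutoff on negative log2 fold changes only, so the direction of its comparison is uncertain. The paper's qPCR of Krt32 is lower in healthy than in AA skin (the paper's -3.25), as here. From tissue sections the paper states that growing follicles were as frequent after 4 weeks of systemic treatment as before it, and here the anagen list had a median of -1.98 in systemic JAK1i against AA and -0.08 against healthy. It also states that 8 weeks off treatment the number of growing follicles was back to normal, and here the anagen list had a median of 1.97 against healthy, with 21 higher and 0 lower of 23 past edgeR's test, and was lower in libraries A and E. The paper's own follicle counts off treatment have a higher mean than in healthy mice, and a single mouse lies far above the rest. By the paper's methods the sections and libraries of treated skin come from different mice. Those off treatment come from the same group of mice. The paper states that the genes it names were mostly brought back to healthy levels, and of its 14 genes 14 fell and none passed against healthy here, which does not show them to be at healthy levels.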

Other observations

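Cells and structures that the paper does not discuss moved in AA skin as well. Mast cell genes fell, 0 higher and 8 lower of 9 (0 and 8 adjusted over the list alone, adjusted p = 0.12 with an estimated correlation). The granule protease genes Cpa3 and Mcpt4 had log2 fold changes of -2.40 ± 0.35 and -2.24 ± 0.31 (edgeR's quasi-likelihood test, adjusted p = 2.2e-05 and 9.5e-06). Mast cell genes rose under systemic JAK1i (8 higher and 0 lower of 9 against AA, 8 and 0 adjusted over the list alone, adjusted p = 0.20 with an estimated correlation). Against healthy their median was -0.461, with 0 of 9 past edgeR's test (0 higher and 2 lower at unadjusted p < 0.05, 0 and 0 by DESeq2, 1 and 2 by limma-voom). Adipocyte genes fell, 0 higher and 11 lower of 14 (0 and 11 adjusted over the list alone, adjusted p = 0.35 with an estimated correlation), with Adipoq, the adiponectin gene, at -2.50 ± 0.42 (edgeR adjusted p = 9.7e-05), and rose under systemic JAK1i, 14 higher and 0 lower of 14 (14 and 0 adjusted over the list alone, adjusted p = 0.22 with an estimated correlation). Sebaceous gland genes had 2 higher and 7 lower of 14 in AA (2 and 8 adjusted over the list alone, adjusted p = 0.44 with an estimated correlation), with Scd1 at -1.63 ± 0.35, and 12 higher and 1 lower of 14 under treatment (12 and 1 adjusted over the list alone, adjusted p = 0.25 with an estimated correlation). Endothelial genes had 1 higher and 7 lower of 8 (1 and 7 adjusted over the list alone, adjusted p = 0.12 with an estimated correlation), where Emcn and Pecam1 fell by log2 fold changes of -2.18 ± 0.24 and -1.25 ± 0.18 and Flt1 rose by 1.44 ± 0.28 (edgeR adjusted p at most 3.8e-04). Schwann cell genes had 0 higher and 7 lower of 7 (0 and 7 adjusted over the list alone, adjusted p = 0.12 with an estimated correlation), with Mbp at -0.81 ± 0.10, and smooth muscle genes 0 higher and 5 lower of 7 (0 and 5 adjusted over the list alone, adjusted p = 0.26 with an estimated correlation), with Myh11 at -1.86 ± 0.26 and Acta2, which did not pass, at -0.38 ± 0.23.

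Dermal fibroblast genes had 0 higher and 4 lower of 14 (0 and 4 adjusted over the list alone), with the matrix genes Dcn and Lum down by log2 fold changes of -1.38 ± 0.27 and -1.45 ± 0.36 (edgeR adjusted p = 3.7e-04 and 0.0030) and Col1a1 not past the test (0.04 ± 0.26). Zinc transporter and metallothionein genes had 12 higher and 3 lower of 18 (12 and 3 adjusted over the list alone, adjusted p = 0.15 with an estimated correlation), with Slc39a6 and Slc30a1 at 1.27 ± 0.15 and 1.63 ± 0.26 in AA and -1.44 ± 0.15 and -1.67 ± 0.26 in systemic JAK1i against AA (edgeR adjusted p at most 5.5e-05). Immediate early genes had 6 higher and 0 lower of 14 (6 and 0 adjusted over the list alone, adjusted p = 0.50 with an estimated correlation), red blood cell genes 1 higher and 2 lower of 5 (1 and 3 adjusted over the list alone) and cytosolic ribosomal protein genes 1 higher and 25 lower of 76 (1 and 25 adjusted over the list alone, adjusted p = 0.65 with an estimated correlation, median -0.16). Skeletal muscle genes had 0 of 15 past edgeR's test (0 higher and 0 lower at unadjusted p < 0.05, 0 and 0 by DESeq2, 1 and 0 by limma-voom) and mitochondrial mRNAs 0 of 13 (0 higher and 1 lower at unadjusted p < 0.05, 0 and 0 by DESeq2, 0 and 0 by limma-voom). In systemic JAK1i against healthy, NK and dendritic epidermal T cell genes had 0 higher and 2 lower of 5 (0 and 4 adjusted over the list alone, adjusted p = 0.030 with an estimated correlation), with Cd7 at -1.34 ± 0.28 and the receptor segment Trdv4 at -1.16 ± 0.28 (edgeR adjusted p = 0.020 and 0.043), and both were low off treatment too (-1.59 ± 0.30 and -1.25 ± 0.30), but both calls in systemic JAK1i ended with the muscle covariate and without healthy A and E.

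ALADIN scores, which the paper computed from qPCR, were also computed from the RNA-seq with the paper's genes, which are not independent evidence. The CTL score was 7.42 ± 2.47 in AA, 0.71 ± 1.26 in systemic JAK1i and 6.56 ± 1.84 in 8w off treatment skin, and the IFN score 7.74 ± 1.31, -0.07 ± 1.32 and 7.05 ± 2.24 (SD, n = 6, healthy mean 0 with SD 0.42 and 0.79). AA and 8w off treatment each lay above healthy and above systemic JAK1i in 6 of 6 libraries (exact permutation p = 0.00216, adjusted over 12 tests 0.00325, the smallest these libraries can give). For 8w off treatment against systemic JAK1i this test treats libraries of the same mice, by the paper's account, as independent. Its p is therefore not sound for that pair, and which libraries share a mouse is not known. Systemic JAK1i against healthy gave exact permutation p = 0.251 for CTL and 0.937 for IFN, and 8w off treatment against AA 0.506 and 0.541. Of its genes, the IFN list had 5 higher and 0 lower of 5 in AA against healthy (5 and 0 adjusted over the list alone, adjusted p = 0.12 with an estimated correlation) and the CTL list 3 higher and 0 lower of 4 (3 and 0 adjusted over the list alone, adjusted p = 0.17 with an estimated correlation).

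The same 12 libraries were divided into groups of 6 in 50 splits, the real one included. For 11 of the 12 counts of genes only the real one (1 split) gave as large a count. A chance division of the libraries can be excluded for these, except for 2 small counts at the study thresholds and for 8w off treatment against systemic JAK1i. By the paper's account the libraries of that pair come from the same mice, which the splits ignore, so they cannot decide there. For 8w off treatment against AA at FDR 0.05 there were 2 such splits of 50, the other with 353 genes, so chance is excluded at 0.05 only for this count taken by itself, and with 18 genes in a fit of the 2 groups and 68 on leaving out AA B it is weak evidence of a difference. The 4 genes of this comparison at the study thresholds became 0 in a fit of the 2 groups and 1 on leaving out AA B, so they are weak evidence too. For these 4 and the 2 of systemic JAK1i against healthy every other split gave 0, so any single call would have passed. The splits therefore cannot decide on chance for these 2 counts. Real counts, with the highest of the other splits, were AA against healthy at the study thresholds 565 (1), AA against healthy at FDR 0.05 6533 (3199), systemic JAK1i against AA at the study thresholds 615 (0), systemic JAK1i against AA at FDR 0.05 7755 (2232), systemic JAK1i against healthy at the study thresholds 2 (0), systemic JAK1i against healthy at FDR 0.05 170 (6), 8w off treatment against healthy at the study thresholds 351 (160), 8w off treatment against healthy at FDR 0.05 5311 (4420), 8w off treatment against AA at the study thresholds 4 (0), 8w off treatment against AA at FDR 0.05 222 (353), 8w off treatment against systemic JAK1i at the study thresholds 408 (0), 8w off treatment against systemic JAK1i at FDR 0.05 5841 (1324).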
